# Enhanced lysosomal degradation maintains the quiescent state of neural stem cells

**DOI:** 10.1038/s41467-019-13203-4

**Published:** 2019-11-29

**Authors:** Taeko Kobayashi, Wenhui Piao, Toshiya Takamura, Hiroshi Kori, Hitoshi Miyachi, Satsuki Kitano, Yumiko Iwamoto, Mayumi Yamada, Itaru Imayoshi, Seiji Shioda, Andrea Ballabio, Ryoichiro Kageyama

**Keywords:** Molecular neuroscience, Stem cells in the nervous system, Neural stem cells, Quiescence

## Abstract

Quiescence is important for sustaining neural stem cells (NSCs) in the adult brain over the lifespan. Lysosomes are digestive organelles that degrade membrane receptors after they undergo endolysosomal membrane trafficking. Enlarged lysosomes are present in quiescent NSCs (qNSCs) in the subventricular zone of the mouse brain, but it remains largely unknown how lysosomal function is involved in the quiescence. Here we show that qNSCs exhibit higher lysosomal activity and degrade activated EGF receptor by endolysosomal degradation more rapidly than proliferating NSCs. Chemical inhibition of lysosomal degradation in qNSCs prevents degradation of signaling receptors resulting in exit from quiescence. Furthermore, conditional knockout of TFEB, a lysosomal master regulator, delays NSCs quiescence in vitro and increases NSC proliferation in the dentate gyrus of mice. Taken together, our results demonstrate that enhanced lysosomal degradation is an important regulator of qNSC maintenance.

## Abstract (web summary)

It remains unclear why quiescent neural stem cells (qNSCs) in the subventricular zone of the mouse brain have enlarged lysosomes. Here, authors demonstrate that qNSCs exhibit higher lysosomal activity and degrade activated EGF receptor by endolysosomal degradation more rapidly than proliferating NSCs, which prevents the NSC exit from quiescence.

## Introduction

Somatic stem cells in adult tissues maintain the capacity to self-renew and produce progeny through the lifespan. As with other somatic stem cells, the majority of neural stem cells (NSCs) in the adult mammalian brain exist in a quiescent state, which is essential for maintenance of stem cell pools over long periods of time^1,2^. In the adult mouse brain, NSCs primarily reside in two regions, the hippocampal dentate gyrus (DG) and the subventricular zone (SVZ) of the lateral ventricle. Quiescent NSCs (qNSCs) remain in the G0 phase and re-enter the cell cycle after receiving activation signals; once activated, they generate proliferating NSCs (active NSCs; aNSCs), which differentiate into transit-amplifying cells and ultimately into mature neurons^3^. Extensive studies have identified the factors, signaling pathways, and metabolic states underlying the transition between NSC proliferation and quiescence in vivo and in vitro^4–7^. However, the role of proteostasis in the regulation of this process remains poorly understood.

Proteolysis, mediated primarily by the ubiquitin–proteasome and autophagy–lysosome pathways, is essential for cellular proteostasis^8^. Elevated proteasomal activity is crucial for stem cell identity, and prevents differentiation and senescence in human embryonic stem cells^9^. Autophagic activity decreases over the course of aging in muscle stem cells, resulting in loss of stemness in geriatric satellite cells^10^. These observations suggest that global proteolysis preserves stemness by governing basal proteostasis. Notably, qNSCs in the DG express abundant functional membrane receptors, which are required for aNSCs, despite remaining in a resting state^11^, implying that specifically regulated proteolysis is required to maintain quiescence in these cells. Recent work showed that lysosomes are enriched in qNSCs, compared to aNSCs in the SVZ^12^, in which aged qNSCs accumulate more protein aggregates in lysosomes while a decrease in the abundance of aggregates causes qNSCs to rejuvenate. However, the functional role of lysosomes in qNSCs, especially at the transition between aNSCs and qNSCs, is not fully understood. In this study, we show that lysosomal activity is elevated in qNSCs, and that inhibition of this activity leads to exit from quiescence via a process dependent on activation of epidermal growth factor (EGF) and Notch signaling. Conversely, lysosomal activation in aNSCs promotes exit from proliferation. In vitro, activated EGF receptor (EGFR) is more rapidly degraded in qNSCs than in aNSCs. Furthermore, knockout of *Tfeb*, a master regulator of lysosomal biogenesis, in NSCs delays not only the reduction in EGF and Notch signaling but also the entry into quiescence in vitro. Importantly, in vivo, conditional knockout of *Tfeb* in adult NSCs increases the number of proliferating NSCs, along with the levels of activated EGFR and Notch1 in the DG of the hippocampus. These findings demonstrate that enhanced lysosomal activity enables NSCs to remain poised in the quiescent state by rapidly removing unnecessary or undesirable cellular signals.

## Results

### NSCs increase lysosomal activity when they enter quiescence

We first investigated whether proteasomal activity differs significantly between quiescent and proliferating NSCs (Fig. 1a). For these experiments, we used an in vitro culture model of NSCs, an NSC line established in our previous study^13^ (see Methods) as well as other NSCs including NS5, ES cell-derived NSCs, and NSCs from adult mouse brain (adNSC)^14^ (Supplementary Fig. 1a), in which quiescence could be induced by exposure to BMP4 for 3 days^14^ (Supplementary Fig. 1b). To measure proteolysis in NSCs in vitro, we monitored three types of proteasomal peptidase activities (chymotrypsin-, trypsin-, and caspase-like) in whole-cell lysates prepared from proliferating and quiescent NSCs using three kinds of peptide substrates (Fig. 1a)^15^. In comparison with BMP-treated qNSCs, aNSCs exhibited small increases in the activities of chymotrypsin- and caspase-like proteases (Fig. 1a), which were completely inhibited by epoxomicin, a highly specific inhibitor of the proteasome (PI, Fig. 1a). Notably, qNSCs exhibited much higher trypsin-like activity than aNSCs and fibroblasts (C3H10T1/2 cells); this activity was not affected by epoxomicin. Unexpectedly, the trypsin-like activity was completely inhibited by cathepsin inhibitor I (CI, Fig. 1a), which is a specific inhibitor of the lysosomal proteases: papain and cathepsins B, L, and S. This result suggests that lysosomal activity was elevated in qNSCs. Consistent with this result, mRNA levels of lysosomal factors including cathepsins (CtsA, CtsB, and CtsF) and Lamp1, a lysosomal membrane protein, increased in NSCs upon entry into the quiescent state (Fig. 1b). Immunostaining of Lamp1 revealed that qNSCs contained more lysosomes in the cytoplasm than aNSCs (Fig. 1c), which was also detected in other NSCs, NS5 cells (Fig. 1d), and adult NSCs from the SVZ and DG (Fig. 1e). Furthermore, cathepsin activity measured by Magic Red staining was significantly higher in qNSCs than in aNSCs (Fig. 1c, f). These results suggest that elevated lysosomal activity might be important for proteolysis in qNSCs.

**Fig. 1:**
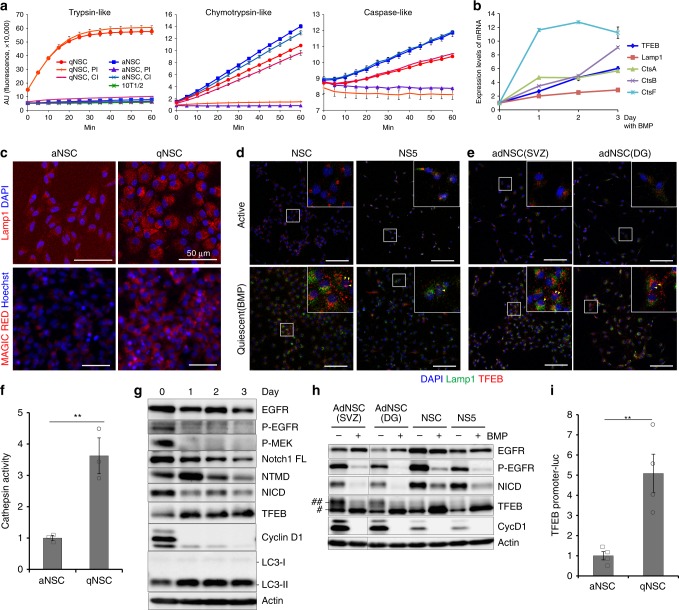
Increased lysosomal activity in qNSCs in vitro. **a** Peptidase activities in NSCs. Trypsin-like, chymotrypsin-like, and caspase-like activities in NSC lysate were continuously measured every 5 min for 1 h, with or without proteasome inhibitor (PI) or cathepsin inhibitor (CI); *n* = 2. **b** qPCR of the lysosomal genes: Lamp1 and cathepsins (CtsA, CtsB, and CtsF), and the transcriptional regulator TFEB, after BMP exposure. **c** Immunocytochemistry of Lamp1 (red) with DAPI (blue) (upper panels). Staining of Magic Red cathepsin L (red) and Hoechst 33342 (blue) (lower panels). Scale bars, 50 µm. **d**, **e** Immunocytochemistry of Lamp1 and TFEB in the active and quiescent states induced by BMP in NSCs, NS5 cells (**d**) and adult NSCs (**e**). Selected regions indicated by white squares are enlarged. Yellow arrowheads in enlarged squares indicate nuclear localization of TFEB in the quiescent state. Scale bars, 100 µm. **f** Lysosomal cathepsin L activity in NSCs, as determined using Magid Rred cathepsin L; *n* = 3. Corresponding data points were plotted. **g** Immunoblots of signaling molecules in NSCs after BMP exposure. β-Actin was used as a loading control. **h** Immunoblotting of several NSC lines in the active and quiescent states. Phosphorylated (##) and dephosphorylated forms of TFEB (#) were detected. **i** Reporter assay of TFEB-promoter–driven luciferase; *n* = 4. Data represent means ± s.e.m. (**P < 0.01; Student’s *t-*test). Source data of immunoblots are provided as a Source Data file.

Next we investigated the transcription factor TFEB, a master regulator of lysosomal biogenesis^16^ in BMP-treated qNSCs. TFEB was expressed at higher levels after BMP exposure, concomitant with loss of cyclin D1, a G1/S cyclin (Fig. 1b, g, h). TFEB localized in the perinuclear region in the cytoplasm in all types of aNSCs, but increased in abundance and expanded its localization within qNSCs, in which some dots of TFEB were detected in nuclei (Fig. 1d, e, arrowheads). Western blotting revealed a decrease in the abundance of phosphorylated TFEB, an inactive form, and an increase in the level of active TFEB protein in qNSCs after BMP exposure (Fig. 1h). Consistent with this observation, monitoring of TFEB transcriptional activity using a luciferase reporter driven by the TFEB promoter^17^ revealed that luciferase expression was higher in qNSCs than in aNSCs (Fig. 1i). We next examined autophagic activity, because TFEB is involved in expression of numerous autophagy genes^18^. Consistent with this, NSCs expressed higher levels of LC3-II protein, a key component of autophagosomes and a marker of autophagy activation, after BMP exposure (Fig. 1g). Moreover, an LC3 turnover assay revealed higher levels of LC3-II in qNSCs than in aNSCs, even after lysosomal inhibition (Supplementary Fig. 1c), indicating that the increase in LC3-II was due not to reduced lysosomal activity, but rather to enhanced autophagy in qNSCs^19,20^. Together, these results indicate that autophagy/lysosomal degradation is strongly induced when aNSCs enter the quiescent state under TFEB activation after BMP exposure in vitro.

### Lysosomal inhibition allows qNSCs to proliferate

To evaluate the role of lysosomal degradation in qNSCs, we inhibited lysosomal function with bafilomycin A (BafA), a specific inhibitor of the vacuolar-type H(+)-ATPase (V-ATPase), which inhibits lysosomal enzymes and lysosomal membrane flux by increasing pH^21^. Long-term BafA treatment was toxic to NSCs, but upon treatment with a low concentration (20 nM) for 1 day, qNSCs converted their morphology from a flat to a bipolar shape, similar to that of aNSCs (Fig. 2a). We monitored cell proliferation by measuring expression of Ki-67, a proliferation marker, and incorporation of the thymidine analog EdU over 4 h. qNSCs did not express Ki-67, but replacement of quiescence medium with the proliferation medium (PM) containing EGF increased the proportion of Ki-67–positive cells, as previously reported^14^ (Fig. 2b). We detected some NSCs expressing Ki-67 after culture in BafA-containing quiescence medium (Fig. 2b, Supplementary Fig. 2a). The percentages of Ki-67– and EdU-positive cells significantly increased relative to those in control qNSCs (Fig. 2c). The increase in the proportion of EdU-positive cells after BafA treatment peaked at 20 nM BafA (Supplementary Fig. 2b). The elevation in the proportion of Ki-67–positive cells also appeared at a different cell density in the presence of BafA (Supplementary Fig. 2c).

**Fig. 2:**
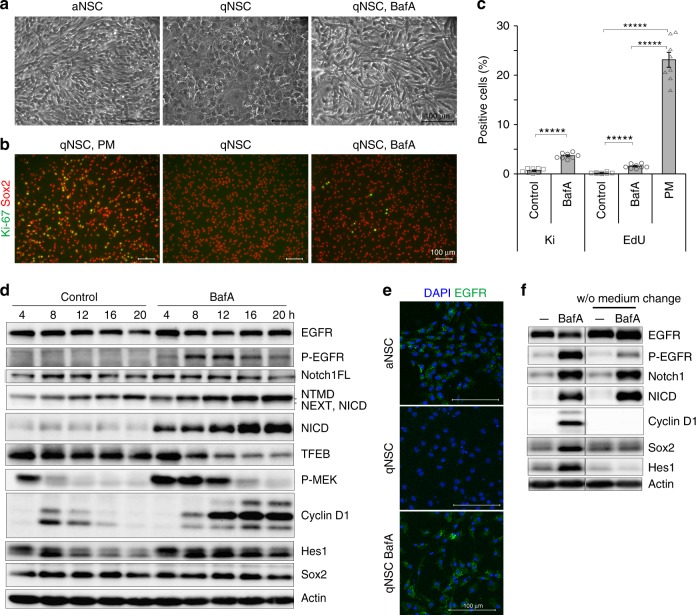
Lysosomal inhibition to qNSCs. **a** Bright field view of NSCs; bipolar proliferating NSCs (aNSC), flat qNSCs (qNSC), and bipolar qNSCs treated with 20 nM bafilomycin A (qNSC, BafA). **b** Immunocytochemistry of Ki-67. Representative view of NSCs immunostained for Ki-67 (green) and Sox2 (red). qNSCs were incubated in proliferation medium containing EGF (qNSC, PM), quiescence medium (qNSC), or quiescence medium containing BafA (qNSC, BafA) for 1 day, and then analyzed. **c** Percentage of Ki-67–positive (Ki) or EdU-incorporated (EdU) cells. Results are averages of eight samples of qNSCs (control), BafA-treated qNSCs (BafA), or qNSCs after incubation with proliferation medium (PM); *n* = 8. **d** Immunoblotting of qNSCs after incubation with qNSC medium (control) or qNSC medium containing BafA (20 nM) (BafA) for 4–20 h. **e** Immunocytochemistry of EGFR. BafA-treated qNSCs accumulated EGFR (green) in the cytoplasm. EGFR on the cell surface was not detected by immunostaining following membrane permeabilization. This might be responsible for the differences between the results of immunostainings and western blotting. **f** Effect of medium change. Samples on the left sides of blots were incubated in fresh quiescence medium, with or without BafA. In the w/o medium change samples, the medium in culture dishes was partially removed and added back with or without addition of BafA. Scale bars, 100 µm. Data represent means ± s.e.m. (*****P < 0.0001; Student’s *t*-test). Source data of immunoblots are provided as a Source Data file.

Next, we analyzed the effects of BafA treatment on the EGF and Notch pathways, which play essential roles in the activation of NSCs. In qNSCs, the levels of EGFR, phospho-(P-)EGFR (the activated form), P-MEK (the activated form of MEK, a downstream target of EGFR signaling), and various forms of the Notch1 receptor (full-length precursor [Notch1 FL], processed mature form [NTMD], and activated form [NICD]; Supplementary Fig. 3a) were reduced when aNSCs entered a quiescent state in quiescence-inducing medium containing BMP (Fig. 1g). On the other hand, BafA-treated qNSCs continuously expressed P-EGFR and NICD from 4 h and cyclin D1 from 8 h onward after BafA treatment, and expressed P-MEK at a higher level for longer than the control (Fig. 2d, Supplementary Fig. 2d). Although medium change at time zero induced P-MEK at 4 h and caused a slight induction of cyclin D1 at 8 h in the control cells (Fig. 2d, Supplementary Fig. 2d), these inductions were not maintained in control cells at later time points, suggesting that sustained activation of MEK and cyclin D1 is specific to BafA treatment. Immunostaining for EGFR revealed that accumulation of cytoplasmic EGFR, which was not detected in qNSCs, persisted in BafA-treated cells even in the absence of EGF, as well as in aNSCs in EGF-containing proliferation medium (Fig. 2e). Accumulation of P-EGFR and NICD plateaued under treatment with 20 nM BafA for 4 h (Supplementary Fig. 2e), the same BafA concentration that was associated with the peak level of EdU-positive cells (Supplementary Fig. 2b). These data suggest that BafA induced accumulation of activated EGFR (P-EGFR) and activated NotchR (NICD), which in turn allowed cell-cycle reentry of qNSCs. 

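Gene expression in qNSCs was measured on 8 single-colour oligonucleotide microarrays, on which Cy5-labeled RNA binds to 23473 probes for mouse genes. NSCs that had been in quiescence medium for 3 days were incubated for 4 h or 24 h in quiescence medium with 20 nM BafA or without it. Each of the 4 groups has 2 arrays. No source used here says that the 2 arrays of a group come from separate cultures. The p-values then measure only the spread between these samples, which may be technical. The number of arrays limits the precision of every value. On each array, 21650 to 22075 probes were above the blank spots, and the median spot signal was 1.57 to 1.72 times the mean of the blank spots. The authors scaled the signals of each array to a common median after subtracting the level of the blank spots. Here the spot signals were taken as scanned, corrected for background with limma's normexp method and an offset of 50, scaled to a median of 25 on each array and converted to log2. The offset makes the fold changes of dim probes smaller. The signal of Dusp6 rises 4.25-fold at 4 h on this scale and 12.5-fold in the authors' deposited values, which have no offset and another background step. The 20471 probes with a value on all 8 arrays were tested with limma, with 1 coefficient per group and 1 estimate of the spread shared by all groups. The p-values were adjusted by the Benjamini-Hochberg method over all probes. Genes were also grouped in 25 lists of pathways, responses and cell type markers, fixed before the deposited arrays were examined. By then the paper, which reports changes in lipid synthesis, proliferation and signaling from these arrays, and a few rows of Supplementary Data 1 had been seen. The lists are therefore not independent of the paper's results. The shift of a list against all other genes was tested with limma's camera at a preset correlation of 0.01 between genes. No list passed that test when the correlation was estimated from the arrays. The smallest adjusted p was then 0.0772 at 4 h and 0.0822 at 24 h. Camera then also uses 4 residual degrees of freedom, so that a loss need not come from correlation between genes. In limma's fry, which tests whether the genes of a list move on balance one way and compares them with no other genes, 7 lists passed at 4 h and 19 at 24 h. The first control array of each time was scanned at another setting than the other 6 arrays. That setting holds 1 array in each of its groups and allows no test of its own. Counts of probes and shifts of lists are therefore also given with the scan setting as a block and within the 6 arrays of the other setting. Values of single genes were not checked in this way.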

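Some of the genes that respond to growth factors were higher after 4 h with BafA than in control qNSCs of that time. The paper reports that changing the medium itself induces P-MEK at 4 h. It also reports that BafA without a medium change gave far less cyclin D1 and P-EGFR. For the factor in fresh medium it proposes FGF as a strong candidate. No group here separates an effect of BafA alone from a joint effect with fresh medium. Few genes of the cell cycle and of receptors passed the test, but few of all genes did: of 14757 named genes, 189 were higher and 150 were lower. Of 26 immediate-early and growth response genes, 12 were higher with BafA and 0 were lower in limma (12 and 0 when adjusted over the list alone). Dusp1, a phosphatase that inactivates MAP kinases, had a normalized signal of 34.3 ± 2.45 in control qNSCs and 212 ± 1.72 in BafA-treated cells (SD, n = 2 arrays each). Its log2 fold change was 2.63 (SE 0.14, adjusted p = 1.38e-11 from limma). Egr1, a transcription factor induced by mitogens, went from 19.7 ± 2.49 to 74.6 ± 7.03 (SD, n = 2 each). Its log2 fold change was 1.92 (SE 0.11, adjusted p = 1.64e-11), and those of the nuclear receptor gene Nr4a1 and of Fosl1, which encodes a subunit of AP-1, were 1.94 and 1.81. The median log2 fold change of this list was 0.35 (camera, adjusted p = 9.61e-28, and adjusted p = 0.0772 with an estimated correlation).
Of 34 genes of the G1/S transition and DNA replication, 3 were higher and 0 were lower (4 and 0 when adjusted over the list alone). Cdt1, which loads the replicative helicase onto origins of replication, went from 49.6 ± 2.88 to 272 ± 56.8 (SD, n = 2 each). This is a log2 fold change of 2.44 (SE 0.14, adjusted p = 4.64e-11 from limma). The other two were Ccnd2, which encodes cyclin D2, at 0.84 (adjusted p = 0.015), and the transcription factor gene E2f3 at 0.28 (adjusted p = 0.0435). Ccnd2 did not pass without the second control array of 4 h (adjusted p = 0.397) or the second BafA array of 4 h (adjusted p = 0.0934). E2f3 did not pass when any 1 of the 4 arrays of 4 h was left out (adjusted p from 0.132 to 0.306), or either BafA array of 24 h (adjusted p = 0.0695 and 0.0722). Of 29 genes of G2/M and mitosis, 1 was higher and 0 were lower in limma (1 and 0 when adjusted over the list alone). The gene was Tpx2, a spindle assembly factor (log2 fold change 0.46, adjusted p = 0.00145). Mki67, which encodes Ki-67, had a log2 fold change of -0.04 (adjusted p = 0.963). Its probe is dim, with a highest group mean of 14.4 in the authors' deposited values, where the median of an array is 25. A change in Mki67 could therefore be missed.
Of 27 receptor tyrosine kinase genes, 3 were higher and 0 were lower (6 higher and 1 lower when adjusted over the list alone). Mertk, a receptor for ligands that bridge to phosphatidylserine, went from 48.5 ± 0.952 to 116 ± 7.52 (SD, n = 2 each), a log2 fold change of 1.25 (SE 0.12, adjusted p = 6.04e-07 from limma). Kdr, a VEGF receptor gene, had 0.57 (adjusted p = 0.00135, and 0.0917 without the second BafA array of 4 h). Met, the receptor gene of hepatocyte growth factor, had 0.41 (adjusted p = 0.00593, 0.0856 without the first control array of 4 h and 0.0677 without the second BafA array of 4 h). Of 21 growth factor genes, 3 were higher and 0 were lower (3 and 0 when adjusted over the list alone), among them Vegfa at a log2 fold change of 1.03 (adjusted p = 2.33e-08 from limma). As lists, the receptor tyrosine kinases and the growth factors were shifted up, each with a median of 0.02 (camera, adjusted p = 0.0311 each, and 0.223 each with an estimated correlation). The median of all probes was 0.012, so that the typical gene of these lists hardly moved. Their means were 0.127 and 0.135. Neither list passed under quantile normalization. 
In all, 232 probes were higher and 224 were lower, and 2028 had an unadjusted p under 0.05. The 456 probes became 229 (151 higher, 78 lower) and 283 (124 higher, 159 lower) without the first and the second control array of 4 h, 237 (115 higher, 122 lower) without the second BafA array of 4 h, and 872 (406 higher, 466 lower) and 884 (416 higher, 468 lower) without the first and the second control array of 24 h, so that which direction has more probes depends on single arrays. Without the trend in eBayes, 104 were higher and 30 were lower. They became 452 with the scan setting as a block, 687 in the 6 arrays of 1 scan setting and 0 when the local background of each spot was subtracted first. The growth response list passed with a median of 0.412 with the scan setting as a block, 0.585 in those 6 arrays and without the first control array of 4 h, 0.208 without the second, and 1.094 among probes with a mean signal over 100. From the accumulation of P-EGFR and NICD in BafA-treated cells, the paper proposes that activated EGFR and Notch receptors allowed qNSCs to reenter the cell cycle, and it sets the expression changes at 4 h beside that idea (Supplementary Fig. 2f).

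**Figure D1:**
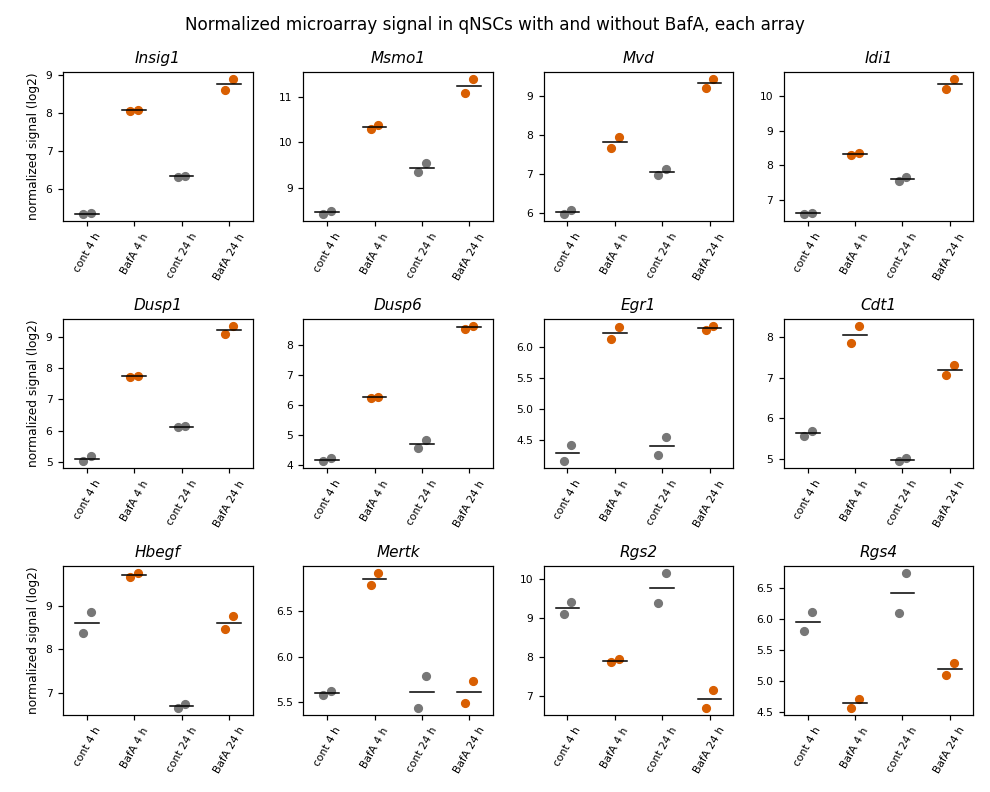
Normalized signal (log2, vertical axis) of 12 genes in control and BafA-treated qNSCs at 4 h and 24 h, with 1 point per array and a line at the mean of the 2 arrays of a group. Both BafA arrays of 4 h lie above both control arrays of 4 h for 10 of the genes, and below them for Rgs2 and Rgs4. Insig1, Msmo1, Mvd, Dusp1, Dusp6, Egr1, Cdt1, Rgs2 and Rgs4 were picked among genes with this separation, so that for them it follows from the choice.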

Consistent with this idea, microarray analysis to monitor mRNA expression at 4 h after BafA treatment revealed upregulation of genes related to cell proliferation and elevated receptor activity in BafA-treated cells (Supplementary Fig. 2f). Expression of Notch and EGF signaling-related genes increased at 4 and 24 h after BafA treatment (Supplementary Data 1 and 2).

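Some genes of EGFR signaling were higher with BafA than in the control of the same time, at 4 h and at 24 h. Genes of the Notch pathway moved in both directions at 24 h, in shares close to those of all named genes. Of 44 EGFR pathway genes, 3 were higher and 0 were lower at 4 h in limma (4 and 0 when adjusted over the list alone), and 17 were higher and 2 were lower at 24 h (19 and 2 when adjusted over the list alone). Dusp6, a phosphatase for ERK that ERK signaling itself induces, had a normalized signal of 18.1 ± 0.779 in control and 76.9 ± 0.917 in BafA-treated cells at 4 h, and 26.02 ± 3.16 and 385 ± 19.6 at 24 h (SD, n = 2 each). Its log2 fold change was 2.09 at 4 h and 3.89 at 24 h (SE 0.12 each, adjusted p = 1.38e-11 and 7.51e-18 from limma). Hbegf, which encodes a ligand of EGFR, had log2 fold changes of 1.10 at 4 h (SE 0.18, adjusted p = 0.000452) and 1.90 at 24 h (adjusted p = 6.57e-09). In control qNSCs Hbegf fell by 1.90 on the log2 scale from 4 h to 24 h. Its larger value at 24 h therefore comes from a lower control, not from a higher signal in BafA-treated cells. Spry4, an inhibitor of receptor tyrosine kinase signaling, had 0.22 at 4 h (adjusted p = 0.0178), and did not pass when any 1 of the 4 arrays of 4 h was left out (adjusted p from 0.0766 to 0.163). Spry1, of the same family, had 0.18 at 4 h (adjusted p = 0.211) and rose by 2.11 at 24 h (SE 0.07, adjusted p = 1.87e-17). The transcription factor gene Etv4 rose by 1.41 at 24 h, and Gab1, an adaptor of receptor tyrosine kinases, fell by 1.70 on the log2 scale (adjusted p = 8.58e-09 from limma). Egfr itself had log2 fold changes of 0.08 at 4 h (adjusted p = 0.991) and -0.09 at 24 h (adjusted p = 0.759).
Of 38 Notch pathway genes, 0 were higher and 1 was lower at 4 h (3 higher and 1 lower when adjusted over the list alone), with 8 higher and 5 lower at 24 h (9 and 5 when adjusted over the list alone). At 4 h, 189 of all 14757 named genes were higher, so that 0 of 38 says little about this list. At 24 h, 2207 of all named genes were higher and 2051 were lower, so that 8 and 5 of 38 are close to these shares. Jag1, a ligand of Notch receptors, had a signal of 15.6 ± 0.735 in control and 55.9 ± 1.82 in BafA-treated cells at 24 h (SD, n = 2 each). Its log2 fold change was 0.21 at 4 h (adjusted p = 0.127) and 1.84 at 24 h (SE 0.07, adjusted p = 2.92e-16 from limma), and the difference of 1.63 between the times passed its own test (adjusted p = 7.27e-12). Hes1, a transcriptional target of Notch signaling, had 0.44 at 4 h (adjusted p = 0.0722) and rose by 0.92 at 24 h (SE 0.13, adjusted p = 3.14e-06). In the authors' deposited values, Jag1 (adjusted p = 0.0322) and Spry1 (adjusted p = 0.00735) passed at 4 h. Jag1 and Hes1 passed at 4 h without the first control array of 24 h (adjusted p = 0.0298 and 0.00101) or the second (0.0291 and 0.000825), and Hes1 also without the first control array of 4 h (0.0275). Dner, Dtx1, Dtx4, Psen2 and Dll3 fell at 24 h, by 0.88, 0.83, 0.79, 0.57 and 0.24 on the log2 scale. Lfng, a glycosyltransferase that modifies Notch receptors, was the gene that was lower at 4 h (-0.32, adjusted p = 0.0264). It did not pass when any 1 of the 4 arrays of 4 h was left out (adjusted p from 0.0589 to 0.477), or either BafA array of 24 h (adjusted p = 0.055 and 0.0547). Notch1 had log2 fold changes of -0.13 at 4 h (adjusted p = 0.952) and -0.40 at 24 h (adjusted p = 0.0673). It passed at 24 h under quantile normalization (adjusted p = 0.0176), in the authors' deposited values (adjusted p = 0.036) and without the second control array of 24 h (adjusted p = 0.0387). Hes5, another Notch target, had -0.13 at 4 h (adjusted p = 0.877) and -0.21 at 24 h (adjusted p = 0.194). Its value at 24 h was -0.416 without the second control array of 24 h (adjusted p = 0.00417) and -0.015 without the first.
Against all other genes, the EGFR pathway list was shifted at 4 h by a median of 0.07 (camera, adjusted p = 0.00604, adjusted p = 0.223 with an estimated correlation, and 0.0753 without the second control array of 4 h) and at 24 h by 0.14 (adjusted p = 0.000527, and adjusted p = 0.183 with an estimated correlation). The Notch pathway list had medians of 0.04 (adjusted p = 0.494) and 0.06 (adjusted p = 0.504). Taken without other genes, in fry, the Notch pathway genes did not move one way on balance at 4 h (adjusted p = 0.269) and moved up at 24 h (adjusted p = 0.00354), while those of the EGFR pathway moved up at both times (adjusted p = 0.0217 and 0.000414). With the scan setting as a block the EGFR pathway medians were 0.07 and 0.11 (adjusted p = 0.0057 and 0.000407), and in the 6 arrays of 1 scan setting 0.07 and 0.14 (adjusted p = 0.00217 and 4.35e-05). The median at 4 h was 0.042 under quantile normalization, and that at 24 h was 0.365 among probes with a mean signal over 100, each past the test.

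**Figure D2:**
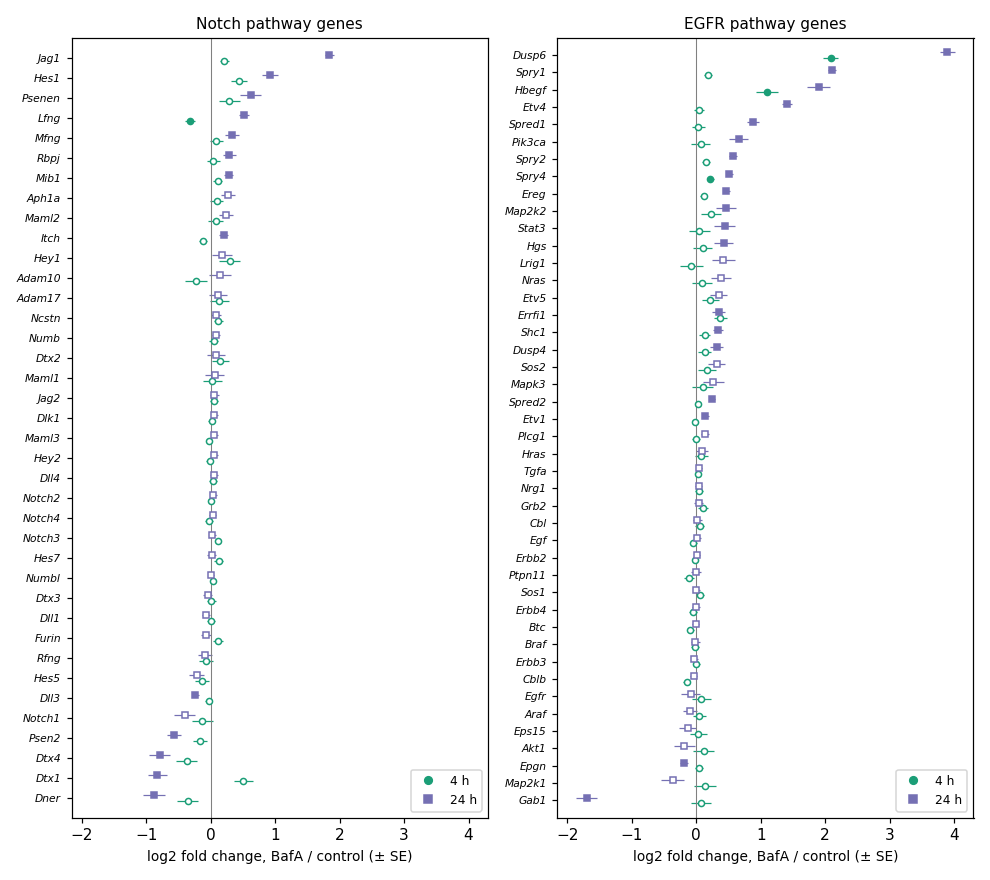
Log2 fold change with BafA (horizontal axis) of the tested Notch pathway genes and EGFR pathway genes, sorted by the value at 24 h, with circles for 4 h, squares for 24 h and bars for the standard error. Filled symbols passed the test in limma, and the 4 filled circles are Dusp6, Hbegf and Spry4, which were higher, and Lfng, which was lower.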

To assess the involvement of autophagy, we analyzed SAR405, a specific inhibitor for VPS34 and autophagosome formation^22^; however, SAR405 did not affect the levels of cyclin D1, P-EGFR, or NICD (Supplementary Fig. 2g). Recent studies demonstrated that V-ATPase is involved in endocytosis^23^ as well as endolysosomal trafficking^24^, and that BafA may inhibit the endoplasmic reticulum (ER) calcium ATPase^25^. However, inhibitors of clathrin-mediated endocytosis (Dynasore), the ER calcium ATPase (thapsigargin [Tg]), and microtubule organization (nocodazole [Noc]) had weaker effects on cyclin D1 and P-EGFR than BafA (Supplementary Fig. 2h), and thapsigargin induced abnormal cleavage of Notch1 receptor. Together, these results indicate that the lysosomal defect, but not autophagy- or endocytosis-related defect, is responsible for BafA treatment induced aberrant increases in the levels of both P-EGFR and NICD in qNSCs, which are prone to induce cyclin D1 expression and undergo the cell-cycle reactivation. We also analyzed the effect of changing the medium. BafA treatment without changing the medium dramatically decreased the levels of cyclin D1 and P-EGFR, but did not change the level of NICD (Fig. 2f), suggesting that both lysosomal inhibition by BafA treatment and EGFR activation by new medium are crucial for reactivation of qNSCs.

### Regulation of EGFR and Notch signaling in qNSCs

To determine whether activation of both EGFR and Notch signaling is required to induce qNSC reactivation under BafA treatment, we treated cells with DAPT, a gamma-secretase inhibitor, to block Notch signaling, as well as with AG1478, an EGFR tyrosine kinase inhibitor (Fig. 3a). We monitored cell proliferation by Ki-67 and cyclin D1 expression following inhibitor treatment, and detected a significant decrease in the levels of these proliferation markers; comparable effects were observed upon treatment with DAPT, AG1478, or the combination of both inhibitors (Fig. 3b–d). These results indicate that both EGFR and Notch signaling pathways are indispensable for reactivation of qNSCs after lysosomal inhibition. Previous in vivo studies revealed that Notch activation is required for maintenance of the quiescent state of NSCs: proliferating NSCs and progenitors are transiently upregulated and then exhausted by inhibition of Notch signaling^26^, whereas continuous NICD expression promotes NSC proliferation^27^. These opposing functions of Notch might be dependent on expression mode or environmental conditions. In the case of cultured NSCs, Notch signaling might promote NSC proliferation: NICD was highly upregulated in proliferating aNSCs (Fig. 1g), and inhibition of Notch prevented the reactivation of qNSCs after BafA treatment (Fig. 3b–d).

**Fig. 3:**
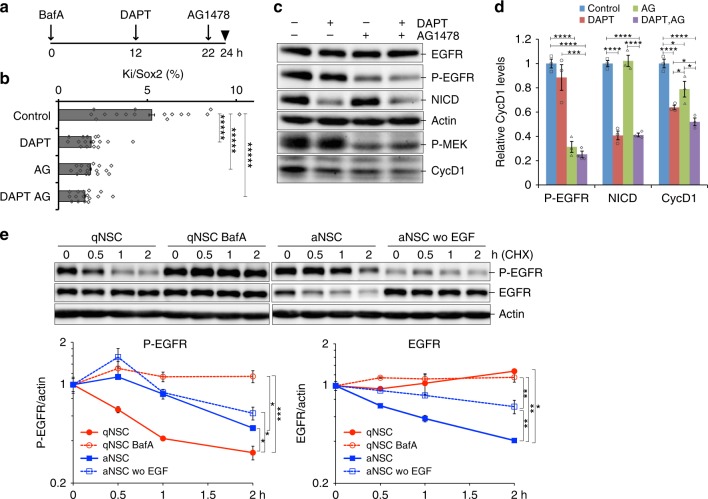
Regulation of EGF and Notch signaling in qNSCs with defects in lysosomal function. **a** Cells were incubated for the indicated times with inhibitors of Notch (DAPT) and EGF signaling (AG1478) after BafA treatment at *t* = 0 h. qNSCs were cultured with 10 µM DAPT from *t* = 12 h (arrow), 5 µM AG1478 from *t* = 22 h (arrow), or both inhibitors in the presence of 20 nM BafA, and then analyzed at *t* = 24 h (arrowhead). DAPT required a longer incubation time than AG1478 to reduce the NICD level. **b** Percentage of Ki-67–positive cells in Sox2-positive cells. **c** Representative immunoblots of qNSCs after incubation with inhibitors in the presence of BafA. **d** Relative protein levels of P-EGFR, NICD, and CycD1 in (**c**), normalized against β-actin. **e** Protein stability of EGFR (*n* = 2). BafA was added 4 h before all assays in lysosomal-inhibited samples. Activated EGFR (P-EGFR) and total EGFR (EGFR) in immunoblots were quantified and plotted (lower panels). Left panel: qNSCs degrade P-EGFR (red closed circles) more rapidly than aNSCs (blue closed squares), but the protein was stabilized in the presence of BafA (red open circles). Total EGFR degradation depended on the presence of EGF (blue squares). Data represent means ± s.e.m. (*P *<* 0.05, **P *<* 0.01, ***P *<* 0.005, ****P *<* 0.001, ***** *P* *<* 0.0001; Student’s *t*-test). Source data of immunoblots are provided as a Source Data file.

We next investigated how NSCs regulate the stability of these receptors in the quiescent and proliferating states by measuring protein stability following treatment with the translational inhibitor cycloheximide. In the case of BafA-treated samples, we collected samples 4 h after BafA addition, because longer incubation with BafA can cause effects independent of lysosomal inhibition^28^. The results revealed that activated EGFR (P-EGFR) was degraded more rapidly in qNSCs than in aNSCs (Fig. 3e). Removal of EGF from the culture medium of aNSCs did not significantly alter the rate of degradation (Fig. 3e). BafA dramatically stabilized P-EGFR in qNSCs (Fig. 3e), although the level of P-EGFR was lower in qNSCs than in aNSCs (Supplementary Fig. 2i, j). Total EGFR was degraded more rapidly in aNSCs in the presence of EGF than in qNSCs (Fig. 3e). Together, these results lead to several conclusions. First, overall degradation of EGFR is limited in the absence of EGF; second, consequently, EGFR is activatable even in qNSCs at a low level (mathematically simulated in Supplementary Notes). Third, activated EGFR in qNSCs is rapidly degraded via the lysosomal degradation pathway.

Next, we examined the protein stability of Notch1 receptor, and found that NICD was degraded at the same rate in proliferating and quiescent NSCs (Supplementary Fig. 3b). Mature (NTMD) and full-length Notch1 receptors were degraded at similar rates in aNSCs and qNSCs (Supplementary Fig. 3c, d). BafA completely stabilized both NICD and NTMD but did not affect the cleavage of full-length Notch1 (Supplementary Fig. 3b–d). These results demonstrate that lysosomal inhibition stabilizes membrane-anchored NTMD, potentially resulting in the abnormal increase of NICD in BafA-treated cells.

### Enhanced lysosomes maintain qNSCs in brain

We next tried to address lysosomal functions in NSCs in the juvenile and adult mouse brain. We monitored in vivo expression of the lysosomal proteins cathepsin B, cathepsin L, and Lamp1 by immunohistochemistry of the DG and the SVZ of the lateral ventricle. To identify NSCs in brain tissues, we used GFAP-GFP;Nestin-NLS-mCherry double-transgenic mice^29–32^. In this transgenic mouse line, NSCs were labeled with GFP and nuclear-localized mCherry signals expressed under the control of mouse GFAP and Nestin promoters, respectively, and aNSCs were distinguished by Ki-67 staining. We compared the immunostaining of lysosomal enzymes between qNSCs and aNSCs in the DG and SVZ in young and adult mice (2-week-old and 6-month-old). Cathepsins and Lamp1 were stained as cytoplasmic dots in both types of NSCs. The dots were more dense and abundant in qNSCs (arrowheads) than in aNSCs (arrows) in both the DG and SVZ of 2-week-old mice (Fig. 4a, Supplementary Fig. 4a–d). In 6-month-old mice, the morphology of qNSCs in the DG was different from that in 2-week-old mice, but lysosomes were distributed similarly to those in young mice and condensed in qNSCs (Supplementary Fig. 4e), especially in the basal region of long processes of qNSCs at both ages (Fig. 4a, Supplementary Fig. 4a–c, e). Lysosomes were significantly more abundant in qNSCs than in aNSCs (Fig. 4b). These observations are consistent with our data obtained in vitro (Fig. 1c–f).

**Fig. 4:**
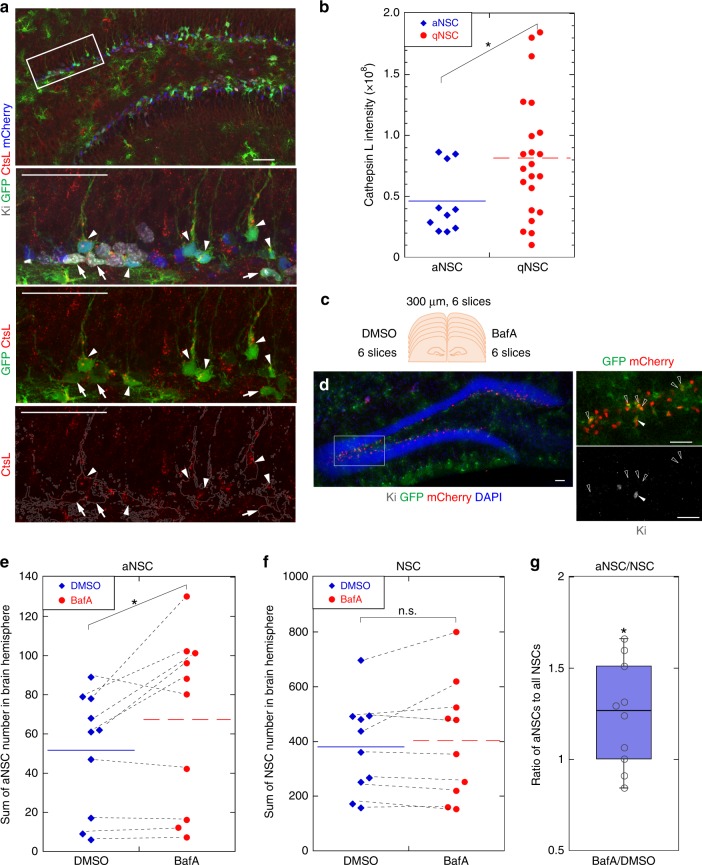
Increased lysosome abundance in quiescent NSCs and lysosomal inhibition in the tissue. **a** Immunohistochemistry of cathepsin L in the DG of GFAP-GFP;Nestin-NLS-mCherry mice. Proliferating NSCs expressed Ki-67 (gray), GFP (green), and mCherry (blue), but qNSCs were Ki-67–negative. The selected region indicated by a white square is enlarged below. Proliferating NSCs (arrows) exhibited lower cathepsin L (CtsL) staining than qNSCs (arrowheads). Cell shapes are indicated by gray lines in the lower panel. **b** Quantified values of cathepsin L intensity in individual NSCs in the DG (*n* = 32 in total). **c** Experimental design of brain slice cultures. **d** Representative images of the DG stained with DAPI (blue), GFP (green), mCherry (red), and Ki (gray) at a single plane of the brain slices after the slice culture. Open and closed arrowheads indicate qNSCs and aNSCs, respectively. **e**, **f** Numbers of Ki-67, GFP, and mCherry triple-positive cells (aNSCs (**e**)), and GFP and mCherry double-positive cells (NSCs (**f**)) in the SGZ of brain slices from 6-month-old mice cultured with DMSO (vehicle) or BafA. Dot plots show the sums of numbers of aNSCs (**e**) and NSCs (**f**) in individual hemispheres. Average values in each data set are shown by cross bars, and dotted lines link results from the same individuals. **g** Box plot showing the proportion of aNSCs in NSCs (center line, median; box limits, upper and lower quartiles; whiskers, minimum and maximum). Corresponding data points was plotted as dots. BafA increased the proportion of aNSCs to total NSCs in the DG. Scale bars, 50 µm. Data represent means ± s.e.m. (*P *<* 0.05; n.s., not significant; Student’s *t*-test, *n* = 10 for **e**–**g**).

Acute BafA injection into the DG of mouse brain resulted in severe lysosomal damage around the injected regions. Therefore, in order to analyze the effect of lysosomal inhibition by BafA in the brain tissue, we pursued ex vivo approach using slice cultures of GFAP-GFP;Nestin-NLS-mCherry double-transgenic mice. Slices, including the whole DG from individual hemispheres, were incubated in BafA-containing or control culture medium for 15 h (Fig. 4c). Total NSCs (GFP^+^ mCherry^+^ [double-positive] cells) and aNSCs (GFP^+^ mCherry^+^ Ki-67^+^ [triple-positive] cells) were counted in the SGZ of all brain slices (Fig. 4d). For quantitative analyses, we eliminated cells with sparse GFP expression, which might include GFAP-negative intermediate progenitors, reported previously^33^. BafA-treated slices contained significantly higher numbers of aNSCs than controls (Fig. 4e). BafA treatment did not affect the total number of NSCs over the course of the experimental period (Fig. 4f), but it did significantly increase the proportion of aNSCs in total NSCs relative to the control (Fig. 4g). Culturing slices upregulated genes associated with acute injury responses, but this effect was comparable between control and BafA-treated slices after culture (Supplementary Fig. 4f). These results indicate that lysosomes are enriched in qNSCs in vivo as well as in vitro, and that inhibition of lysosomal function can reactivate NSCs in the SGZ.

### Role of lysosomal enhancement by TFEB activation in NSCs

To investigate the role of lysosomal activation in NSC proliferation, we activated lysosomes by two methods: first, pharmacologically, and second, with constitutively active mutants of TFEB. TFEB is inactivated by phosphorylation mediated by target of rapamycin complex 1 (mTORC1), a conserved serine/threonine kinase complex^34^. We analyzed cell proliferation after treatment with the mTORC1 inhibitors rapamycin and Torin-1. Phosphorylated TFEB, the inactive form, disappeared by 4 h (Fig. 5a, lanes 5 and 8), and the levels of cyclin D1 were reduced by incubation with the inhibitors (Fig. 5a, lanes 6–10, and Fig. 5b). mTORC1 is involved in downstream EGF signaling in neural progenitor cells^35,36^. To verify the involvement of TFEB in cell proliferation, we analyzed phospho-deficient mutants of TFEB, TFEB S141A (mt1), and TFEB S210A (mt2), which are constitutively active. Ser141 and Ser210 in mouse TFEB are conserved residues previously identified as mTORC1 targets^34^. The mutants, as well as wild-type TFEB, were expressed as GFP fusions. We first continuously expressed these mutants under the control of the EF promoter in a construct delivered by a lentiviral vector, but the number of mutant TFEB-GFP–expressing cells was dramatically decreased in culture after several passages. Thus, these TFEB-GFPs were expressed under the control of a doxycycline (dox)-inducible promoter after transduction with lentiviral vectors (Fig. 5c–e, Supplementary Fig. 5). TFEB S141A and S210A mutants localized in the nucleus to greater extent than wild-type TFEB (Fig. 5c) as reported previously^34^. Expression levels of mutant TFEB-GFPs were comparable to those of wild-type TFEB-GFP and endogenous TFEB on 1 day (Fig. 5d, lanes 4–6), but gradually decreased relative to the wild type on days 2 and 3 (Fig. 5d, lanes 7–12). This result suggests that the number of cells expressing mutant TFEB-GFPs relative to that of non-infected cells decreased in culture, similar to the observation using the EF promoter as mentioned above. Consistent with this observation, the proportion of TFEB-GFP–expressing cells that were Ki-67–positive decreased in TFEB mutants (Fig. 5e). Live-cell imaging confirmed significant decreases in cell division in NSCs expressing the TFEB S210A mutant (Supplementary Fig. 5a, b, Supplementary Movies 1 and 2). These results indicate that TFEB activation decreases NSC proliferation in vitro.

**Fig. 5:**
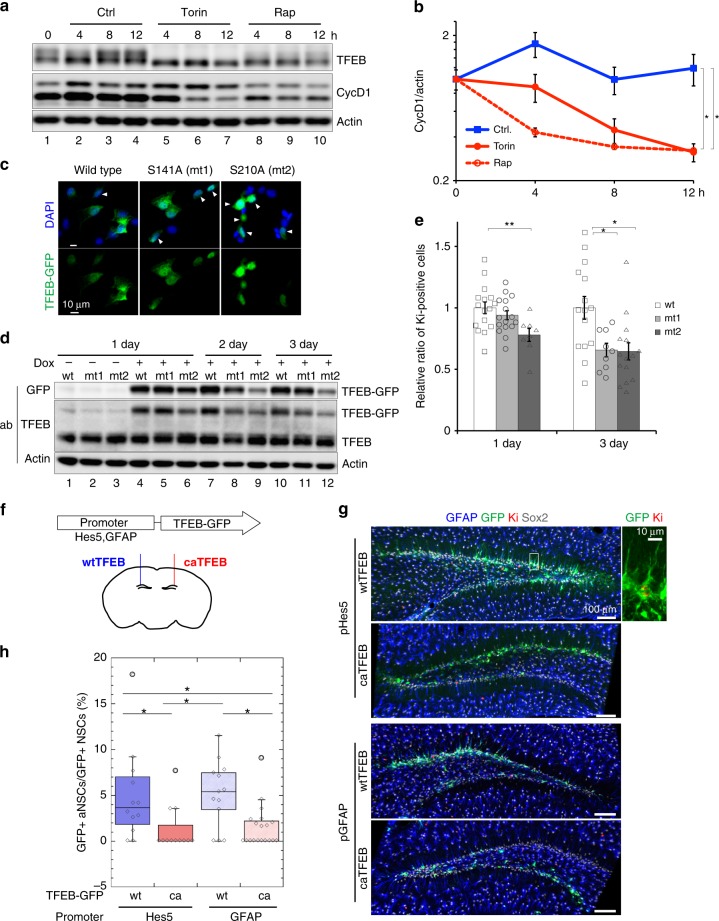
Effects of activated lysosomes on aNSC proliferation. **a** Pharmacological activation of lysosomes in aNSCs. Representative immunoblots for TFEB, cyclin D1, and actin after incubation with DMSO (Ctrl), 1 nM Torin-1 (Torin), or 10 µM rapamycin (Rap) for 0, 4, 8, or 12 h. **b** Quantification of cyclin D1 shown in **a**. **c** Immunocytochemistory of TFEB-GFP (green) in the wild type or cells expressing two constitutive-active mutants (mt1: S141A; mt2: S210A) with DAPI (blue) under the control of the tet-on inducible system on 1 day. White arrowheads indicate nuclear localization of TFEB-GFP. **d** Representative immunoblots for GFP, TFEB, and actin in the presence or absence of doxycycline (dox). **e** Proportions of Ki-67–positive cells in TFEB-GFP–expressing cells on 1 day and 3 day. Values are shown relative to wild-type TFEB-GFP. Scale bars, 10 µm. Data represent means ± s.e.m. (*P < 0.05 and **P < 0.01; Student’s *t-*test for **b** and **e**). **f** Schematic diagram of the delivery of lentiviral vectors encoding TFEB-GFP driven by the *Hes5* or *GFAP* promoter into the DG. **g** Representative images from 50-µm-thick FF-IHC sections. Mice were fixed 3 days after virus injection. For counting, every sixth slice through the whole DG was immunostained with GFAP, GFP, Ki-67, and Sox2 antibodies. **h** Percentages of Ki-67^+^ aNSCs among total GFP^+^ NSCs (box plot: center line, median; box limits, upper and lower quartiles; whiskers, minimum and maximum). Corresponding data points were plotted as open diamonds. Cells were counted in the SGZ of around six slices for each condition per mouse, using the Imaris software. Data represent means ± s.e.m. (*P < 0.05; Tukey’s test. *n* = 5). Source data of immunoblots are provided as a Source Data file.

To activate lysosomes via TFEB activation in NSCs of the adult brain, we stereotactically injected lentiviral vectors encoding wild type and constitutively active mutant (S210A) TFEB (wtTFEB and caTFEB, respectively) under the control of the *Hes5* and *Gfap* promoters into the DG of the adult mouse brain^37^ (Fig. 5f–h). Both promoters enabled expression of TFEB-GFP in the SGZ (Fig. 5g). NSCs expressing TFEB-GFP were identified as GFAP-, GFP-, and Sox2-triple–positive cells in the SGZ; TFEB-GFP–positive aNSCs were identified as GFAP-, GFP-, Ki-67–, and Sox2-quadruple–positive cells (Fig. 5g). caTFEB significantly decreased the number of Ki-67–positive aNSCs in the DG (Fig. 5h). These observations indicate that TFEB activation decreases proliferation and induces quiescence in NSCs of the SGZ in the adult brain.

### TFEB-knockout increases the abundance of active NSCs

To confirm the role of TFEB in qNSCs in vitro, we deleted the *Tfeb* gene in NSCs derived from *Tfeb*-flox mice^34^. For this purpose, we used the Rosa-CAG–based tdTomato reporter line (Ai14), in which NSCs and their progeny are labeled with tdTomato following Cre excision. We generated NSCs from embryos after crossing *Tfeb*(flox/flox) and *Tfeb*(flox/+);Ai14(+/+) mice, yielding heterozygote [*Tfeb*(flox/+);Ai14] and homozygote [*Tfeb*(flox/flox);Ai14] NSCs. The *Tfeb-flox* gene was excised by transient Cre expression under control of the CAG promoter, introduced by lipofection, and then tdTomato-positive cells from homozygotes (HOMO) and heterozygotes (HET) (used as a control) were purified by cell sorting. These cells were cultured in quiescence-inducing medium to analyze the effect of *Tfeb*-knockout (KO) on the quiescent state. TFEB protein was clearly depleted in *Tfeb*-KO NSCs (HOMO) relative to the parental cells (Fig. 6a, lanes 3 and 4) and control NSCs (HET) (Fig. 6a, lanes 2 and 4, and Fig. 6b). *Tfeb*-KO NSCs stained with LysoTracker exhibited weaker signals than the parental control (Fig. 6c), indicating that *Tfeb*-KO reduced lysosomes in qNSCs. Expression of multiple lysosomal genes was significantly reduced in *Tfeb*-KO NSCs (Fig. 6d). *Tfeb*-KO increased the number of Ki-67–positive NSCs compared to the control after the quiescence induction (Fig. 6e, f), indicating that *Tfeb*-KO NSCs entered quiescence more slowly than the control. Consistent with this, active forms of EGFR and Notch1, which accumulated upon lysosomal inhibition by BafA in qNSCs (Fig. 2d), were present at higher levels in *Tfeb*-KO NSCs than in controls (Fig. 6g, h). These increases in the levels of P-EGFR and NICD in *Tfeb*-KO were abolished by inhibitors of EGFR and Notch, respectively (Fig. 6i, j). These results indicate that the reduction in lysosomal activity due to *Tfeb* deletion exhibited slower adaptation of NSCs to be quiescent in vitro.

**Fig. 6:**
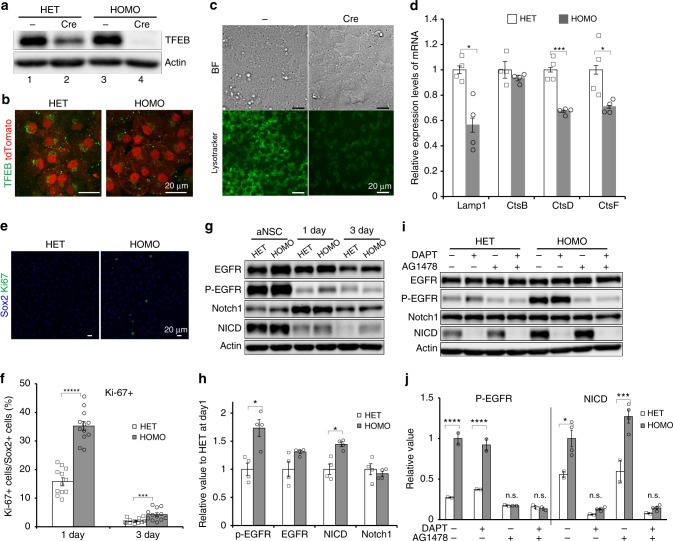
Reduction in lysosomal activity and slow induction of quiescence by *Tfeb*-knockout. **a** Immunoblot of TFEB in *Tfeb*-KO NSCs (HOMO) and control NSCs (HET) in the quiescent state in vitro. The parental cells (without Cre excision) and tdTomato-positive cells (purified by cell sorting after Cre excision) were analyzed after culture in quiescence medium. **b** Immunocytochemistry of TFEB (green) in *Tfeb*-KO qNSCs and control qNSCs. Cre-excised cells were labeled with tdTomato (red). **c** Bright field and LysoTracker-green staining in *Tfeb*-KO and parental control NSCs in the quiescent state. **d** mRNA expression of lysosomal genes in *Tfeb*-KO NSCs (gray bars) and controls (white bars) in the quiescent state (*n* = 4). **e** Representative immunostaining 3 days after BMP exposure. **f** Proliferation of *Tfeb*-KO (gray bars) and control NSCs (white bars) in quiescence medium. Cells were fixed, stained with Sox2 (blue) and Ki-67 (green) at 1 and 3 days following BMP exposure, and analyzed (*n* = 12). **g** Representative immunoblot for EGFR, Notch1, and their active forms in *Tfeb*-KO and control in proliferation medium (aNSC) and on 1 and 3 days in quiescence medium. **h** Relative quantification of P-EGFR, EGFR, NICD, and Notch1 on 1 day after BMP exposure in **g** (*n* = 4). **i** Representative immunoblots after incubation with Notch (DAPT) and EGFR inhibitors (AG1478) on 1 day after BMP exposure. Inhibitors were incubated same as Fig. 3a. **j** Relative quantification of P-EGFR and NICD in **i** (*n* = 2, 4). Data represent means ± s.e.m. (*P *<* 0.05, ***P *<* 0.005, ****P < 0.001, *****P < 0.0001; Student’s *t*-test for **d** and **f**, Tukey’s test for **h** and **j**, n.s. not significant). Scale bars, 20  µm. Source data of immunoblots are provided as a Source Data file.

Next, we investigated the conditional knockout of *Tfeb* (*Tfeb* cKO) in vivo using GLAST-Cre-ERT2 mice to induce *Tfeb* deletion specifically in adult NSCs after tamoxifen administration^38,39^. We injected tamoxifen into 8-week-old mice and analyzed tdTomato-positive cells in the DG of *Tfeb*-cKO and the control mice on day 6, and at 4 weeks and 12 weeks after the injection (Fig. 7a, e). In the SGZ of *Tfeb*-cKO mice, TFEB was depleted in tdTomato-positive cells after tamoxifen administration. In brain slices throughout the DG along the rostrocaudal axis, we identified tdTomato-positive NSCs in the 3D reconstitution by immunostaining for Sox2 and GFAP. To monitor proliferating cells, proliferating NSCs were labeled by BrdU for 2 h before fixation, and then counted in brain slices in wild type (WT), heterozygote (HET), and homozygote mice (HOMO) on day 6 or at 4 weeks (Fig. 7b). BrdU-labeled aNSCs were significantly higher in *Tfeb*-cKO HOMO than in controls on day 6 (Fig. 7c). HET mice, as well as *Tfeb*-cKO HOMO mice, had more aNSCs than wild type at 4 weeks (Fig. 7d), suggesting that reduced TFEB amount might gradually affect NSC activation between day 6 and 4 weeks in vivo. At 12 weeks after tamoxifen administration, both NSCs and aNSCs, identified as Ki-positive NSCs, were significantly more abundant in *Tfeb*-cKO HOMO mice than in control HET mice (Fig. 7f, g, h, i). Importantly, among all NSCs, *Tfeb*-cKO HOMO mice had a higher proportion of aNSCs and a lower proportion of qNSCs than control HET mice (Fig. 7j, k). To determine whether TFEB depletion in NSCs increased the number of newly generated neurons, we counted tdTomato and DCX double-positive cells in the DG (Fig. 7l). However, DCX-positive cells were comparably abundant in *Tfeb*-cKO HOMO and control HET mice (Fig. 7n), suggesting that activation of NSCs did not increase neurogenesis in *Tfeb*-cKO mice. The proportion of DCX-positive cells to NSCs was significantly lower in cKO HOMO mice than in control HET mice (Fig. 7m). Cells positive for cleaved-caspase-3, a marker of apoptosis, were scarce in all samples (Fig. 7o). Consistent with this in vivo result, neuronal differentiation of *Tfeb*-KO HOMO NSCs was slightly delayed in vitro (Supplementary Fig. 6a, b). During differentiation, nuclear localization of TFEB was detected after 1 day of culture in differentiation medium (Supplementary Fig. 6c), implying another role of TFEB in the early neuronal differentiation of NSCs. To analyze the effect of membrane receptor after TFEB depletion in vivo, we assessed the levels of the Notch1 receptor by immunostaining (Supplementary Fig. 7a–c). Levels of the Notch1 receptor were slightly elevated in the SGZ of adult *Tfeb*-cKO mice; however, there was a wide variety relative to wild type (Supplementary Fig. 7c). Alternatively, we analyzed postnatal *Tfeb*-cKO mice at P0 stage (Supplementary Fig. 7d, e, see Methods). In P0 mice, levels of the Notch1 protein intensity significantly increased in the DG of *Tfeb*-cKO mice than in wild-type mice (Supplementary Fig. 7f). To address the expression profiles of Notch1 and EGFR, we examined these receptors of the DG in *Tfeb*-cKO and the control adult mice by western blotting. The results revealed significant increases in the active forms of EGFR and Notch1 in *Tfeb*-cKO mice relative to control mice (Supplementary Fig. 8a, b). Taken together, our results show that the reduction in lysosomal activity due to TFEB depletion increases activation of NSCs in the DG along with accumulation of activated membrane receptors, resulting in an increase in the number of aNSCs, but does not enhance their differentiation.

**Fig. 7:**
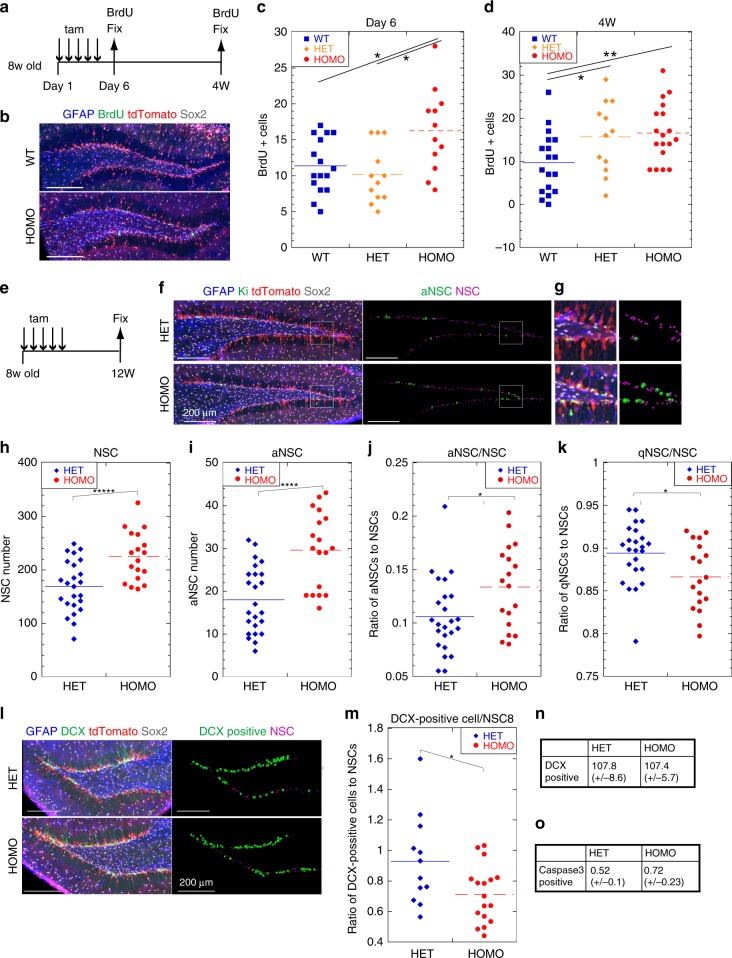
Elevated number of proliferating NSCs in the SGZ of *Tfeb*-cKO mice. **a** aNSCs in *Tfeb*-cKO mice and control mice were labeled with BrdU for 2 h before fixation on day 6 or at 4 weeks (4 W) after tamoxifen administration. **b** Representative images of the DG in wild type (WT) and cKO mice (HOMO) at 4 weeks, immunostained with GFAP (blue), BrdU (green), tdTomat (red), and Sox2 (gray). **c**, **d** Dot plots showing the number of BrdU-positive aNSCs in the DG of wild type (WT), heterozygote (HET), and homozygote *Tfeb*-cKO (HOMO) mice. Cells were counted in each image from 50-µm-thick FF-IHC sections throughout the DG. Four and six slices from each brain were counted on day 6 (**c**) and at 4 weeks (**d**), respectively (*n* = 4 [WT], 3 [HET], and 3 [HOMO] for day 6; *n* = 3 [WT], 2 [HET], and 3 [HOMO] for 4 weeks). **e** *Tfeb*-cKO mice (HOMO) and control mice (HET) were analyzed 12 weeks after tamoxifen administration. **f** Representative images of the DG from the control (HET) and *Tfeb*-cKO mice (HOMO), immunostained for GFAP (blue), Ki-67 (green), and Sox2 (gray) and processed using the Imaris software (right panels). Processed images were used to count NSCs (magenta spots) and aNSCs (green spots) using the Imaris software. **g** Enlarged view of white squares in **f**. **h**, **i** Dot plots showing the numbers of total NSCs and aNSCs in slices. Six slices from each brain were counted (*n* = 4 [HET] and 3 [HOMO]). **j**, **k** Proportions of aNSCs to NSCs (**j**) and qNSCs to NSCs (**k**), calculated from (**h**) and (**i**). **l** Representative images of the DG, immunostained as indicated (left panels) and processed (right panels) to count DCX-positive cells (green spots) and NSCs (magenta spots). **m** Ratio of DCX-positive cells to NSCs. Six slices from each brain were counted (*n* = 2 [HET] and 3 [HOMO]). **n**, **o** Average number of cells double-positive for tdTomato and DCX (**n**) or tdTomato and cleaved-caspase-3 (**o**) in the DG in slices. Data represent means ± s.e.m. (*P *<* 0.05, **P *<* 0.01, ****P *<* 0.001, *****P < 0.0001; Student’s *t*-test). Scale bars, 200 µm.

## Discussion

Our findings demonstrate that lysosomal activity is higher in qNSCs than in aNSCs, and that lysosomal inhibition by both chemical and genetic approaches increases the proportion of aNSCs among all NSCs both in the DG of mouse brain, as well as in cultured qNSCs with higher levels of membrane receptors (Supplementary Fig. 9). These results suggest that enhanced lysosomal function is important for adaptation and maintenance of qNSCs in the adult mouse brain. Given that activated EGFR was rapidly degraded in qNSCs in vitro, enrichment of lysosomes might serve to increase the chance that endosomal vesicles containing membrane receptors will fuse to lysosomes, thereby reducing the time required for signal transduction from the endosome via endolysosomal fusion. Other regulatory events, such as the initiation of endocytosis, endosomal traffic, and recycling, may also contribute to the selective reduction of activated EGFR in qNSCs. EGFR expression persisted at low levels in qNSCs^14,40^, potentially enabling these cells to remain in a poised state capable of responding to activation signals. On the other hand, degradation of Notch1 receptor was similar in qNSCs and aNSCs, implying that the degradation rate of Notch receptor is independent of the enhanced lysosomal activity in NSCs. Medium change was another crucial inducer of qNSCs reactivation, suggesting that cooperative functions of BafA and a factor in fresh medium are required for qNSC reactivation in vitro. Because the levels of phosphorylated FGF receptor 1 (FGFR1), as well as P-EGFR, increased by BafA in new quiescent medium, FGF is a strong candidate for such a factor.

In addition, we detected TFEB activation in qNSCs (Supplementary Fig. 9). *Tfeb* gene has been identified as a downstream targets of p-SMAD1/5 in the BMP signaling pathway in hair follicle stem cells^41^, implying that BMP signaling might directly activate TFEB transcription. In this study, we observed that TFEB protein was dephosphorylated after BMP exposure in adult NSCs, suggesting that post-translational regulation of TFEB, such as dephosphorylation by inhibition of mTOR complex 1 (mTORC1), might lead to TFEB activation in qNSCs^34^. Once activated, TFEB can increase transcription of TFEB itself via an auto-regulatory loop, as well as the expression of most lysosomal genes under the coordinated lysosomal expression and regulation (CLEAR) gene network. This idea is consistent with our findings that TFEB activation by chemical activatiors and consitiutively active mutants prevented aNSC proliferation in vitro (Fig. 5a–e). Regarding cell differentiation, roles of the microphthalmia family (MiTF, TFEB, TFE3, and TFEC) of transcription factors have been reported for TFEB in osteoclast differentiation^42^ and TFE3 in macrophage differentiation^43^. Recent studies also showed that TFE3, like TFEB, regulates lysosomal gene expression^44^, suggesting that TFE3 might cooperate in maintenance of qNSCs. For quality control in NSCs, autophagy might contribute to removal of abnormal compartments such as damaged protein aggregates and mitochondria, which are sources of oxidative stresses; this has been reported in mice harboring a conditional knockout of the autophagy-related gene FIP200 under the control of the hGFAP-Cre driver^45,46^. After reactivation of qNSCs, the abundant lysosomes might be diluted after cell division or secreted along with their lysosomal contents to the cell surface, thereby inducing environmental changes that further contribute to NSC activation.

Our results obtained from *Tfeb*-KO NSCs in vitro revealed that aNSCs exhibited slower induction of the quiescent state than the control (Fig. 6), and that *Tfeb* deletion in NSCs increased the number of aNSCs in the DG in vivo (Fig. 7). These results indicate that reduced lysosomal activity increases the abundance of aNSCs in vitro and in vivo. Especially, in vivo, the increases in the abundance of aNSCs due to TFEB depletion might progress slowly, along with some unknown compensation machinery in qNSCs. On the other hand, given that the ratio of DCX-positive cells to NSCs was reduced in *Tfeb*-cKO mice in vivo and *Tfeb*-KO NSCs in vitro, TFEB might also be involved in differentiation from NSCs. Further analyses of different time periods following *Tfeb* deletion from the embryonic stage or earlier adulthood might reveal the role of lysosomes in NSC differentiation and brain formation. Moreover, samples from the later time period, after *Tfeb* deletion, could reveal the role of lysosome in aged brain. Together, our findings demonstrate that lysosomal function contributes to maintenance of NSC quiescence.

## Methods

### Mice

*Tfeb*-flox mice^34^ were crossed with Ai14 reporter mice (Rosa-CAG-LSL-tdTomato-WPRE, stock 007908, The Jackson Laboratory) or GLAST-CreERT2 mice (a kind gift from M. Götz^38,39^, and the offspring were crossed to obtain GLAST-CreERT2;Ai14;*Tfeb*(flox/flox), GLAST-CreERT2;Ai14;*Tfeb*(flox/+) and GLAST-CreERT2;Ai14 mice. Two milligrams tamoxifen (Tam; Sigma, 20 mg/ml in corn oil) was intraperitoneally injected into adult mice (8-week-old) by twice injections a day (or once injection a day for BrdU experiments) for five consecutive days to induce *Tfeb* deletion and tdTomato expression. Tam-injected mice were housed in individual cages and sacrificed at the times indicated in each experiment. For the BrdU incorporation assay, 200 mg/kg BrdU (BrdU; Sigma, 10 mg/ml in a saline solution) was intraperitoneally injected 2 h before fixation. GFAP-GFP;Nestin-NLS-mCherry double-transgenic mice were obtained by crossing GFAP-GFP reporter mice^29^ with Nestin-NLS-mCherry mice^32^. Nestin-CreERT2 mice^47^ were crossed with *Tfeb*-flox mice (Supplementary Methods). All mice were of the C57BL/6 background. Mice were maintained in our animal facility and housed in a 12:12 hour light–dark cycle. Animal care and experiments were conducted in accordance with the guidelines of the animal experiment committee of Kyoto University. We have complied with all relevant ethical regulations for animal testing and research.

### Cell culture and induction of quiescent state

C3H10T1/2 mouse fibroblast cells (ATCC) were grown in Dulbecco’s modified Eagle’s medium (DMEM; Nacalai Tesque) supplemented with 10% fetal bovine serum (FBS) and penicillin–streptomycin (P/S; Nacalai Tesque)^48^. NSCs were passaged in proliferation medium [20 ng/ml EGF (Wako), 20 ng/ml bFGF (Wako), P/S, and N-2 Plus media supplement (R&D Systems) in DMEM/F-12 (Gibco)] with the addition of 2 µg/ml laminin (Wako)^13,14^. We used cultured NSCs passaged about 10 times and frozen several times after dissociation from the ventral telencephalon of ICR mouse embryos at E14.5 (ref. ^13^). This NSC line expressing Nestin as well as Sox2 was clearly induced to enter quiescence after BMP exposure and induced back to active state after BMP withdrawal, as in the NS5 cell line (a kind gift from A. Smith^49^; Supplementary Fig. 1a, b). Adult NSCs were derived from the SVZ and DG of 7-week-old C57BL/6 mice. The DG and SVZ were surgically isolated from the three mice, dissociated by enzymes, purified in 20% Percoll by centrifugation, and cultured as adherent primary cell cultures in proliferation medium [20 ng/ml EGF, 20 ng/ml bFGF, P/S, B27 supplement (Gibco), 1× Glutamax (Gibco), 2 mg/ml heparin in Neurobasal medium (Gibco)]^50^. To induce quiescence, we plated 1 × 10^6^ cells in six-well dishes or 2 × 10^5^ cells (or 1 × 10^5^ cells only for Supplementary Fig. 2c) in 24-well dishes. The next day, we replaced the proliferation medium with quiescence medium [50 ng/ml BMP4 (R&D Systems) in medium of the same composition as proliferation medium except lacking EGF] after three washes with phosphate-buffered saline (PBS), and then cultured the NSCs in quiescence medium for 3 days^14^.

### Preparation of *Tfeb*-KO NSCs

*Tfeb*(flox/flox) and *Tfeb*(flox/+);Ai14 mice were crossed, and embryos were harvested at E14.5. After dissociation from the ventral telencephalon, cells were seeded on poly-l-ornithine (Sigma)– and fibronectin (R&D Systems)-coated dishes, and then cultured in proliferation medium as described in the Cell Culture section. To delete the floxed sequences in vitro, pCAG-Cre was transiently transfected by lipofection using ViaFect (Promega), and tdTomato-positive cells were sorted using a FACS AriaII SORP (BD).

### Proliferation assays and inhibitor treatments to NSCs

To monitor NSC proliferation, we analyzed NSCs by immunostaining of mouse anti–Ki-67 antibody (BD Pharmingen) and Click-IT EdU detection (Invitrogen) after 4 h exposure to EdU, and co-stained with rabbit anti-Sox2 antibody (EMD Millipore) or DAPI (Sigma) to count all cells. Cell images were obtained on AF6000 (Leica) and BZ-X (Keyence). Cell counting was performed using the ImageJ software for images captured on the AF6000, and Hybrid cell count (Keyence), an algorithm for cell counting, for images captured on the BZ-X. Six to eight images were collected under each condition. Inhibitors used for cell culture were obtained from the indicated suppliers: bafilomycin A1 (Sigma), SAR405 (Cayman Chemical), Dynasore (Adipogen), thapsigargin (Adipogen), nocodazole (Adipogen), DAPT (Calbiochem), AG1478 (Cell Signaling Technology), Torin-1 (Cayman Chemical), and rapamycin (Wako). To measure protein stability, cells were incubated with 10 µg/ml cycloheximide (Sigma) to block protein synthesis.

### Measurement of proteasomal and lysosomal activity

For measurement of 26S proteasome activities ^9,15^, cell lysate was extracted in proteasome activity assay buffer (50 mM Tris-HCl [pH 7.5], 250 mM sucrose, 5 mM MgCl_2_, 0.5 mM EDTA, 2 mM ATP, 1 mM DTT). Six micrograms of total protein extract was transferred to a 96-well plate, and substrate was added. The fluorogenic substrates Suc-Leu-Leu-Val-Tyr-MCA (Peptide Institute), Boc-Leu-Arg-Arg-MCA (Peptide Institute), and Ac-Nle-Pro-Nle-Asp-AMC (Enzo), all at 100 µM working concentration, were used to measure the chymotrypsin-like, trypsin-like, and caspase-like activities of the proteasome, respectively. Fluorescence was monitored every 5 min for 1 h at 37 °C on an ARVO X3 microplate reader (PerkinElmer) using a 355-nm excitation filter and a 460-nm emission filter. Protein concentration was determined using the DC protein assay (Bio-Rad). Inhibitors specific for the proteasome and cathepsins were epoxomicin (Peptide Institute) and cathepsin inhibitor I (Calbiochem), respectively, both used at a working concentration of 20 µM. Measurement of lysosomal cathepsin activity was performed by using a Magic Red cathepsin L assay kit (Immunochemistry). NSCs were incubated with a substrate to visualize lysosome activity in living cells for 30 min and then incubated with Hoechst 33342 for 5 min according to the manufacture’s instructions. Cells were fixed with 4% PFA and observed on an AF6000 microscope. Image intensities were analyzed using the ImageJ software.

### Luciferase reporter assay

The reporter plasmid encoding TFEB-promoter–driven luciferase was transfected into aNSCs with pCMV-Renilla to normalize transfection efficiency. Transfected NSCs were cultured in quiescent or proliferation medium for 3 days, and then analyzed using the PicaGene Dual Sea Pansy Luminescence Kit (Toyo Ink). The TFEB-promoter–driven luciferase reporter was a gift from Albert La Spada (Addgene plasmid # 66801).

### Plasmids and lentivirus for TFEB mutants

Mouse *Tfeb* (NM_001161722) was cloned from cDNA of mouse ES cells and subcloned into pCW57.1, a gift from David Root (Addgene plasmid #41393) after fusion of GFP to the C-terminal end of TFEB and site-directed mutagenesis to generate the constitutive-active mutants S141A and S210A. Ser141 and Ser210 were identified as phosphorylation sites in mouse TFEB based on sequence conservation with human TFEB. Lentiviral particles were produced by co-transfection with the packaging plasmids^51^ into Hek 293T cells, concentrated by centrifugation of the supernatants, and transducted into NSCs. Transducted NSCs were established after selection in 0.5 µg/ml puromycin, and then cultured in 3 µg/ml doxycycline to induce expression of TFEB-GFP.

### Lentivirus injection into the DG

For specific expression in NSCs in vivo, the mouse *Gfap* promoter^29^ or *Hes5* promoter^37^ was subcloned into vector CSII^51^. Lentiviral particles were produced in HEK 293T cells cultured in OptiPRO serum-free medium (Gibco) and concentrated by centrifugation after washing with PBS. Viruses were delivered stereotactically into the DG of 6-week-old C57BL/6 male mice using the following coordinates: 1.9 mm posterior to bregma, 1.4 mm lateral to the midline, and 1.75 mm below the dura.

### Western blot and qPCR

For western blotting, cells were lysed in lysis buffer (50 mM Tris-HCl [pH 8.0], 100 mM NaCl, 5 mM MgCl_2_, 0.5% Nonidet P-40, Complete™ protease inhibitor cocktail (Roche), 1 mM phenylmethylsulfonyl fluoride, 250 U/ml Benzonase (Sigma), 10 mM β-glycerophosphate, 1 mM sodium orthovanadate, 1 mM NaF, and 1 mM sodium pyrophosphate) on ice for 30 min, and then boiled after the addition of 1% SDS. Protein concentration of total cell lysate was measured by the DC protein assay, and 20 µg protein from each sample was loaded for SDS-PAGE. Western blots were visualized by chemiluminescence using Amersham ECL (GE) or ECL prime (GE), quantified on an LAS3000 image analyzer (Fujifilm), and normalized against the corresponding intensity of β-actin. The following primary antibodies were used for western blotting: rabbit anti-actin (Sigma), mouse anti-cyclin D1 (A-12; Santa Cruz Biotechnology), rabbit anti-EGFR (EMD Millipore), rabbit anti-phospho-EGF receptor (Tyr1068; Cell Signaling Technology), rabbit anti-Hes1 (ref. ^48^), rabbit anti-LC3 (Wako), rabbit anti-phospho-MEK1/2 (Ser221; Cell Signaling Technology), rabbit anti-cleaved Notch1 (Val1744; Cell Signaling Technology; to detect only activated Notch [NICD]), mouse anti-Notch1 (C-term, Novus; to detect all Notch1 protein, including full-length, NTMD, NEXT, and NICD), rabbit anti-Sox2, and rabbit anti-TFEB (Bethyl Laboratories). Secondary antibodies were HRP-conjugated anti-mouse and anti-rabbit antibodies (GE Healthcare). Western blots accompanied with molecular weight markers were provided as Source Data Files. For qPCR, total RNA was extracted using the RNeasy Plus mini kit (Qiagen) and analyzed on a 7500 Real-Time PCR system (Applied Biosystems). RNA levels were normalized against the corresponding levels of β-actin mRNA. Primers for real-time PCR were purchased from TaKaRa.

### Immunostaining and LysoTracker staining

NSCs were fixed with 4% PFA in PBS, permeabilized with 0.1% Triton X-100 in PBS, blocked in 5% normal goat serum (NGS)/0.1% Triton X-100 in PBS, and stained with the following antibodies: rat anti-Lamp1 (1D4B; Developmental Studies Hybridoma Bank), rabbit anti-EGFR, mouse anti–Ki-67, rabbit anti-Sox2, mouse anti-Nestin (BD Pharmingen), rabbit anti-GFAP (Sigma), and rabbit anti-TFEB (Bethyl) (primary) and Alexa Fluor-conjugated goat species-specific anti-IgG (Thermo Fisher Scientific) (secondary) in 1% NGS/0.1% Triton X-100 in PBS. Images were obtained on an LSM 510 (ZEISS). For processing of brain tissues, mice were transcardially perfused with 4% PFA in PBS. Brains were postfixed with 4% PFA in PBS, cryoprotected by sequential incubation with 10%, 20%, and 30% sucrose in PBS, and embedded and frozen in OCT (Tissue TEK). To detect lysosomes, cryosections 20 µm thick were treated with 10 mM sodium citrate buffer (pH 6.0) at 80 °C for 5 min for antigen retrieval, cooled at room temperature, blocked with 5% normal donkey serum (NDS) or NGS/0.1% Triton X-100 in PBS, and stained with the following antibodies: mouse anti–Ki-67, chicken anti-GFP (Abcam), rat anti-GFP (Nacalai Tesque), rabbit anti-DsRed (Clontech), goat anti-cathepsin B (R&D systems), goat anti-cathepsin L (R&D systems), or rat anti-Lamp1 (primary antibodies), followed by Alexa Fluor-conjugated donkey or goat species-specific anti-IgG (secondary antibodies), in 1% NDS or NGS containing 0.1% Triton in PBS. Secondary antibodies were conjugated with Alexa Fluor 405 for Ki-67, Alexa Fluor 488 for GFP, Alexa Fluor 594 for mCherry, and Alexa Fluor 647 for cathepsins and Lamp1. In Fig. 4a and Supplementary Fig. 4, we set the colors of Alexa Fluor 647 to red and Alexa Fluor 594 to blue to clearly depict immunostaining with the Alexa Fluor 647-conjugated antibody. Confocal z-stack images were obtained on an LSM880 (ZEISS). Figures show projection images. To count NSCs, DCX-positive cells, and cleaved-caspase-3–positive cells in *Tfeb* cKO mice, every sixth slice of 50-µm cryosections taken along the caudal–rostral axis throughout the DG was immunostained by a free floating method. The slices (six per mouse) were blocked with 5% normal donkey serum (NDS) or NGS/0.3% Triton X-100 in PBS, and then stained with the following antibodies: rabbit anti–Ki-67, mouse anti-GFAP (Sigma), goat anti-Sox2 (R&D Systems), rabbit anti-Sox2, goat anti-DCX (Santa Cruz Biotechnology), or rabbit anti–cleaved-caspase-3 (Cell Signaling Technology) (primary antibodies), followed by Alexa Fluor-conjugated donkey or goat species-specific anti-IgG (secondary antibodies), in 1% NDS or NGS containing 0.3% Triton in PBS. Secondary antibodies were conjugated with Alexa Fluor 405 for GFAP, Alexa Fluor 488 for Ki-67, DCX or cleaved-caspase-3, and Alexa Fluor 647 for Sox2. tdTomato was not stained with an antibody. For BrdU detection, every sixth slice (total six slices) or every tenth slice (total four slices) of a 50-µm section was incubated in 2 N HCl for 30 min, neutralized with 0.1 M sodium tetraborate, and then immunostained with rabbit anti-GFAP, rat anti-BrdU (Serotec), mouse anti-RFP (Abcam), and goat anti-Sox2 antibodies. Confocal z-stack images through 50-µm sections were obtained on an LSM880 Airy (ZEISS) and analyzed using the Imaris software (Bitplane). Specificity of TFEB antibody in IHC was confirmed by immunostaining using liver sections (Supplementary Fig. 10). For LysoTracker staining to detect lysosomes in vitro, quiescent NSCs were incubated in medium containing 50 nM LysoTracker Green DND-26 (Invitrogen) for 30 min, and then observed on an AF6000 microscope after a medium change.

### Three-dimensional image analyses using the Imaris software

To quantify lysosomes in NSC in GFAP-GFP;Nestin-mCherry-NLS double-transgenic mice, 3D images from z-stack images obtained by the confocal microscopy (LSM780 and LSM880) with a ×40 objective were reconstructed in Imaris, and a surface was first created using the GFP channel to extract GFP-positive cells. Subsequently, this surface was manually separated in single cells, and the surfaces were used to quantify cathepsin L signals in each cell type (eight images, 32 cells). To count NSCs, aNSCs, and DCX-positive cells in conditional knockout mice and controls, we used the Imaris software to reconstruct 3D images from z-stack images of the entire medial-lateral length of the DG in a hemisphere, using images obtained by confocal microscopy (LSM880 Airy) with a ×10 objective. To count NSCs in the DG, we made a colocalization channel for the tdTomato and Sox2 signals, created spots, as shown in Fig. 7f, l, for counting from colocalization signals 3 µm in diameter, excluded the spots in the outside of the SGZ as well as the spots of astrocytes identified from GFAP staining in the 3D images, and then confirmed the remains of spots with GFAP expression. To count aNSCs, we made another colocalization channel for the Ki-67, tdTomato, and Sox2 signals, created spots from triple-positive signals 3 µm in diameter, and then counted spots only in NSCs as described above for NSC counting. The same procedure was performed to count BrdU-positive cells. To count DCX-positive cells, we made a colocalization channel for DCX and tdTomato, and created spots from double-positive signals 4 µm in diameter. The number of cleaved-caspase-3–positive cells among tdTomato-positive cells in the SGZ was determined by manual counting. All quantifications for cell counting were performed through the entire rostrocaudal length of the DG.

### Slice culture, immunostaining, and cell counting

Slice preparation was performed by standard procedures. In brief, brains from 6-month-old GFAP-GFP;Nestin-NLS-mCherry double-transgenic mice were dropped into cutting solution (280 mM sucrose, 2 mM KCl, 10 mM HEPES-NaOH [pH 7.4], 0.5 mM CaCl_2_, 10 mM MgCl_2_, and 10 mM glucose). After the brain was cut at the midline, regions including the whole DG were sliced into six 300-µm-thick slices on a vibratome (Leica, VT1200S), yielding 12 slices of DG from each brain. Slices were incubated in bath solution (135 mM NaCl, 50 mM KCl, 10 mM CaCl_2_, 10 mM MgCl_2_, and 100 mM HEPES-NaOH [pH 7.4]) with bubbling oxygen and transferred on Millicell Cell Culture Inserts (0.4-µm pore size, 30-mm diameter; EMD Millipore) in six-well culture plates containing culture medium (5% horse serum and 5% FBS in bath solution). Brain slices were covered with Cellmatrix Type I-A (Nitta Gelatin) and incubated for 15 h (37°C, 5% CO_2_, 80% O_2_). Six slices from each brain hemisphere were treated with DMSO (control) or 20 nM BafA, which was added to both the culture medium and gel. Slices were fixed with 4% PFA in PBS, and then the collagen gel was removed with forceps. Fixed slices were immunostained by permeabilizing with 0.3% Triton X-100 in PBS, blocking with 5% NGS/0.3% Triton X-100 in PBS, primary antibody incubation (chicken anti-GFP, mouse anti-RFP (MBL), and rabbit anti–Ki-67 (Thermo Fisher Scientific) in 2% NGS/0.3% Triton X-100 in PBS), washing with 5% bovine serum albumin in PBS, and secondary antibody incubation (Alexa Fluor 488-conjugated goat anti-chicken, Alexa Fluor 594-conjugated goat anti-mouse, and Alexa Fluor 647-conjugated goat anti-rabbit with DAPI in 2% NGS/0.3% Triton X-100 in PBS). Samples were fixed again for 5 min in 4% PFA in PBS, and then incubated in CUBIC1 solution (25% urea, 25% *NNN*′*N*′-tetrakis (2-hydroxypropyl) ethylenediamine [Quadrol], 15% Triton X-100) to make them transparent for imaging^52^. These experiments used ten 6-month-old dTg mice. For counting of triple-positive cells, confocal z-stack images through 300-µm-thick slices were obtained on an LSM780 (ZEISS) or LSM880. Manual counts were performed in a blinded fashion through the whole SGZ using the ZEN2.1 software (black edition, ZEISS). Charts in Fig. 4e, f show total numbers of aNSCs and NSCs per brain hemisphere.

### Statistical analysis

Results are presented as means ± s.e.m. Statistical analyses were performed using the KaleidaGraph software. Statistical differences were examined using Student’s *t*-test and one-way ANOVA: *P* values < 0.05 were considered significant. All experiments were performed in duplicate or triplicate.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1–2

Supplementary Movie 1

Supplementary Movie 2

## Data Availability

Microarray data that support the findings of this study have been deposited in Gene Expression Omnibus with the accession codes GSE130018. Our microarray results (Supplementary Data 1 and 2), movies (Supplementary Movies 1 and 2), and all western blots with molecular weight markers were provided as Source Data Files. All other relevant data are available from the corresponding author (T.K.) upon reasonable request.

## Source data

Source Data

# Supplementary material for: Enhanced lysosomal degradation maintains the quiescent state of neural stem cells
**Source:** Nat Commun. 2019 Nov 29;10:5446. doi: 10.1038/s41467-019-13203-4
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Information

Enhanced lysosomal degradation maintains the quiescent state of neural stem cells

Kobayashi, et al.

Supplementary Figures

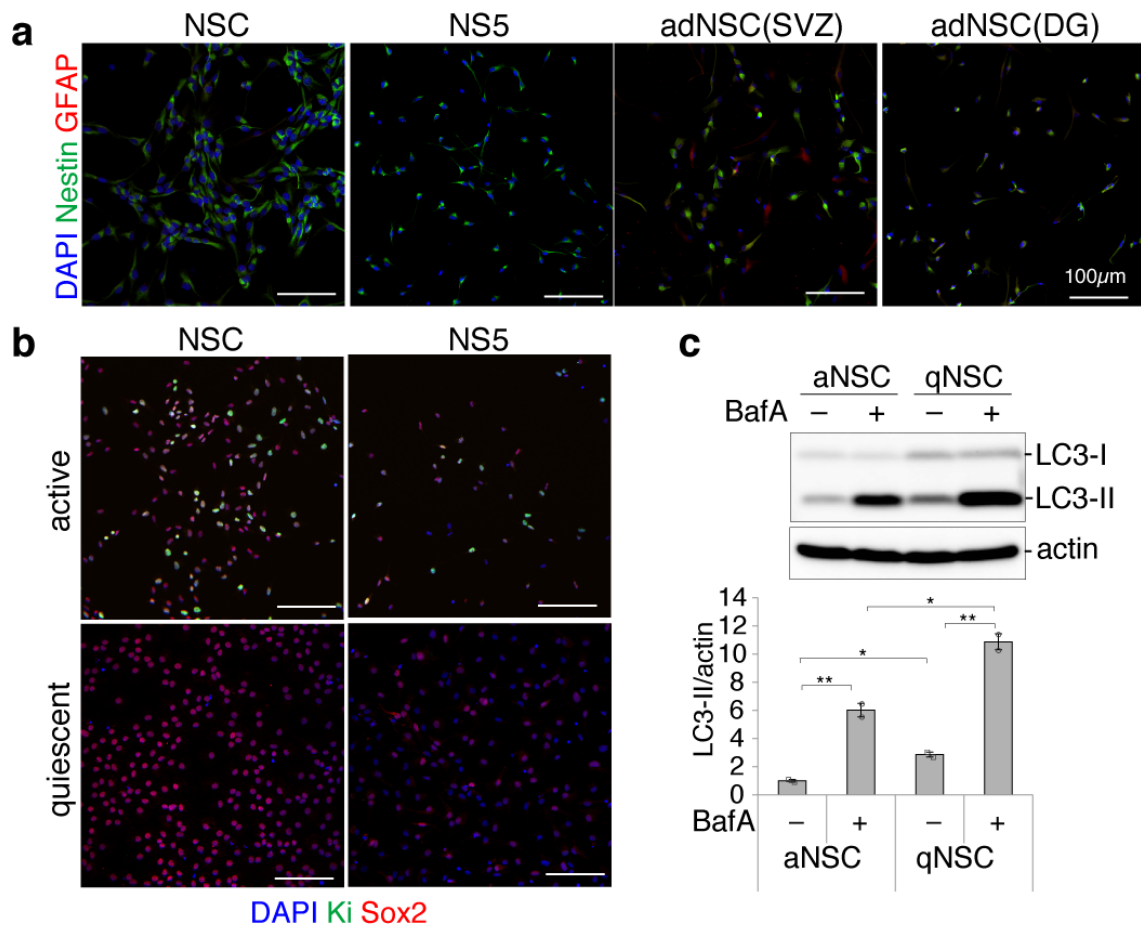

Supplementary Figure 1. Several NSC lines and their quiescence.

a. Comparison of neural stem cells used in this study. Immunocytochemistry of Nestin (green) and GFAP (red) with DAPI (blue) in NSCs (NSC), NS5 cells (NS5), and adult NSCs from the SVZ [adNSC(SVZ)] and DG [adNSC(DG)]. **b.** Immunocytochemistry of Ki-67 (green) and Sox2 (red) with DAPI in the active and quiescent states induced by BMP in NSCs and NS5 cells. **c.** LC3-II turnover assay. LC3-II levels were increased in qNSCs even in the presence of the lysosomal inhibitor, BafA. Cells were treated with BafA for 4 h. Lower panel shows the relative protein level of LC3-II, normalized against β -actin ($n = 2$). Data represent means $\pm$ s.e.m. (* $P < 0.05$, ** $P < 0.01$; Student's t test). Scale bars, 100 μ m. Source data of immunoblots are provided as a Source Data file.

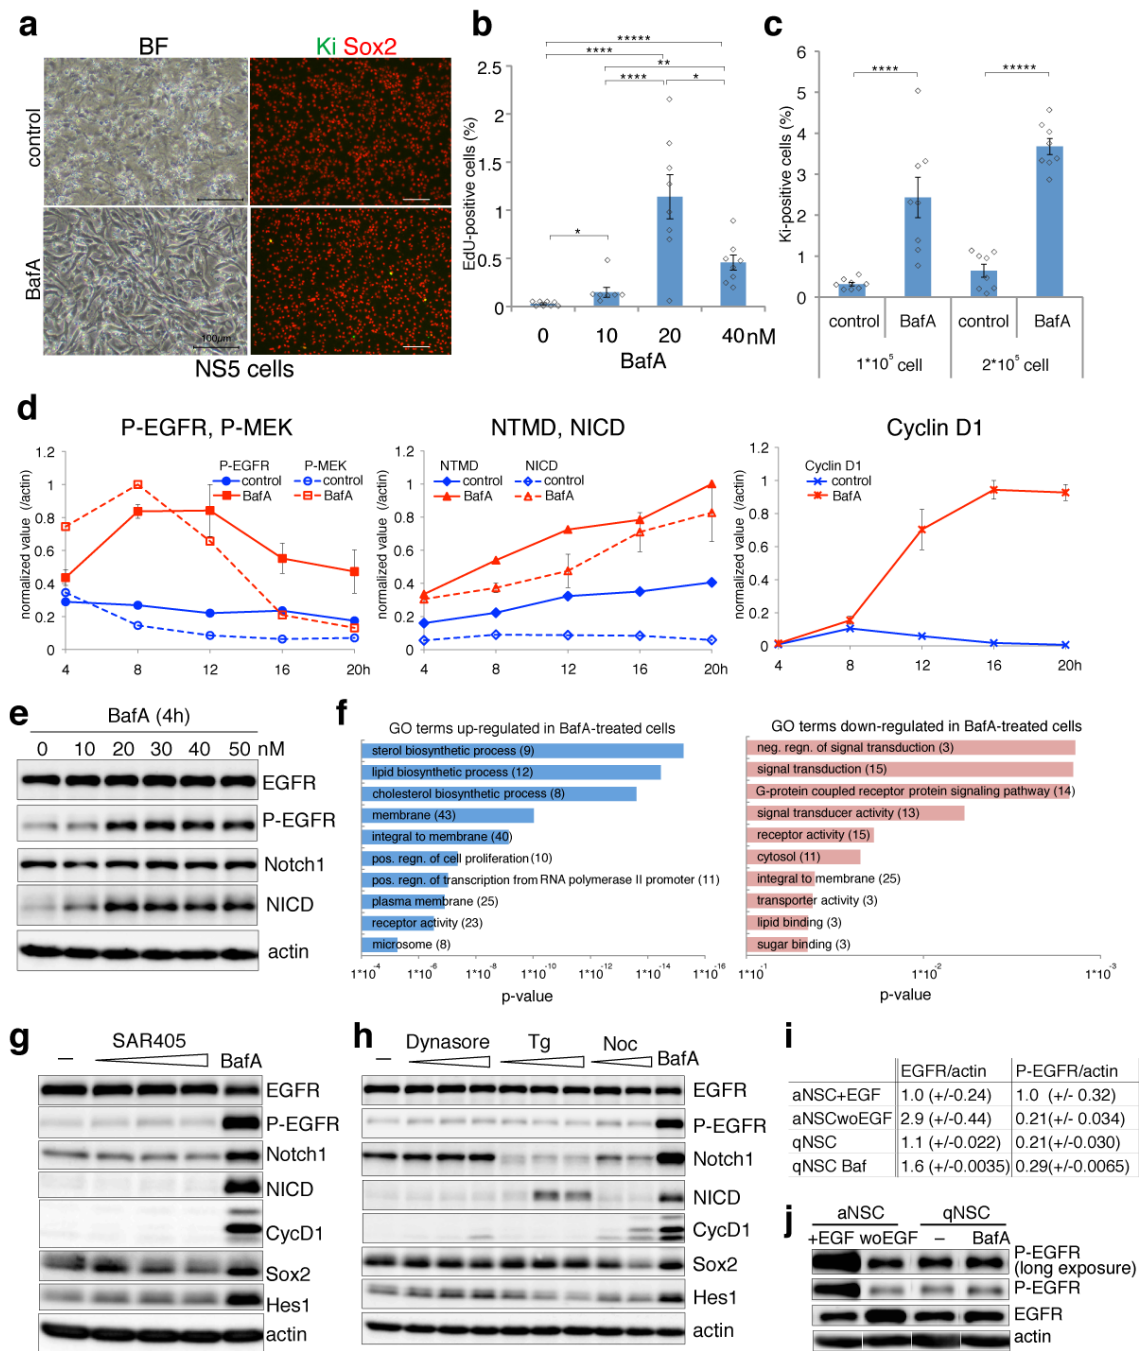

Supplementary Figure 2. Lysosomal inhibition in qNSCs.

a. BafA treatment in quiescent NS5 cells. BafA increased the abundance of Ki-67–positive NS5 cells in quiescence medium. Cells were stained for Sox2 (red) and Ki-67 (green). **b.** Percentage of EdU-positive cells in DAPI-stained cells after treatment of qNSCs with the indicated concentrations of BafA. **c.** Percentage of Ki-67–positive in Sox2-positive cells after BafA treatment of qNSCs at the indicated cell densities. **d.** Quantification of protein bands of P-EGFR, and P-MEK (left), NTMD, and NICD (middle), and Cyclin D1 (right) in BafA-treated (red lines) and control qNSCs (blue lines), based on data shown in Fig. 2d. **e.** Immunoblot of qNSCs

after treatment with various concentration of BafA. P-EGFR and NICD increased and plateaued in qNSCs after treatment with 20 nM BafA for 4 h. **f.** Gene Ontology analysis of BafA-treated qNSCs. GO terms upregulated (left) or downregulated (right) in qNSCs treated with BafA for 4 h. The x-axis represents the *P* value, which was calculated by hypergeometric distribution and corrected by multiple hypothesis testing. The number of genes included in each category is shown in brackets. BafA treatment of qNSCs affected transcription of genes related to lipid biosynthesis, cell proliferation, and signal transduction. **g.** Immunoblot of qNSCs after incubation with SAR405, an autophagy inhibitor. 

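Genes of cholesterol synthesis were higher in BafA-treated qNSCs, in part at 4 h and throughout the tested list at 24 h. Of 14 tested genes of cholesterol biosynthesis, 9 were higher at 4 h and 0 were lower (10 and 0 when adjusted over the list alone), and all 14 were higher at 24 h (14 when adjusted over the list alone). Msmo1, a sterol methyl oxidase, had a normalized signal of 351 ± 12.0 in control and 1291 ± 50.3 in BafA-treated cells at 4 h (SD, n = 2 arrays each). This corresponds to a log2 fold change of 1.88 (SE 0.16, adjusted p = 2.41e-08 from limma). Mvd and Idi1, enzymes of the mevalonate pathway, rose by 1.79 and 1.71 at 4 h, and by 2.25 and 2.75 at 24 h. Cyp51, the lanosterol demethylase, rose by 1.49 at 4 h (adjusted p = 1.06e-05) and by 2.70 at 24 h (adjusted p = 1.54e-11), a difference of 1.21 between the times (adjusted p = 0.00123 from limma). The genes that did not pass at 4 h were Mvk, Lss, Tm7sf2, Ebp and Dhcr7, with log2 fold changes of 0.17, 0.03, -0.01, -0.09 and 0.48. Dhcr7 passed without the first BafA array of 4 h (adjusted p = 0.0216) or either control array of 24 h (adjusted p = 1.06e-05 and 2.76e-05). The median of the list was 1.11 at 4 h (camera, adjusted p = 2.8e-25, and adjusted p = 0.109 with an estimated correlation) and 1.68 at 24 h (adjusted p = 1.57e-14, and adjusted p = 0.183 with an estimated correlation).
Of 17 genes of sterol-responsive uptake and regulation, 2 were higher and 0 were lower at 4 h (3 higher and 1 lower when adjusted over the list alone). They were Insig1, which retains the sterol sensor of the SREBP pathway in the ER, and the sterol carrier gene Stard4. Insig1 went from 40.8 ± 0.442 to 268 ± 3.27 (SD, n = 2 each). This is a log2 fold change of 2.72 (SE 0.15, adjusted p = 1.38e-11 from limma). At 24 h, 12 of these genes were higher and 3 were lower (12 and 3 when adjusted over the list alone). Of 22 genes of fatty acid synthesis, 2 were higher and 1 was lower at 4 h (3 and 1 when adjusted over the list alone), and 12 were higher and 3 were lower at 24 h (12 and 3 when adjusted over the list alone). Fasn, the fatty acid synthase gene, rose by 1.38 at 4 h and 2.14 at 24 h, and the elongase gene Elovl6 by 0.89 and 2.75. The gene that was lower was Gpam, an acyltransferase of glycerolipid synthesis, at -0.45 (adjusted p = 0.0039, 0.103 without the second control array of 4 h and 0.0866 without the first BafA array of 4 h).
Rgs2 and Rgs4, which switch off G proteins, fell at 4 h. Rgs2 went from 616 ± 93.2 to 241 ± 8.24 (SD, n = 2 each), a log2 fold change of -1.35 (SE 0.21, adjusted p = 0.000285 from limma), and Rgs4 from 62.5 ± 9.64 to 24.9 ± 1.83. The kinase gene Sgk1 rose by 1.77 at 4 h.
The median of the sterol uptake list was 0.11 at 4 h and 0.38 at 24 h (camera, adjusted p = 0.000555 and 0.00329, and adjusted p = 0.223 and 0.183 with an estimated correlation). That of the fatty acid list was 0.09 at 4 h (adjusted p = 0.0329, adjusted p = 0.513 with an estimated correlation, 0.16 under quantile normalization, 0.615 without the second control array of 4 h and 0.136 without the second BafA array of 4 h) and 0.51 at 24 h (adjusted p = 0.00133, and adjusted p = 0.34 with an estimated correlation). Where the lists still passed, the sterol uptake medians moved to 0.06 at 4 h without the second BafA array of 4 h, and to 0.198 and 0.789 among probes with a mean signal over 100. The fatty acid medians moved at 4 h to 0.147 with the scan setting as a block and to 0.175 in the 6 arrays of 1 scan setting and without the first control array of 4 h, at 24 h to 0.341 under quantile normalization, and to 0.166 and 0.959 among probes with a mean signal over 100. The cholesterol medians were 1.07 and 1.82 with the scan setting as a block, and 1.18 and 1.69 in the 6 arrays of 1 scan setting.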

Cells were incubated for 24 h with 0.1, 1, or 10 μ M of SAR405 or 20 nM BafA. **h.** Immunoblot of qNSCs after inhibition of endocytosis, ER calcium ATPase, or vesicular transport. Cells were treated with 40 nM, 400 nM, or 4 μ M Dynasore, 10 nM, 100 nM, or 1 μ M thapsigargin, or 2 μ g/ml or 20 μ g/ml nocodazole for 16 h. The BafA-treated sample was used as a control. **i.** P-EGFR and EGFR protein levels in each condition at time 0 of the experiment shown in Fig. 3e. **j.** Representative blots of protein bands in an identical membrane, used for the quantification (i). Scale bars, 100 μ m. Data represent means $\pm$ s.e.m. (*P < 0.05, **P < 0.01, ****P < 0.001, *****P < 0.0001; Student's *t* test). Source data of immunoblots are provided as a Source Data file.

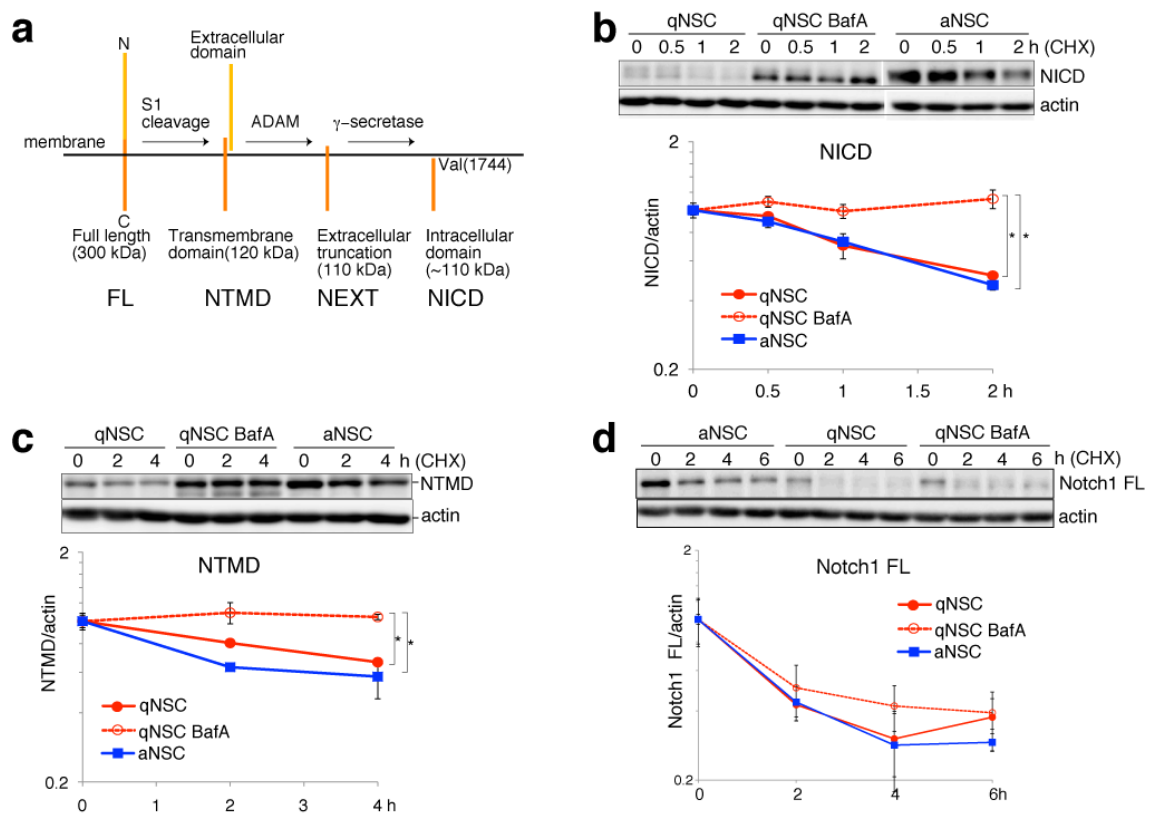

Supplementary Figure 3. Processing and stability of full-length Notch1 protein.

a. Processing pathway of Notch1 protein. Membrane integrated Notch1 protein (full-length) is sequentially cleaved by S1 protease, ADAM protease, and γ -secretase to yield the active form (NICD). **b–d.** Protein stability of NICD (b), NTMD (c), and full-length Notch1 (d) ($n=2$). For BafA-treated samples, BafA was added 4 h before all assays. Data represent means $\pm$ s.e.m. (* $P < 0.05$, Student's t test). Source data of immunoblots are provided as a Source Data file.

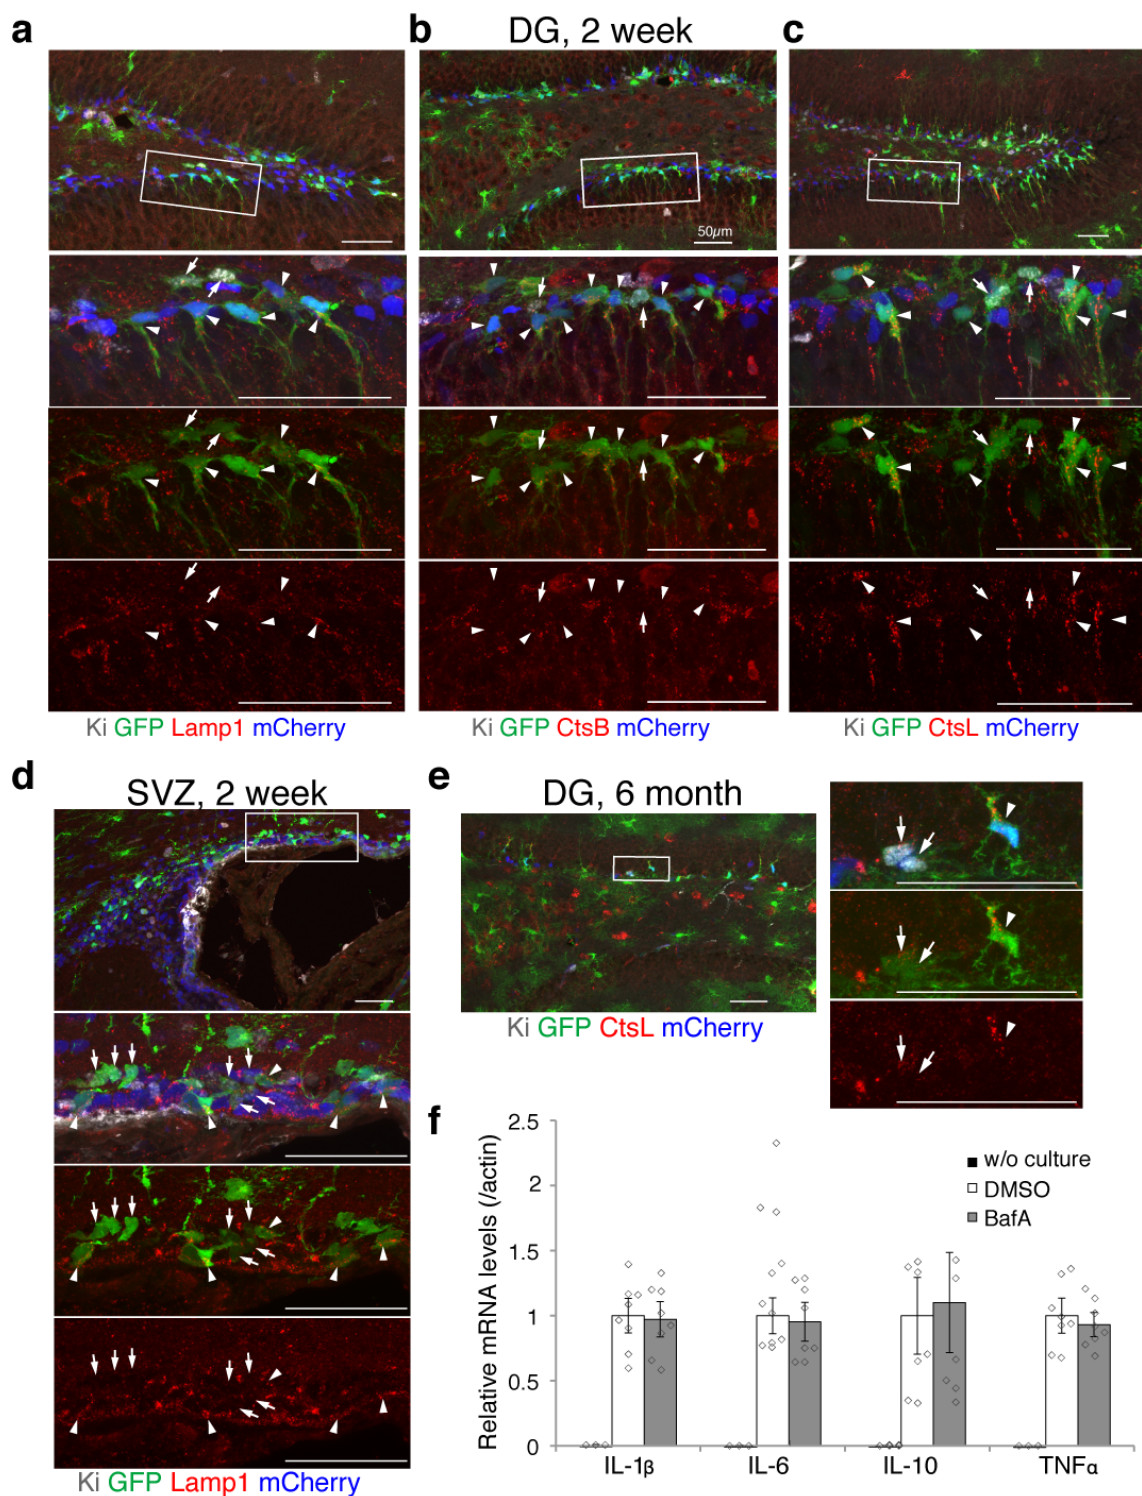

Supplementary Figure 4. Upregulation of lysosomal enzymes in qNSCs *in vivo* and acute injury response in cultured slices.

a-e. Immunohistochemistry of Lamp1, cathepsin B (CtsB), and cathepsin L (CtsL) in the DG (a-c, e) or the SVZ (d) in 2-week-old (a-d) or 6-month-old (e) GFAP-GFP;Nestin-NLS-mCherry mice. Proliferating NSCs expressed Ki-67 (gray), GFP (green), and mCherry (blue), but qNSCs were Ki-67–negative. Selected regions indicated by white squares in top panels are enlarged in lower panels. Proliferating NSCs (arrows) exhibited lower staining for cathepsin L and Lamp1 than qNSCs (arrowheads). In 6-month-old mice (c), Ki-67–positive cells were very rare. **f.** mRNA levels of genes involved in acute injury response in brain slices. Values are shown relative to those in control cultured slices (DMSO, white bars). Black bars correspond to slices before culture (left bars, w/o culture) and grey bars correspond to slices after culture in BafA medium (BafA). Scale bars, 50 μ m. Data represent means $\pm$ s.e.m.

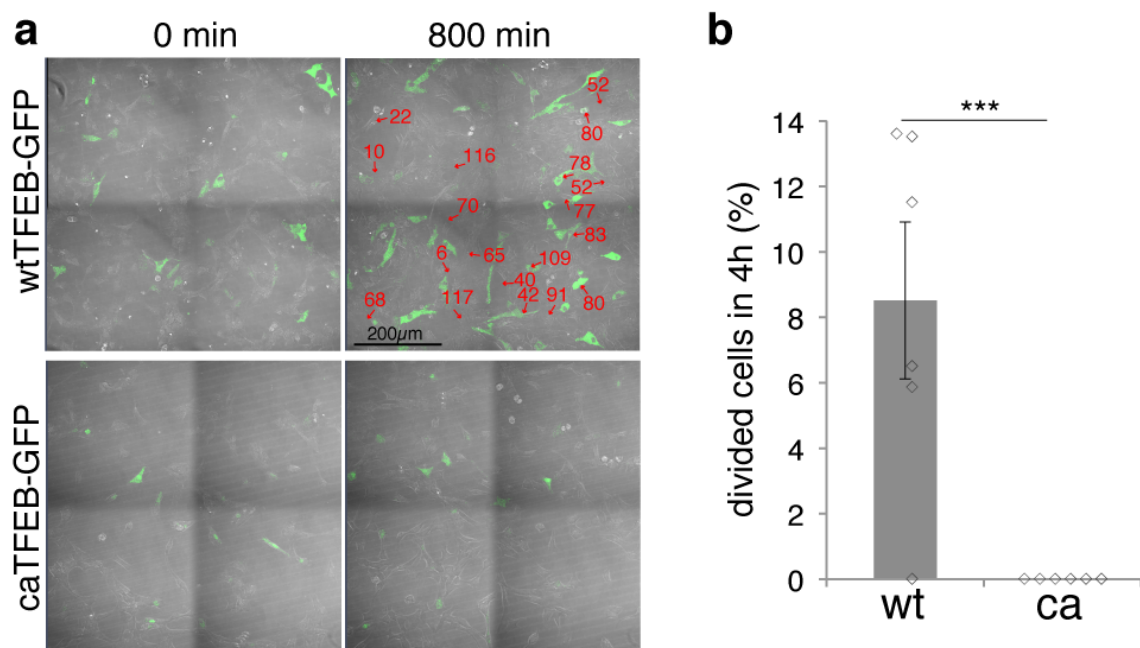

Supplementary Figure 5. Suppression of cell division in NSCs by caTFEB-GFP

a. Representative snapshots at 0 min and 800 min (frames #0 and #80) from real-time imaging of NSCs expressing wtTFEB-GFP (upper panels) and caTFEB (S210A)-GFP (lower panels) (Supplementary Movies 1, 2). Bright-field and fluorescence (GFP) images were acquired every 10 min for 24 h, starting 1 day after cells were seeded in medium containing doxycycline. Red arrows and numbers (red) indicate the positions of dividing cells and frame numbers, respectively. **b.** Percentage of cells that divided in every 4-h period. Data represent means $\pm$ s.e.m. (***) $P < 0.005$; Student's *t* test, $n=6$).

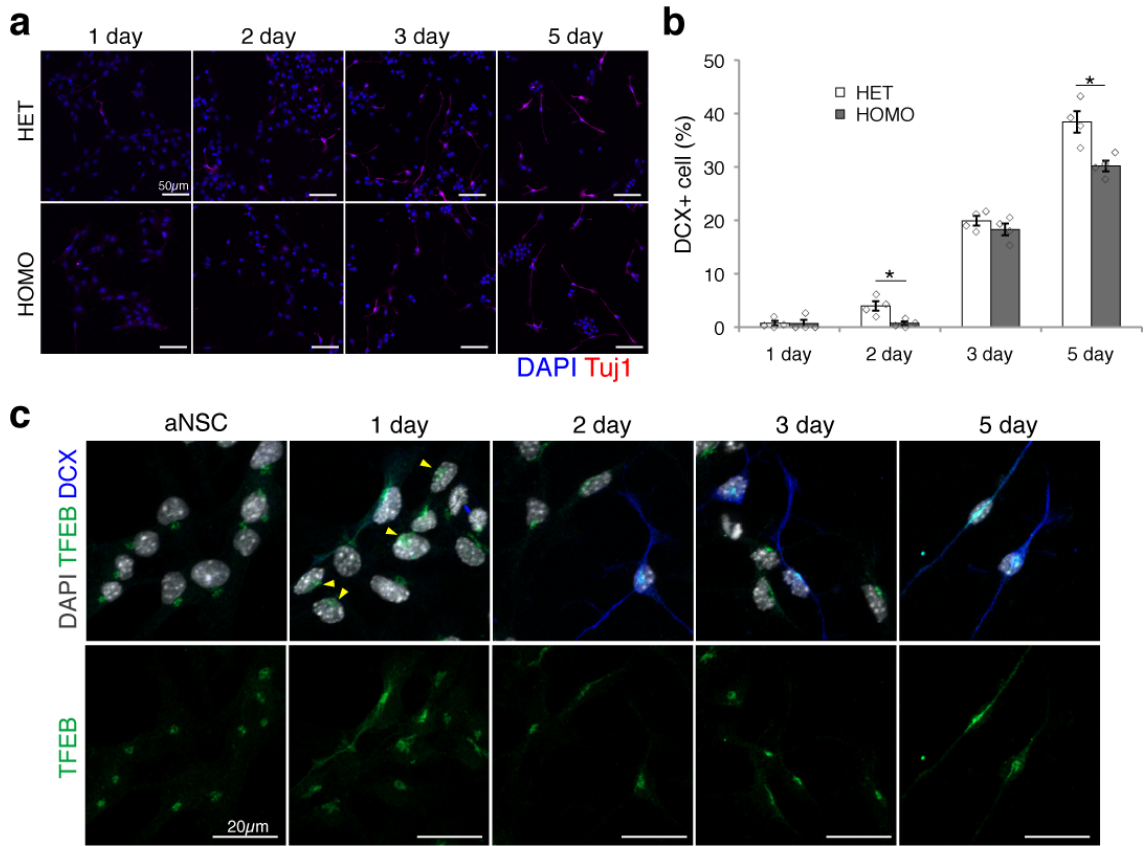

Supplementary Figure 6. Neuronal differentiation of TFEB-KO NSCs *in vitro*.

a. Immunostaining for the neuronal marker Tuj-1 (red) with DAPI after 1, 2, 3, and 5 days in differentiation medium to monitor neuronal differentiation from NSCs in *Tfeb*-KO and control cells. Scale bars, 50 μ m. **b.** Percentage of DCX-positive cells among living *Tfeb*-KO (grey bars) and control cells (white bars). Data represent means $\pm$ s.e.m. (* $P < 0.05$, Student's *t* test). **c.** Localization of TFEB during neuronal differentiation, detected by immunostaining for TFEB (green) and DCX (blue) and staining for DAPI (white). Yellow arrowheads indicate nuclear localization of TFEB on 1 day. Scale bars, 20 μ m.

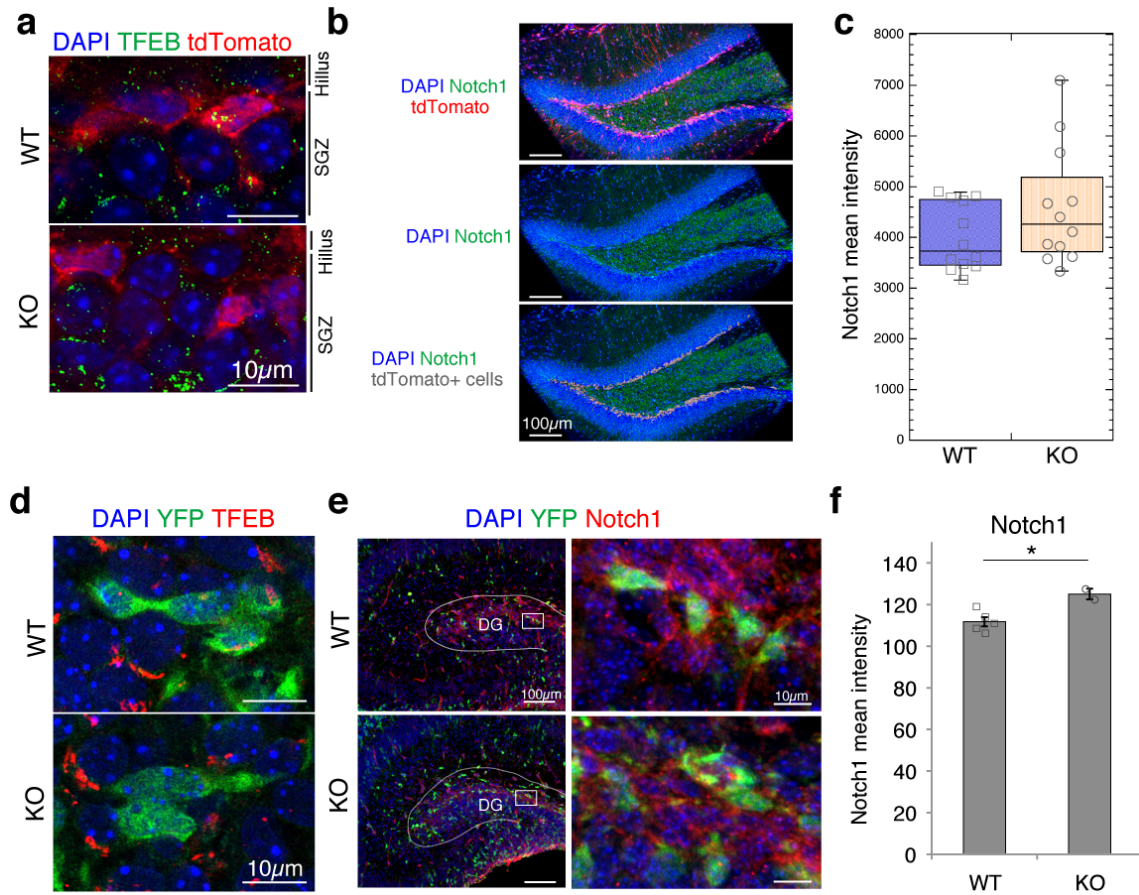

Supplementary Figure 7. Notch1 in *Tfeb*-cKO mice at adult and postnatal stage.

a. Immunostaining of TFEB (green) and tdTomato (red) with DAPI (blue) in the DG of *Tfeb*-cKO and wild-type mice on day 6 after tamoxifen administration at 8 weeks of age. Scale bars, 10 μ m. **b.** Representative staining for Notch1 (green) and tdTomato (red) with DAPI (blue) in the DG of wild type. Lower panel is an image processed from the upper panel for the measurement of Notch1 intensity in Imaris software. Individual tdTomato-positive cells in the SGZ were visualized after creating surfaces (grey) in imaris. Scale bars, 100 μ m. **c.** Notch1 intensity was quantified in individual cells, and the mean intensity in the DG was plotted in a box chart (four slices per mouse; n=3 [WT], n=3 [HOMO]; center line, median; box limits, upper and lower quartiles; whiskers, minimum and maximum). **d.** Immunostaining for TFEB (red) and YFP (green) with DAPI (blue) in the DG of *Tfeb*-cKO and wild-type mice at P0, obtained after tamoxifen administration of R26-stop-YFP;GLAST-Cre-ERT2 and *Tfeb*-flox;R26-stop-YFP;GLAST-Cre-ERT2 mice, respectively. Scale bars, 10 μ m. **e.** Representative immunostaining of Notch1 at P0 in the hippocampus of wild-type and cKO mice. Premature DG, estimated from DAPI signal (ref. 1), is depicted by white lines. Regions indicated by white squares in the left panels are enlarged in the right panels. Scale bars, 10 (right panels) and 100 μ m (left panels). **f.** Notch1 intensity in YFP-positive cells of the DG was quantified using Imaris software (n=5 for WT, n=3 for cKO). Data represent means $\pm$ s.e.m. (*P < 0.05; Student's t test).

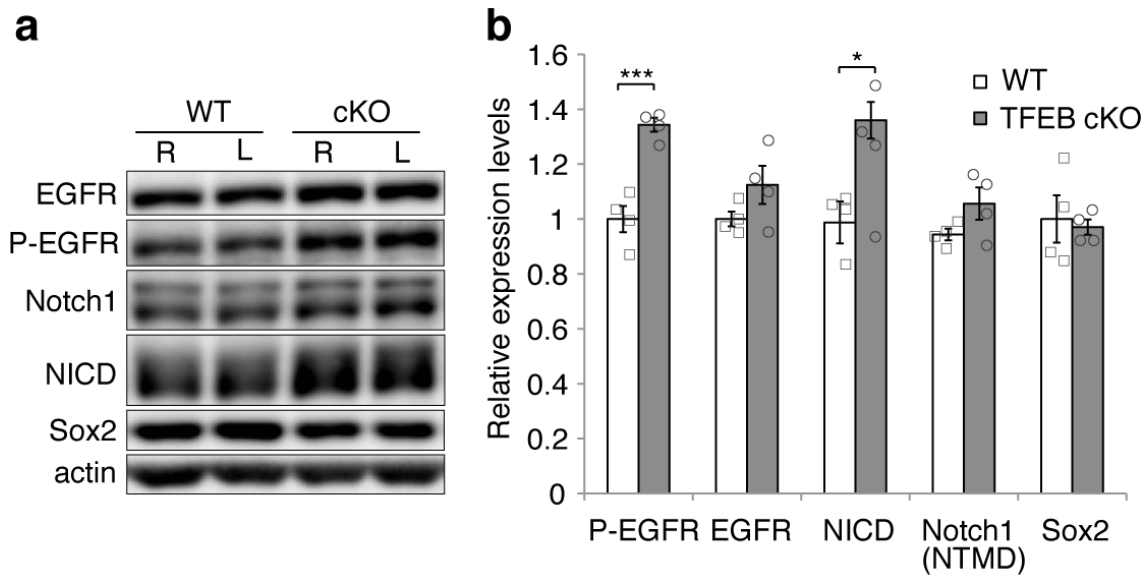

Supplementary Figure 8. Increase of P-EGFR and NICD in the DG of *Tfeb*-cKO mice.

a. Representative immunoblots of EGFR, Notch1, and their active forms in DG from right (R) and left brain (L) of *Tfeb*-cKO (cKO) and control mice (WT). Sox2 is a marker of NSCs. **b.** Relative quantification of P-EGFR, EGFR, NICD, Notch1, and Sox2 in DG of *Tfeb*-cKO (gray) and control mice (white) in (a) (n=4). Data represent means $\pm$ s.e.m. (* $P < 0.05$, *** $P < 0.005$; Student's t test). Source data of immunoblots are provided as a Source Data file.

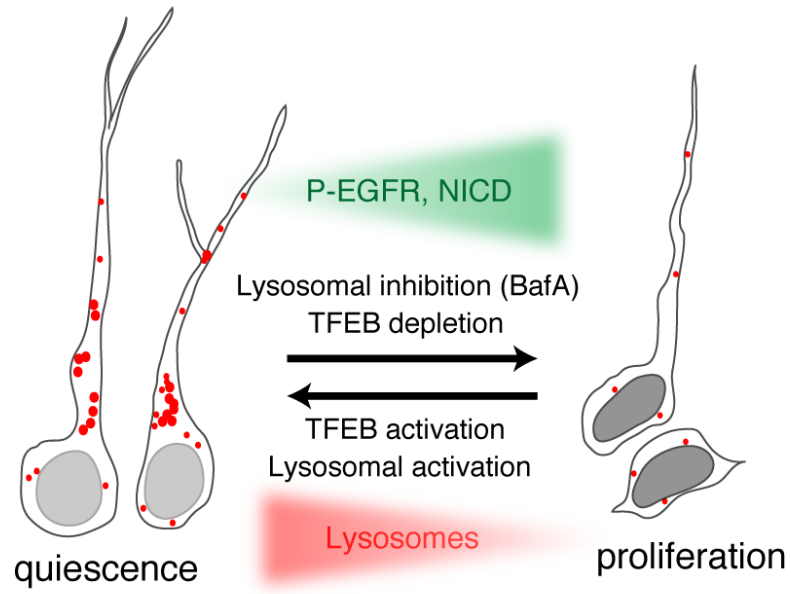

Supplementary Figure 9. Diagram summarizing of our findings.

Lysosomes are indicated by red dots.

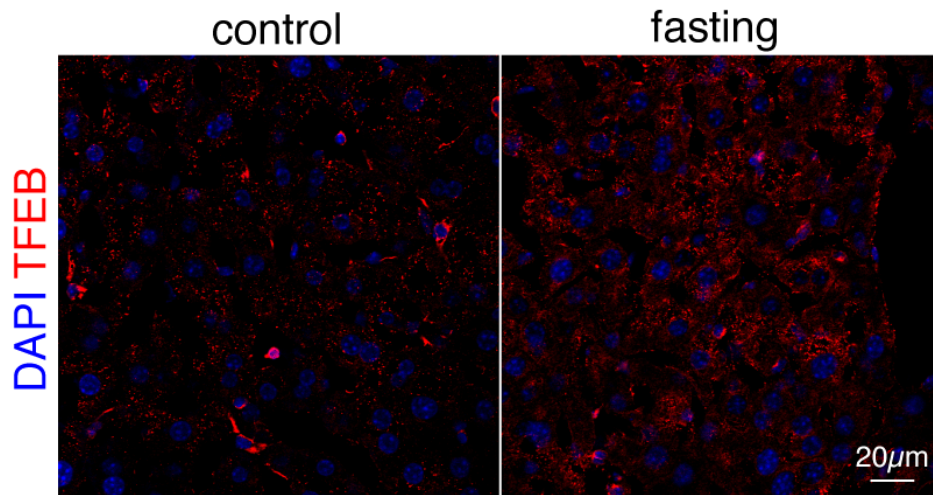

Supplementary Figure 10. Specificity of TFEB antibody.

TFEB is highly activated in the fasting liver (ref. 2). To confirm the specificity of TFEB antibody in IHC, livers from mice fasted for 1 day were examined by IHC. Twenty-micron cryosections were immunostained with rabbit anti-TFEB (Bethyl Laboratories, red) and DAPI (blue). Antigen retrieval was performed at 105°C for 5 min. TFEB IHC yielded stronger signals in fasting liver (right panel) than in control liver (left panel). This result demonstrates that the anti-TFEB antibody we used was specific.

Supplementary Methods

Microarray analysis of NSCs

NSCs were collected 4 h or 24 h after incubation in normal or BafA-containing quiescence medium (duplicate). For microarrays, total RNA was extracted using the RNeasy Plus mini kit (Qiagen), labeled with Cy5, and hybridized to oligo DNA microarrays (3D-Gene®, Toray Industries). 

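The signals that the authors deposited can be rebuilt from the scanned spots. On each array the mean of the 2736 blank spots, after 5% of them were trimmed at each end, was subtracted from every spot, and the remainders were multiplied so that the median of the probes with a value is 25. A probe was left without a value where its spot did not exceed the trimmed mean by 2 SD. The scaling by the median is the paper's, and the other steps were found from the values. With them, the probes counted as having a value differ from the deposited ones for 0 to 6 of the 23473 probes on an array. The signal recorded around each spot rose with the spot itself (Spearman correlations across spots of 0.958 to 0.974 on the 8 arrays), and it was not subtracted here.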

For data comparison, the signal intensity was normalized by global normalization using the median from each microarray (Supplementary Data 1). Affected genes exhibiting 2-fold differential expression following BafA treatment in comparison with control samples were subjected to Gene Ontology (GO) analysis using GeneCodis 2.0 (ref. 3, <http://genecodis.cnb.csic.es/help>). 

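Genes of cholesterol synthesis and of the response to growth factors were over-represented among the genes that rose at least 2-fold at 4 h. Of 20872 probes with a value on all 4 arrays of 4 h, 42 were at least 2-fold higher with BafA and 9 were at least 2-fold lower. At 24 h, 428 of 20935 probes were higher and 403 were lower. Among the 33 named genes that were higher at 4 h, 8 belong to the 14 genes of cholesterol biosynthesis, where 0.03 would be there by chance (Fisher's exact test, adjusted p = 1.62e-17). They are Cyp51, Fdft1, Hsd17b7, Idi1, Msmo1, Mvd, Sc5d and Sqle. A further 9 are among the 27 immediate-early genes (expected 0.06, adjusted p = 2.08e-17), such as Dusp1, Egr1, Fosl1 and Nr4a1. Hbegf and Vegfa are 2 of the 22 growth factor genes (adjusted p = 0.00659), and Dusp6 and Hbegf are 2 of the 44 EGFR pathway genes (adjusted p = 0.0209). Insig1 and Stard4 are 2 of the 17 genes of sterol uptake (adjusted p = 0.00521). Of the 38 Notch pathway genes, 0 were among the 33, where 0.08 would be there by chance. The set of higher genes depends on the scale. In the authors' deposited values 97 probes were at least 2-fold higher at 4 h. There Spry4, of the EGFR pathway, had a log2 fold change of 1.487 at 4 h, against 0.219 here. The lists were not tested on the higher probes of the deposited values at either time, so that these results need not hold for the paper's own set. The growth factor list did not pass among probes with a mean signal over 100 (adjusted p = 0.122). Of the 25 lists, 0 were over-represented among the 4 named genes that were at least 2-fold lower at 4 h. With so few genes (expected 0.01 for the Notch pathway) that test had little power. It was not run on the 110 probes that were lower in the authors' deposited values, and does not bear on the paper's terms for lower genes.
At 24 h, 341 genes that could be assigned were higher. They held 12 of the 14 genes of cholesterol biosynthesis (expected 0.32, adjusted p = 3.35e-17), 13 of 19 hypoxia response genes (expected 0.43, adjusted p = 1.01e-16), 7 of 26 immediate-early genes (adjusted p = 8.24e-06), 9 of 23 genes of fatty acid synthesis (adjusted p = 7.37e-09) and 6 of 23 genes of the unfolded protein and integrated stress response (adjusted p = 4.75e-05). The other lists did not pass, among them growth factors with 3 of 22 genes (adjusted p = 0.0539), the EGFR pathway with 4 of 44 (adjusted p = 0.0618), sterol uptake with 2 of 17 (adjusted p = 0.155) and the Notch pathway with 1 of 38 (adjusted p = 0.856). The growth factor list passed among probes with a mean signal over 100 (adjusted p = 0.0248), and the growth factor and EGFR pathway lists passed under quantile normalization (adjusted p = 0.0303 each). The hypoxia genes include Adm, Egln3, Hk2 and Vegfa. The 324 genes that were lower held 5 of 15 astrocyte markers, namely Aldoc, Aqp4, Gfap, Gja1 and Glul (adjusted p = 0.000284). Glul is named after its values were seen. Fisher's test takes the genes of a list as independent. With an estimated correlation none of these lists was shifted in camera, at 4 h (adjusted p = 0.109 for cholesterol biosynthesis, 0.0772 for immediate-early genes and 0.223 each for growth factors, the EGFR pathway and sterol uptake) or at 24 h (0.183 for cholesterol biosynthesis, 0.0822 for hypoxia, 0.183 for immediate-early genes, 0.34 for fatty acids, 0.183 for the stress response and 0.183 for astrocyte markers). The tests here were one-sided and adjusted over the 25 lists, against 15005 genes at 4 h and 15032 at 24 h. The 9 lower probes of 4 h became 17 without the second control array of 4 h and 17 without the second BafA array of 4 h, and in the authors' deposited values the counts are 97 and 110 at 4 h, and 934 and 1117 at 24 h.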

The top ten GO terms from all biological processes, molecular functions, and cellular components are listed in Supplementary Figure 2f; all listed genes had $P < 0.05$, calculated by hypergeometric distribution, and false discovery rate (FDR) $< 5\%$, corrected by multiple hypothesis testing.

qRT-PCR of brain slices

Brain slices were obtained from wild-type BL6/J mice at the age of 6 months, as described. Total RNA was prepared from brain slices just after slice preparation (for samples that were not subjected to cultures) or after culturing slices in medium containing DMSO or 20 nM BafA for 15 h. Four mice were used per condition. RNA was purified from brain slices dissolved in TRIzol (Invitrogen) and analyzed to quantify injury response factors: $\text{TNF } \alpha$, $\text{IL-1 } \beta$, IL-6 and IL-10 using the primers reported previously (ref. 4).

Quantification of Notch1 receptor *in vivo*

Because Notch1 immunostaining gave much clearer signals in newborn mice than in adults, postnatal P0 mice as well as adult mice were used to quantify Notch1 protein *in vivo*. To obtain *Tfeb*-cKO P0 mice, *Tfeb*(f/+);GLAST-Cre-ERT2 were mated with *Tfeb*(f/+); R26R-stop-YFP(+/+) mice, and tamoxifen (5mg) was orally administrated to the resultant pregnant mice once a day for 2 days at E13.5 and E14.5. Pups were fixed at P0 with 4% PFA, and wild-type and cKO mice were analyzed after genotyping. Twenty-micron cryosections were immunostained with goat-anti Notch1 (Santa Cruz Biotechnology), rabbit anti-GFP (Invitrogen), and DAPI. Antigen retrieval was performed at 105°C for 5 min. Cryosections from adult mice were stained by the same procedure using goat-anti Notch1 and mouse anti-RFP antibodies with

DAPI. Confocal z-stack images were obtained on an LSM 880 Airy and analyzed by Imaris. 3D object (named by surface) to capture individual YFP- or tdTomato-positive cells was created in Imaris software for their measurements. Notch1 intensity was measured in each cell in the premature DG of P0 mice, as well as in the SGZ of adult mice. Mean Notch1 intensity values from each section are displayed in plots.

Neural differentiation from NSCs

NSCs were differentiated into neurons *in vitro* as described on the web site of Thermo Fisher Scientific. NSCs were plated on a chamber slide (2.85×10^4 cells/cm²) and cultured for 2 days, and then NSC medium was replaced with neural differentiation medium [Neurobasal medium (Gibco), 2% B-27 supplement, 2 mM GlutaMAX-I]. Half of the medium was replaced every day, and cells were cultured for 7 days. Cells were fixed, immunostained with rabbit anti-Tuj-1 (Abcam), goat anti-Dcx, and rabbit anti-TFEB antibodies and stained with DAPI. Images were obtained on LSM510 confocal microscope. Dcx-positive cells were processed using the Image J software, and were manually counted in living cells by DAPI staining.

Live-cell imaging of NSCs

One day before imaging, cells were plated in glass-based dishes in proliferation medium containing doxycycline. A dish was placed on an LSM880 to acquire bright field and GFP fluorescence images every 10 min for 24 hours using a 40x objective lens with 2x2 tiles and Z-stack. Images were represented by a maximum intensity projection. Arrows and numbers were drawn to indicate dividing cells and the frame in which cell division occurred. The Zen software (Zeiss) was used for processing.

Western blotting of the DG of *Tfeb*-cKO mice

DGs from *Tfeb*-cKO mice [Nestin-Cre-ERT2;*Tfeb*(flox/flox)] (ref. 5) and the control mice [*Tfeb*(flox/flox)] were surgically isolated, minced and lysed in lysis buffer (see Material and Methods) after homogenization with a homogenizer pestle (Greiner). Tamoxifen (0.5 mg) was administered to *Tfeb*-cKO mice at P14, P16 and P18.

Supplementary Notes

For mathematical simulation, we describe the dynamical process by

$$\frac{d}{dt}R = v - kRX - \mu_R R, \quad (1)$$

$$\frac{d}{dt}R_X = kRX - pR_X, \quad (2)$$

$$\frac{d}{dt}R_X^* = pR_X - \mu_p R_X^*, \quad (3)$$

$$\frac{d}{dt}R^* = -\mu_p R^*. \quad (4)$$

Here, t is time [h], and the protein concentrations are denoted by $X = [\text{EGF}]$, $R = [\text{EGFR}]$, $R_X = [\text{EGFR-EGF}]$, $R^* = [\text{P-EGFR}]$, and $R_X^* = [\text{P-EGFR-EGF}]$. The parameters are given as follows: v is the translation rate for EGFR protein, k is the rate constant for the formation of EGFR-EGF complex, p is the phosphorylation rate, and μ_R and μ_p are the degradation rates for EGFR and P-EGFR, respectively. For simplicity, we treat X as a constant. We assume that at $t = 0$, which is the moment of medium change, the ratio β of EGFR is phosphorylated, i.e., $R(+0) = (1 - \beta)R(-0)$ and $R^*(+0) = \beta R(-0)$. We also assume that v vanishes at $t = 0$. For qNSC with BafA, we further assume that μ_R vanishes at $t = 0$. For $t \rightarrow \infty$, our system approaches the equilibrium state given by

$$R = \frac{v}{kX + \mu_R}, \quad (5)$$

$$R_X = \frac{v}{p} \frac{kX}{kX + \mu_R}, \quad (6)$$

$$R_X^* = \frac{v}{\mu_p} \frac{kX}{kX + \mu_R}, \quad (7)$$

$$R^* = 0. \quad (8)$$

We are interested in the transient process of the amounts of the total EGFR and the phosphorylated EGFR proteins, respectively denoted by

$$R_{\text{tot}} = R + R_X + R^* + R_X^*, \quad (9)$$

$$R_{\text{tot}}^* = R^* + R_X^*. \quad (10)$$

We tuned the parameter values so as to fit the experimental data shown in Fig. 3e and Supplementary Fig. 2i, j, which describe the time-courses of R_{tot}^* and R_{tot} for $t > 0$ and the relative amount of R_{tot}^* and R_{tot} for the four different conditions at $t = +0$ (just after the moment of medium change), respectively. Our simulation results are shown below. As seen in

these results, the characteristics of the decay of P-EGFR proteins are well accounted by the difference of μ_p values between qNSC and aNSC conditions.

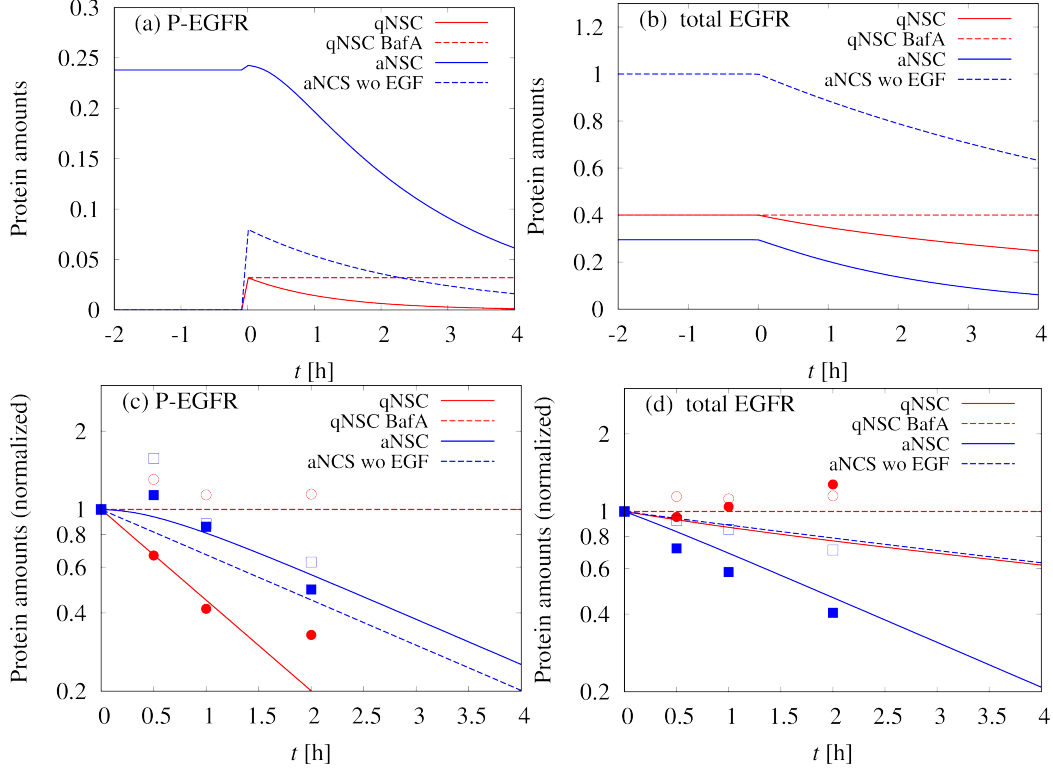

Simulation results show amounts of P-EGFR (a), total EGFR proteins (b), normalized P-EGFR (c), and normalized total EGFR proteins (d). The normalization was performed by the amounts of protein at $t = +0$. The lines and symbols show the simulation and experimental results, respectively. The filled and open symbols correspond to the solid and dashed lines. The experimental data is the same as those shown in Fig. 3e. We set $\mu_p = 0.8$ (qNSC), $\mu_p = 0.4$ (aNSC), $\mu_R = 0.1$, $v = 0.04$ (qNSC), $v = 0.1$ (aNSC), $kX = 5$, $p = 10$, $\beta = 0.08$.

Supplementary References

1. Carmona-Saez, P., Chagoyen, M., Tirado, F., Carazo, J. M. & Pascual-Montano, A. GENECODIS: A web-based tool for finding significant concurrent annotations in gene lists. *Genome Biology* **8**, R3 (2007).
2. Wang, L. et al. Increased inflammation and brain injury after transient focal cerebral ischemia in activating transcription factor 3 knockout mice. *Neuroscience* **220**, 100–108. (2012).
3. Settembre, C. et al. TFEB controls cellular lipid metabolism through a starvation-induced autoregulatory loop. *Nat Cell Biol* **15**, 647-658. (2013).
4. Imai, Y. et al. Temporal regulation of Cre recombinase activity in neural stem cells. *Genesis* **44**, 233-238. (2006).

# Supplementary material for: Enhanced lysosomal degradation maintains the quiescent state of neural stem cells
**Source:** Nat Commun. 2019 Nov 29;10:5446. doi: 10.1038/s41467-019-13203-4
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☒	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☒	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☒	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☒	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Fluorescent images were acquired with the AIM (Zeiss), the Zen (Zeiss), the Leica Application Suite (LAS) and the BZ-X viewer (Keyence). Western blot images were acquired with the Image reader LAS3000 (Fujifilm). Quantitative PCR data was acquired with the SDS System Software (Applied Biosystems). Both luminescence for luciferase assay and fluorescence for protease activity assay in 96 well plate were acquired with the PerkinElmer 2030 Workstation (PerkinElmer).

Data analysis

Fluorescent images were processed and analyzed using the Zen, the BZ-X analyzer (Keyence), the Image J and the Imaris (Bitplane). Western blots were analyzed with the Image Gauge (Fujifilm) and the Image J. KaleidaGraph software (Synergy Software, Hulinks) was used for statistical analyses.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Microarray data that support the findings of this study has been deposited in GEO with the GSE130018 accession code. The data that support the finding of this study are available from the corresponding author (TK) upon reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size for each experiment is indicated in the figure legend for each experiment.
Data exclusions	No data were excluded from experiments.
Replication	All experimental findings were reliably reproducible.
Randomization	For in vitro studies, several types of neural stem cell lines were used. For in vivo studies, animals were chosen by genotypes. Sex-specific differences were eliminated by including almost equal numbers of both sexes.
Blinding	Analyses were performed in a blinded fashion after giving randomized sample number to each sample.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	We used mouse anti-Ki-67 antibody (BD Pharmingen), rabbit anti-Sox2 antibody (EMD Millipore), rabbit anti-actin antibody (Sigma), mouse anti-cyclin D1 antibody (A-12, Santa Cruz Biotechnology), rabbit anti-EGFR antibody (EMD Millipore), rabbit anti-phospho-EGF receptor antibody (Tyr1068, Cell Signaling Technology), rabbit anti-Hes1 antibody (ref. 48), rabbit anti-LC3 antibody (Wako), rabbit anti-phospho-MEK1/2 antibody (Ser221, Cell Signaling Technology), rabbit anti-cleaved Notch1 antibody (Val1744, Cell Signaling Technology), mouse anti-Notch1 antibody (C-term, Novus), rabbit anti-TFEB antibody (Bethyl Laboratories), HRP-conjugated anti-mouse and anti-rabbit antibodies (GE Healthcare), rat anti-Lamp1 antibody (1D4B, Developmental Studies Hybridoma Bank), mouse anti-Nestin antibody (BD Pharmingen), rabbit anti-GFAP antibody (Sigma), mouse anti-GFAP antibody (Sigma), Alexa Fluor-conjugated goat species-specific anti-IgG antibody (Thermo Fisher Scientific), chicken anti-GFP antibody (Abcam), rat anti-GFP antibody (Nacalai Tesque), rabbit anti-DsRed antibody (Clontech), goat anti-cathepsin B antibody (R&D systems), goat anti-cathepsin L antibody (R&D systems), goat anti-Sox2 antibody (R&D Systems), goat anti-DCX antibody (Santa Cruz Biotechnology), rabbit anti-cleaved-caspase3 (Cell Signaling Technology), rat anti-BrdU antibody (Serotec) and mouse anti-RFP antibody (abcam).
Validation	Specificity of commercially available antibodies was validated by data sheet provided by the manufacture. Hes1 antibody was validated in our previous report (ref.48). TFEB IHC re-validation was shown in supplementary figure 10.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	C3H10T1/2 mouse fibroblast cell line was obtained from ATCC.<br>NS5 cell line was obtained from A.Smith (ref. 49).<br>NSC line was obtained through passages about 10 times and freezes several times after dissociation from the ventral telencephalon of ICR mouse embryos at E14.5.

Adult NSCs were derived from the SVZ and DG of 7-week-old C57BL/6 mice.

Authentication

Authentication of neural stem cell lines was indicated in manuscript.

Mycoplasma contamination

All cell lines were tested negative for mycoplasma contamination.

Commonly misidentified lines
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

We used Tfeb-flox mice (ref. 34), Ai14 reporter mice (Rosa-CAG-LSL-tdTomato-WPRE, stock 007908, The Jackson Laboratory), GLAST-CreERT2 mice (a kind gift from M. Götz, ref. 38, 39), GFAP-GFP;Nestin-NLS-mCherry double-transgenic mice, Nestin-CreERT2 mice (ref. 47). All mice were of the C57BL/6 background. Mice were maintained in our animal facility and housed in a 12:12 hour light–dark cycle.

Wild animals

No wild animals were used in this study.

Field-collected samples

This study did not involve samples collected from the field.

Ethics oversight

Animal care and experiments were conducted in accordance with the guidelines of the animal experiment committee of Kyoto University. We have complied with all relevant ethical regulations for animal testing and research.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Enhanced lysosomal degradation maintains the quiescent state of neural stem cells
**Source:** Nat Commun. 2019 Nov 29;10:5446. doi: 10.1038/s41467-019-13203-4
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1.

Description: Gene expression in NSCs after BafA treatment. Gene expression in NSCs 4 h or 24 h after incubation in normal (cont) or BafA-containing (BafA) quiescence medium was normalized by global normalization (see Methods). 

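After 24 h with BafA, most genes of the stress response and of the hypoxia response were higher, most astrocyte markers were lower, and 14 of 29 genes of mitosis were lower. Tm4sf1, a membrane protein gene, had a normalized signal of 236 ± 134 in control and 7298 ± 519 in BafA-treated qNSCs (SD, n = 2 arrays each). This is a log2 fold change of 5.08 (SE 0.25, adjusted p = 5.19e-14 from limma). Of 23 genes of the unfolded protein and integrated stress response, 18 were higher and 1 was lower at 24 h (18 and 2 when adjusted over the list alone). Atf4, the transcription factor at the center of that response, went from 137 ± 25.2 to 1216 ± 91.6 (SD, n = 2 each). This is a log2 fold change of 3.16 (SE 0.17, adjusted p = 3.97e-13 from limma). Its targets Chac1 and Trib3 rose by 3.87 and 1.88. Of 19 hypoxia response genes, 17 were higher and 1 was lower (17 and 1 when adjusted over the list alone). They include Adm, which encodes the peptide adrenomedullin, at 3.03 and the hexokinase gene Hk2 at 2.93.
Cell cycle genes moved both ways at 24 h, when 2207 of all 14757 named genes were higher and 2051 were lower. The counts below for G1/S and for CDK inhibitors are close to these shares. Of 34 genes of G1/S and DNA replication, 6 were higher and 3 were lower (6 and 3 when adjusted over the list alone), with Ccnd2 at 2.18 and Cdt1 at 2.21. Of 29 genes of G2/M and mitosis, 2 were higher and 14 were lower (2 and 17 when adjusted over the list alone), with Nusap1, a spindle protein gene, at -1.28 and Cdk1 at -0.64. Of 14 genes of CDK inhibitors and cell-cycle arrest, 3 were higher and 2 were lower (3 and 4 when adjusted over the list alone). Among them Cdkn1a, which encodes p21, went from 129 ± 31.2 to 902 ± 44.1 (SD, n = 2 each). This gives a log2 fold change of 2.83 (adjusted p = 4.78e-12 from limma).
Of 15 astrocyte markers, 1 was higher and 11 were lower (2 and 11 when adjusted over the list alone). Gfap, which also marks qNSCs, went from 501 ± 63.4 to 115 ± 17.7 (SD, n = 2 each). Its log2 fold change was -2.12 (SE 0.18, adjusted p = 1.27e-09 from limma). Nes, which encodes nestin, rose by 2.02. Hspb1, a small heat shock protein gene, had -4.41 (adjusted p = 4.16e-15 from limma).
In all, 2982 probes were higher and 2612 were lower at 24 h, and 7241 had an unadjusted p under 0.05. Without the second BafA array of 24 h, 1907 were higher and 2085 were lower, and without the first, 2736 and 1909. Of the 232 probes that were higher at 4 h, 159 were higher at 24 h, where independent lists would share 33.8. Of the 224 that were lower, 111 were lower at 24 h, against 28.6. In the opposite direction, 13 of the 232 were lower and 9 of the 224 were higher at 24 h. The values for independent lists leave out any effect of the scan setting that the first control arrays of both times share. They also leave out that 1 estimate of the spread of a probe serves both times. A probe with a small estimate passes more easily at both, so that these values are too low by an unknown amount. With the scan setting as a block, 171 probes were higher (against 36) and 92 lower (against 24.3) at both times, and in the 6 arrays of 1 scan setting 211 (against 45.5) and 148 (against 36.5). The 159 became 103 and 85 without the first and the second control array of 4 h, 86 without the second BafA array of 4 h and 255 without the second control array of 24 h. The 111 became 46 without the first control array of 4 h, 71 and 63 without the first and the second BafA array of 4 h, 176 and 258 without the first and the second control array of 24 h, and 53 and 62 without the first and the second BafA array of 24 h. The medians were 0.61 for the stress response list, 1.44 for hypoxia, -0.16 for mitosis and -0.55 for astrocyte markers (camera, adjusted p = 9.44e-10, 2e-17, 0.00017 and 1.51e-05, and adjusted p = 0.183, 0.0822, 0.121 and 0.183 with an estimated correlation). With the scan setting as a block, 5417 probes passed and these medians were 0.58, 1.45, -0.17 and -0.47. In the 6 arrays of 1 scan setting, 4875 probes passed and the medians were 0.51, 1.40, -0.18 and -0.45. When the local background was subtracted, 187 probes passed. Among genes with a mean signal over 100 in at least 1 group, the mitosis list did not pass (adjusted p = 0.117).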

Values greater than 100 are highlighted by yellow. Asterisks indicate fold change relative to controls: *2-fold, **4-fold, and ***8-fold. Dollar sign indicates significance, as determined by t-test ($, *P* < 0.05; $$, *P* < 0.01).

File Name: Supplementary Data 2.

Description: Gene expression of Notch- and EGFR-related genes. Notch- and EGFR- related genes were extracted from Supplementary Data 1. Asterisks indicate fold change relative to controls: *2-fold, **4-fold, and ***8-fold.

File Name: Supplementary Movie 1.

Description: Live-cell imaging of NSCs expressing wild type of TFEB-GFP. Images of bright field and GFP (green) were acquired every 10 min for 24 h. Merged images are represented at 10 frames per sec. Red arrows and numbers (red) indicate the positions of dividing cells and frame numbers, respectively.

File Name: Supplementary Movie 2.

Description: Live-cell imaging of NSCs expressing S210A mutant of TFEB-GFP. Images were acquired and represented same as Supplementary Movie 1.

# Supplementary material for: Enhanced lysosomal degradation maintains the quiescent state of neural stem cells
**Source:** Nat Commun. 2019 Nov 29;10:5446. doi: 10.1038/s41467-019-13203-4

Figure 1g

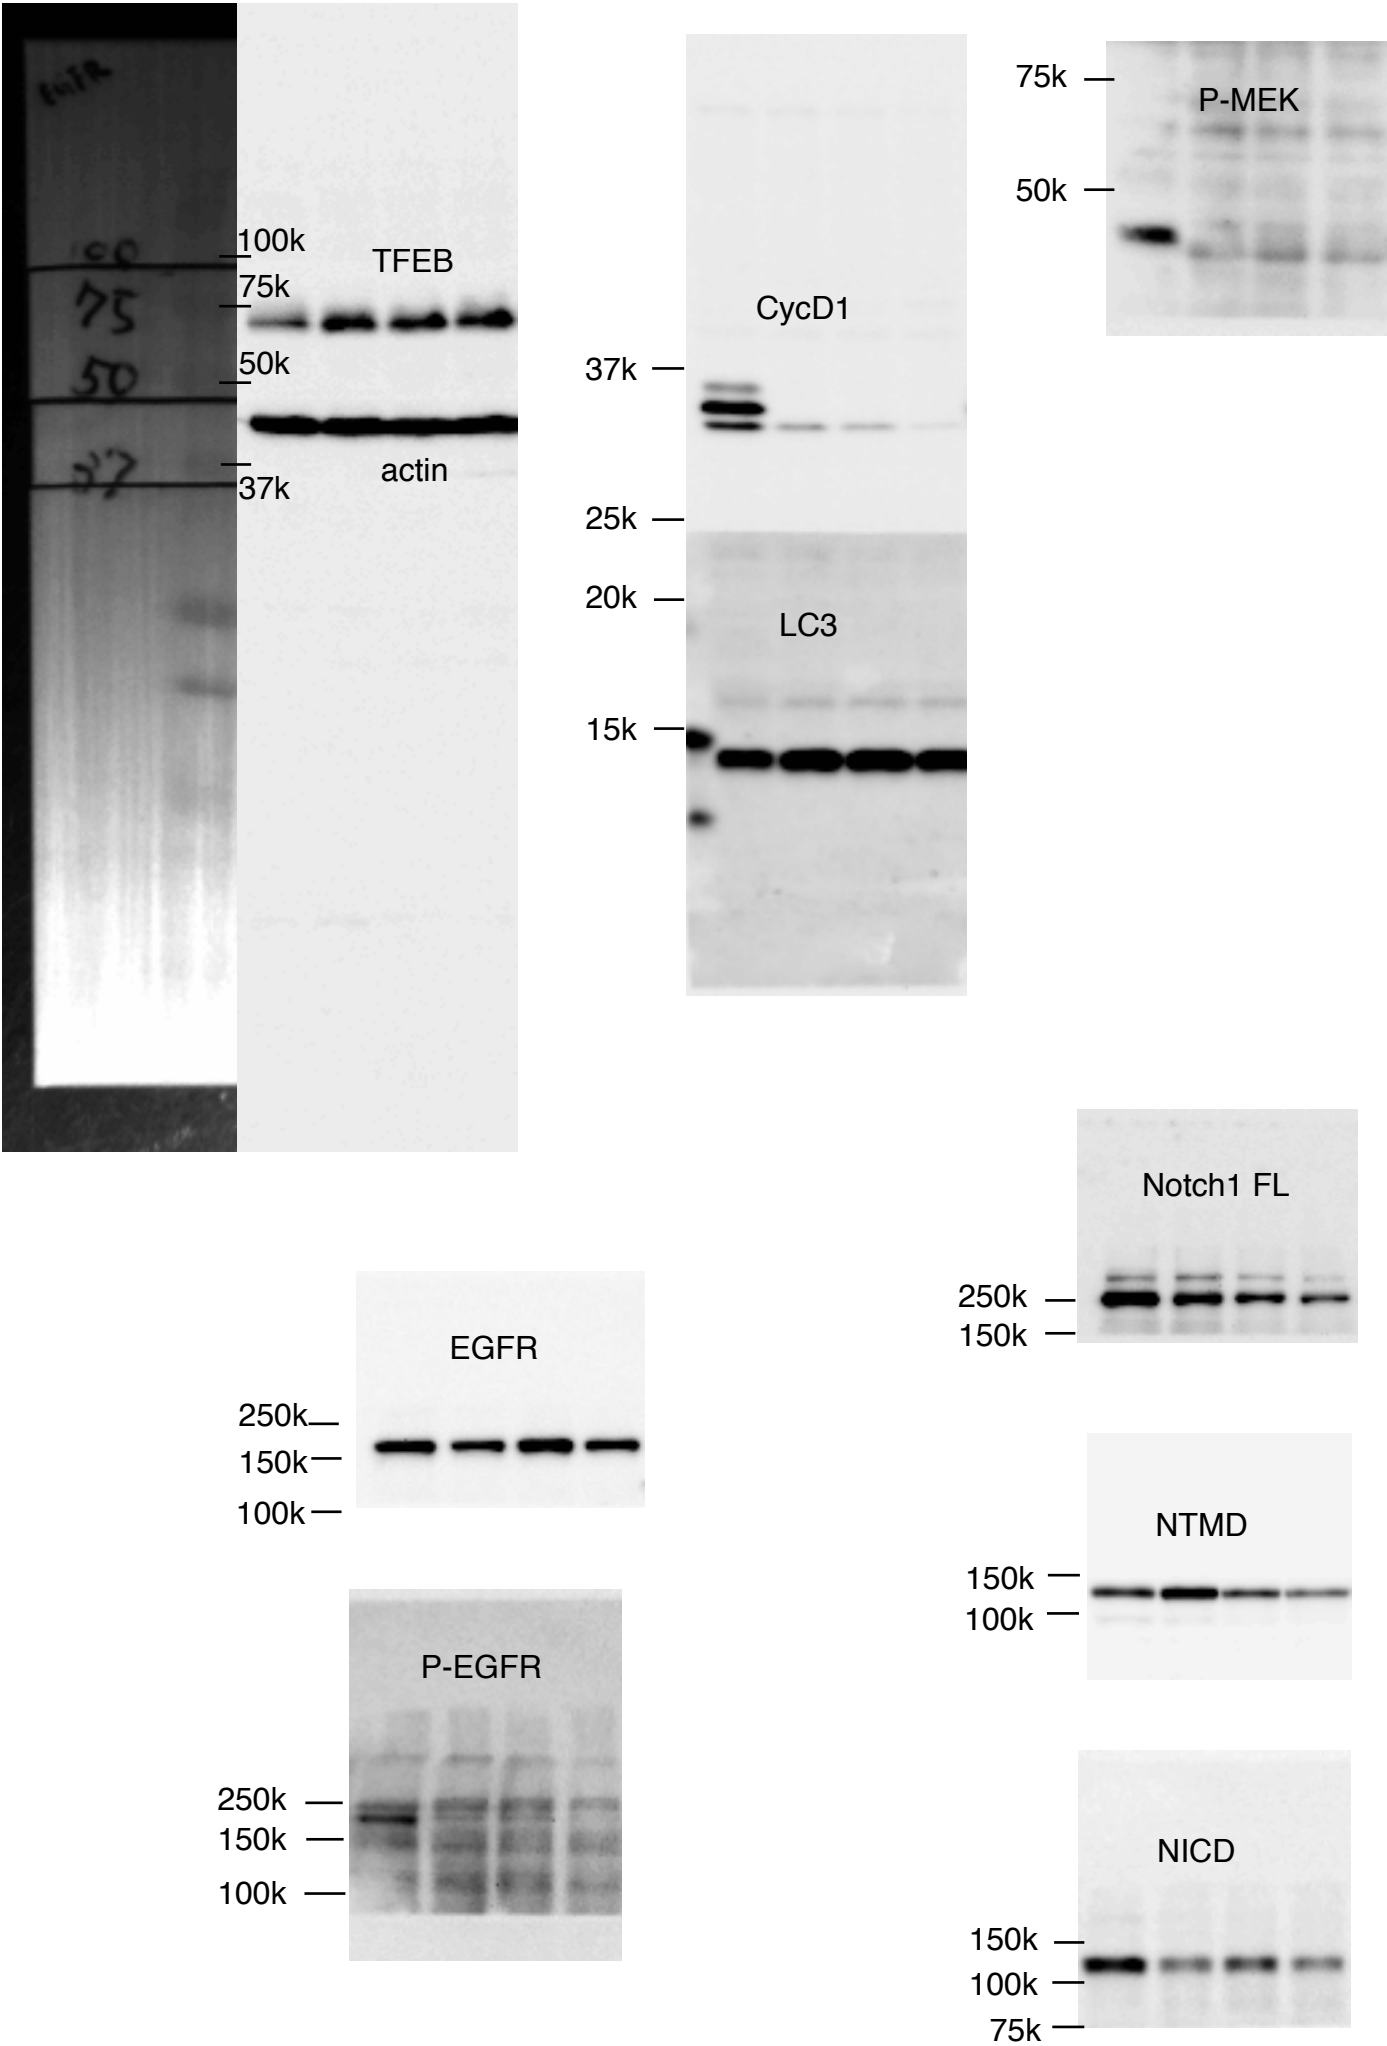

Figure 1h

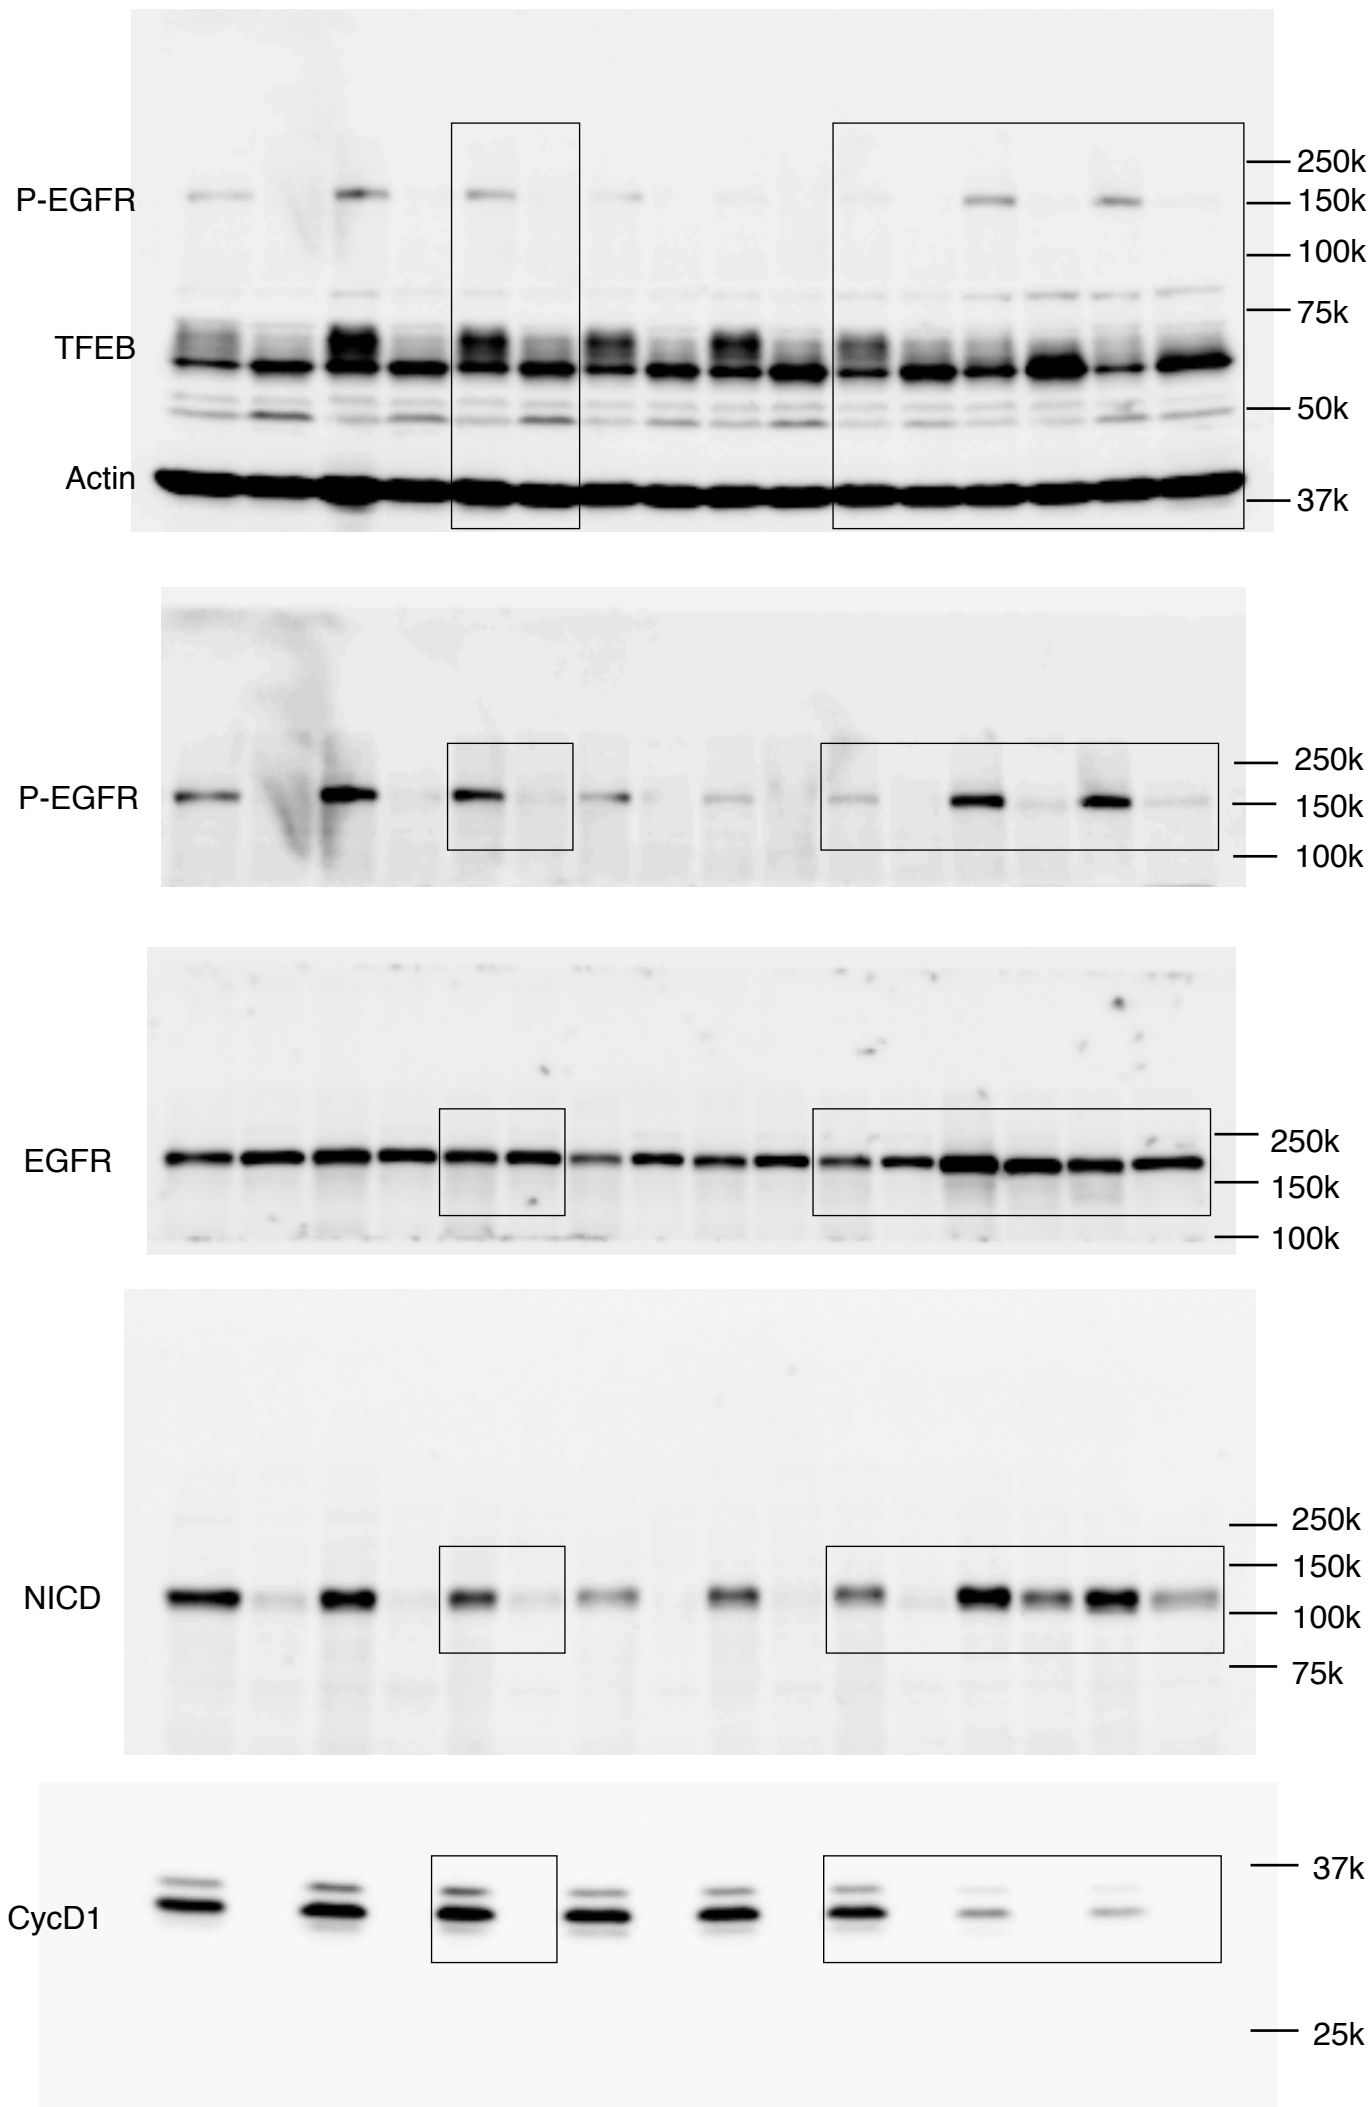

Figure 2d

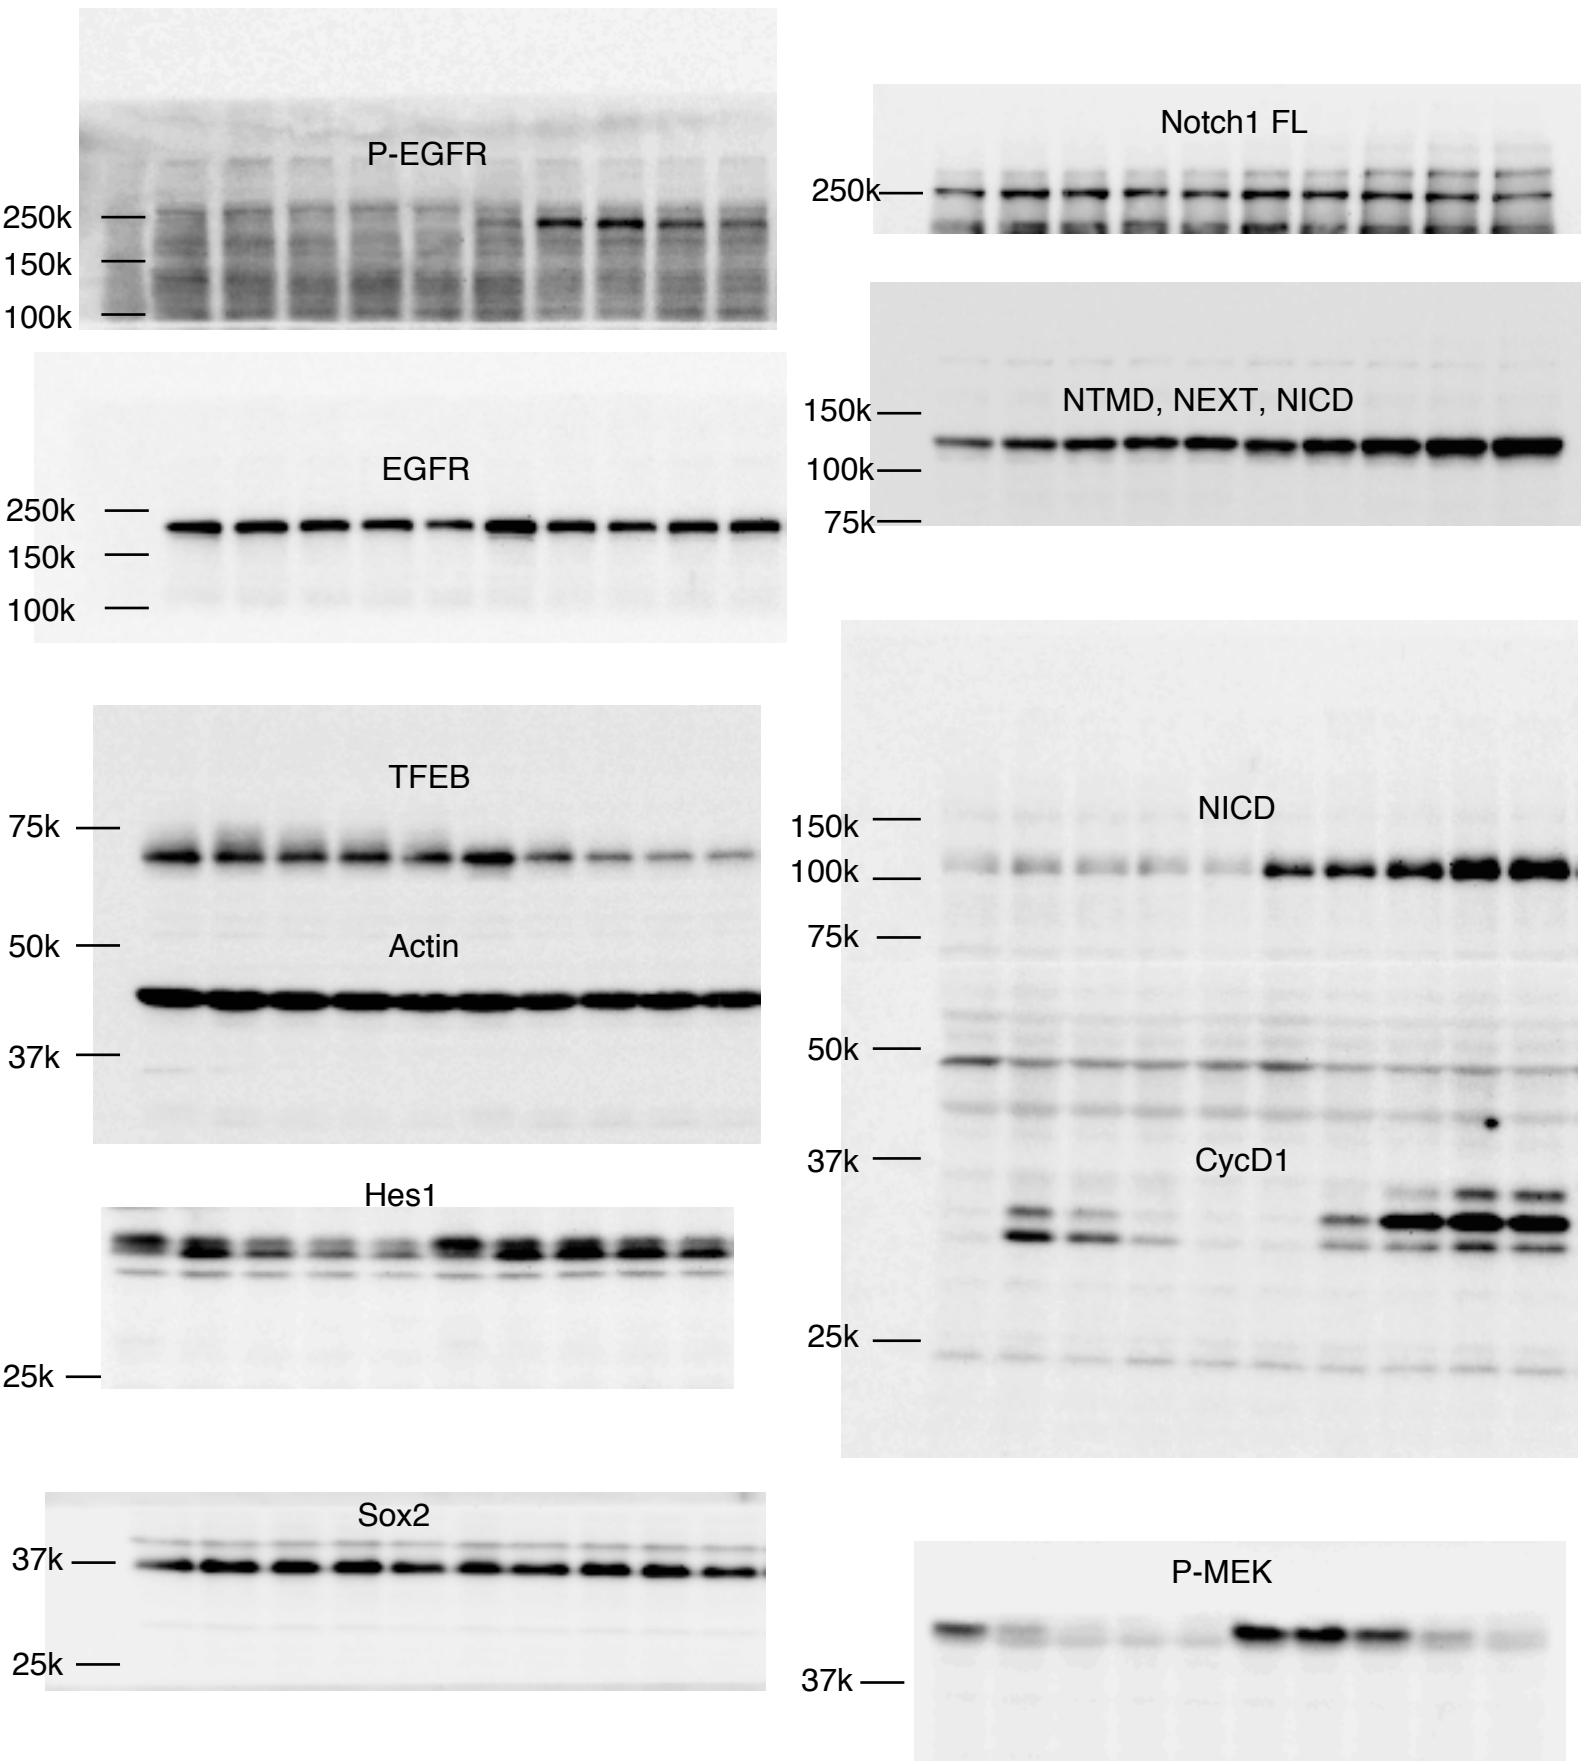

Figure 2f

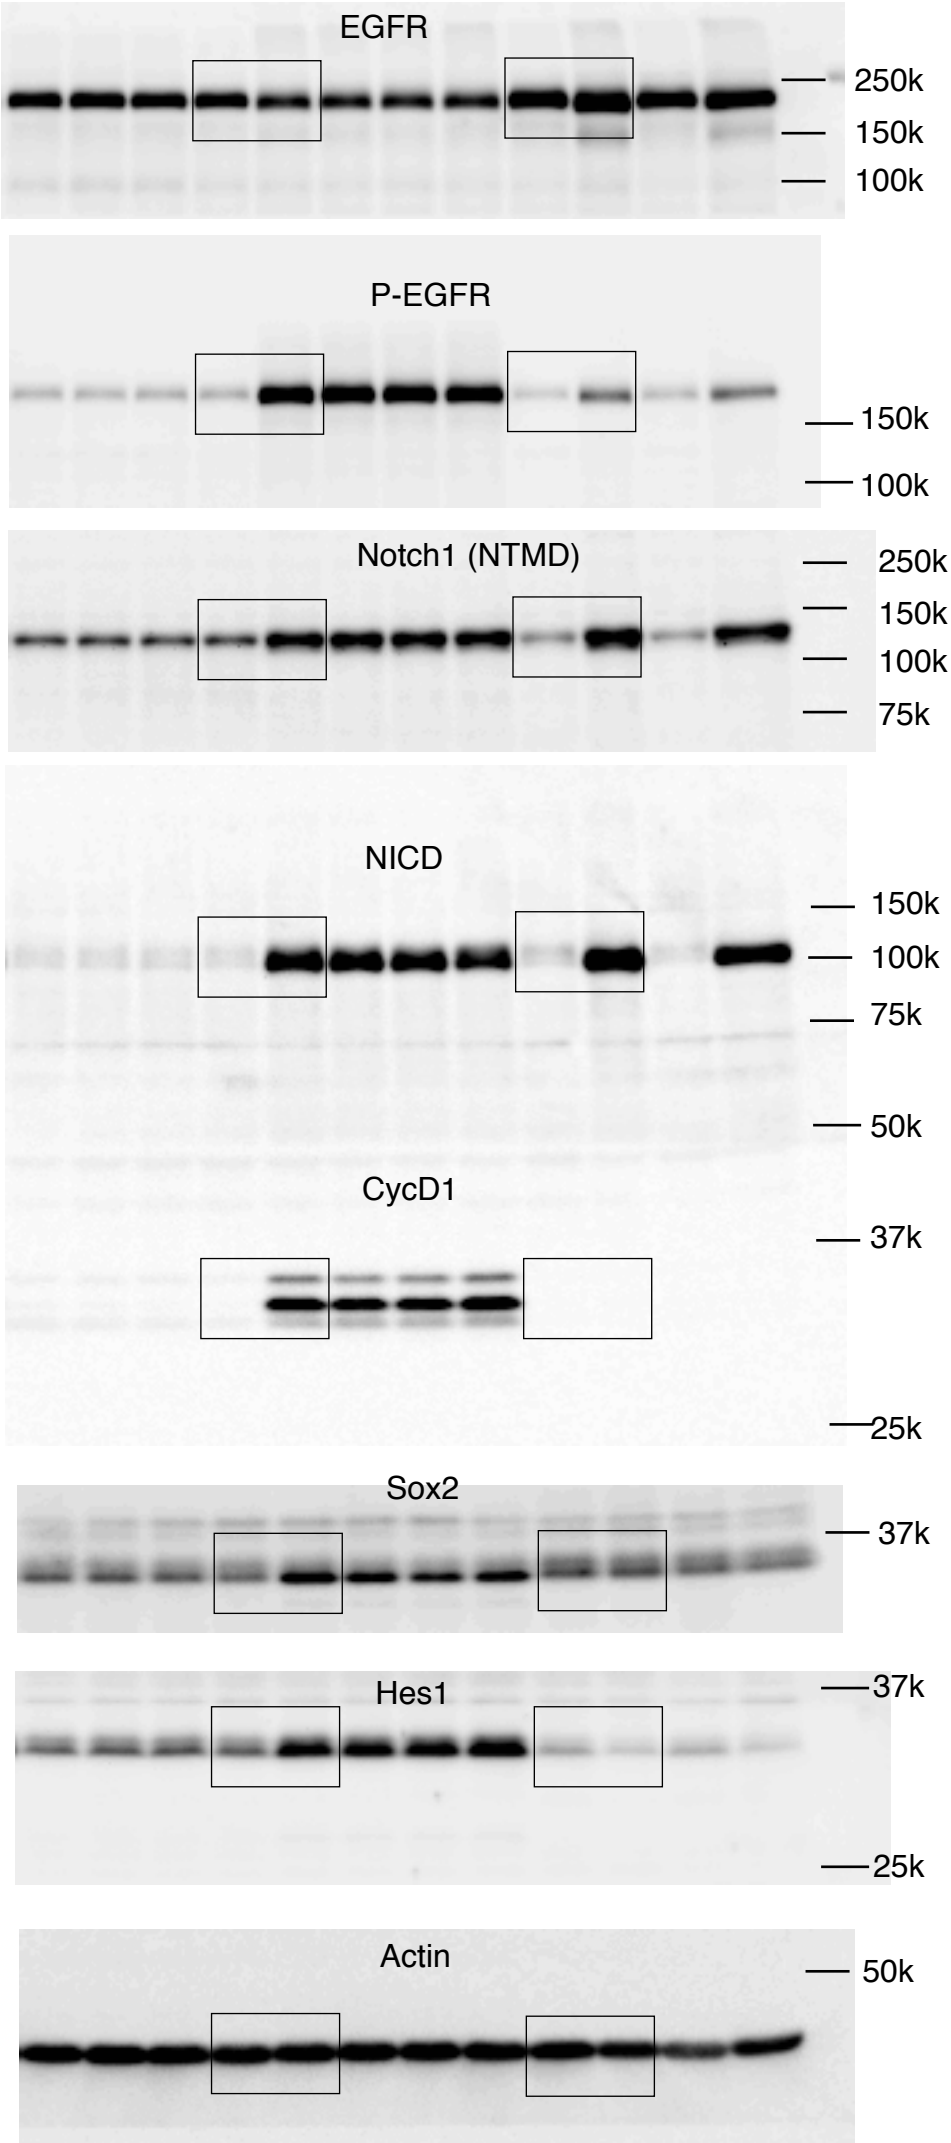

Figure 3c

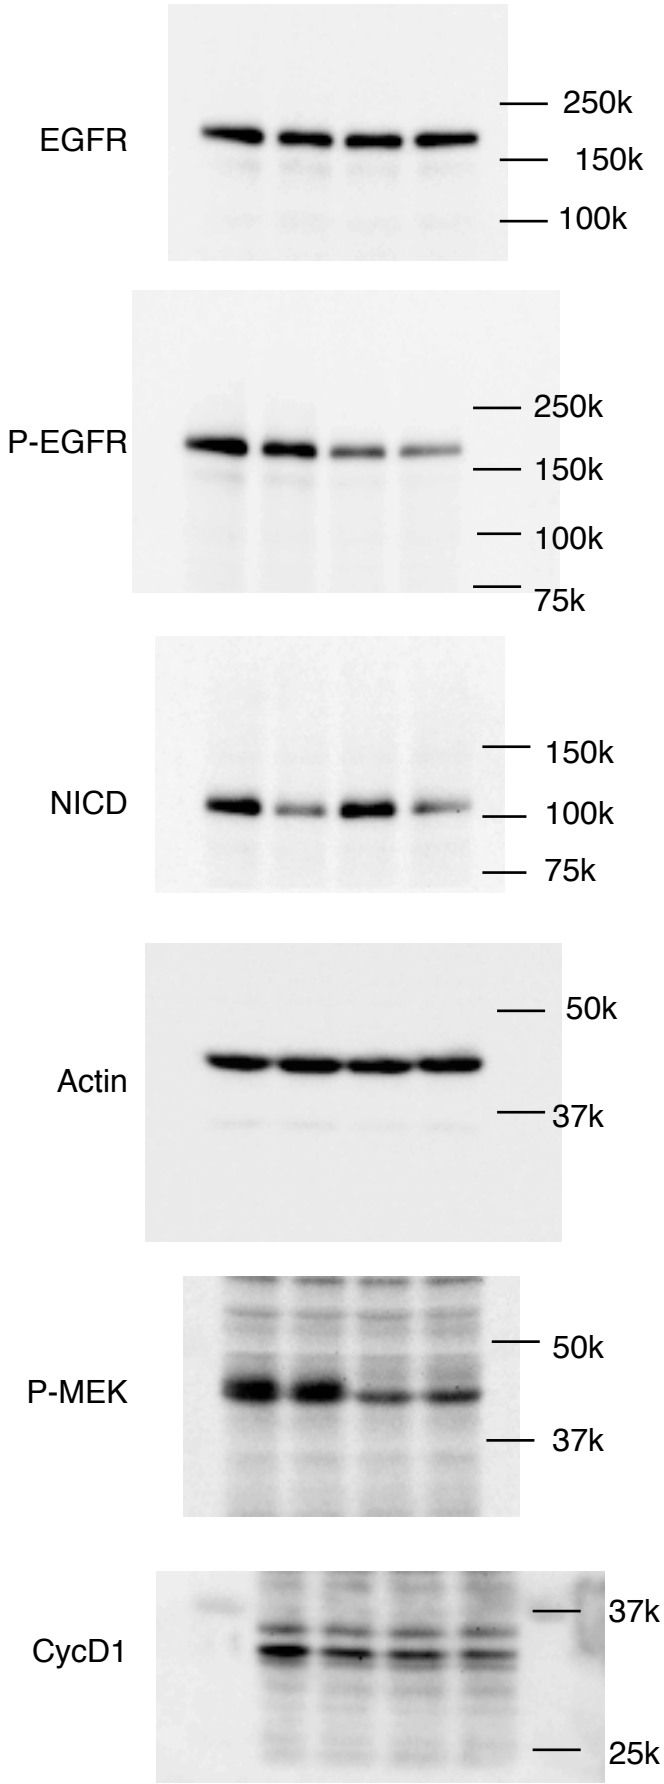

Figure 3e

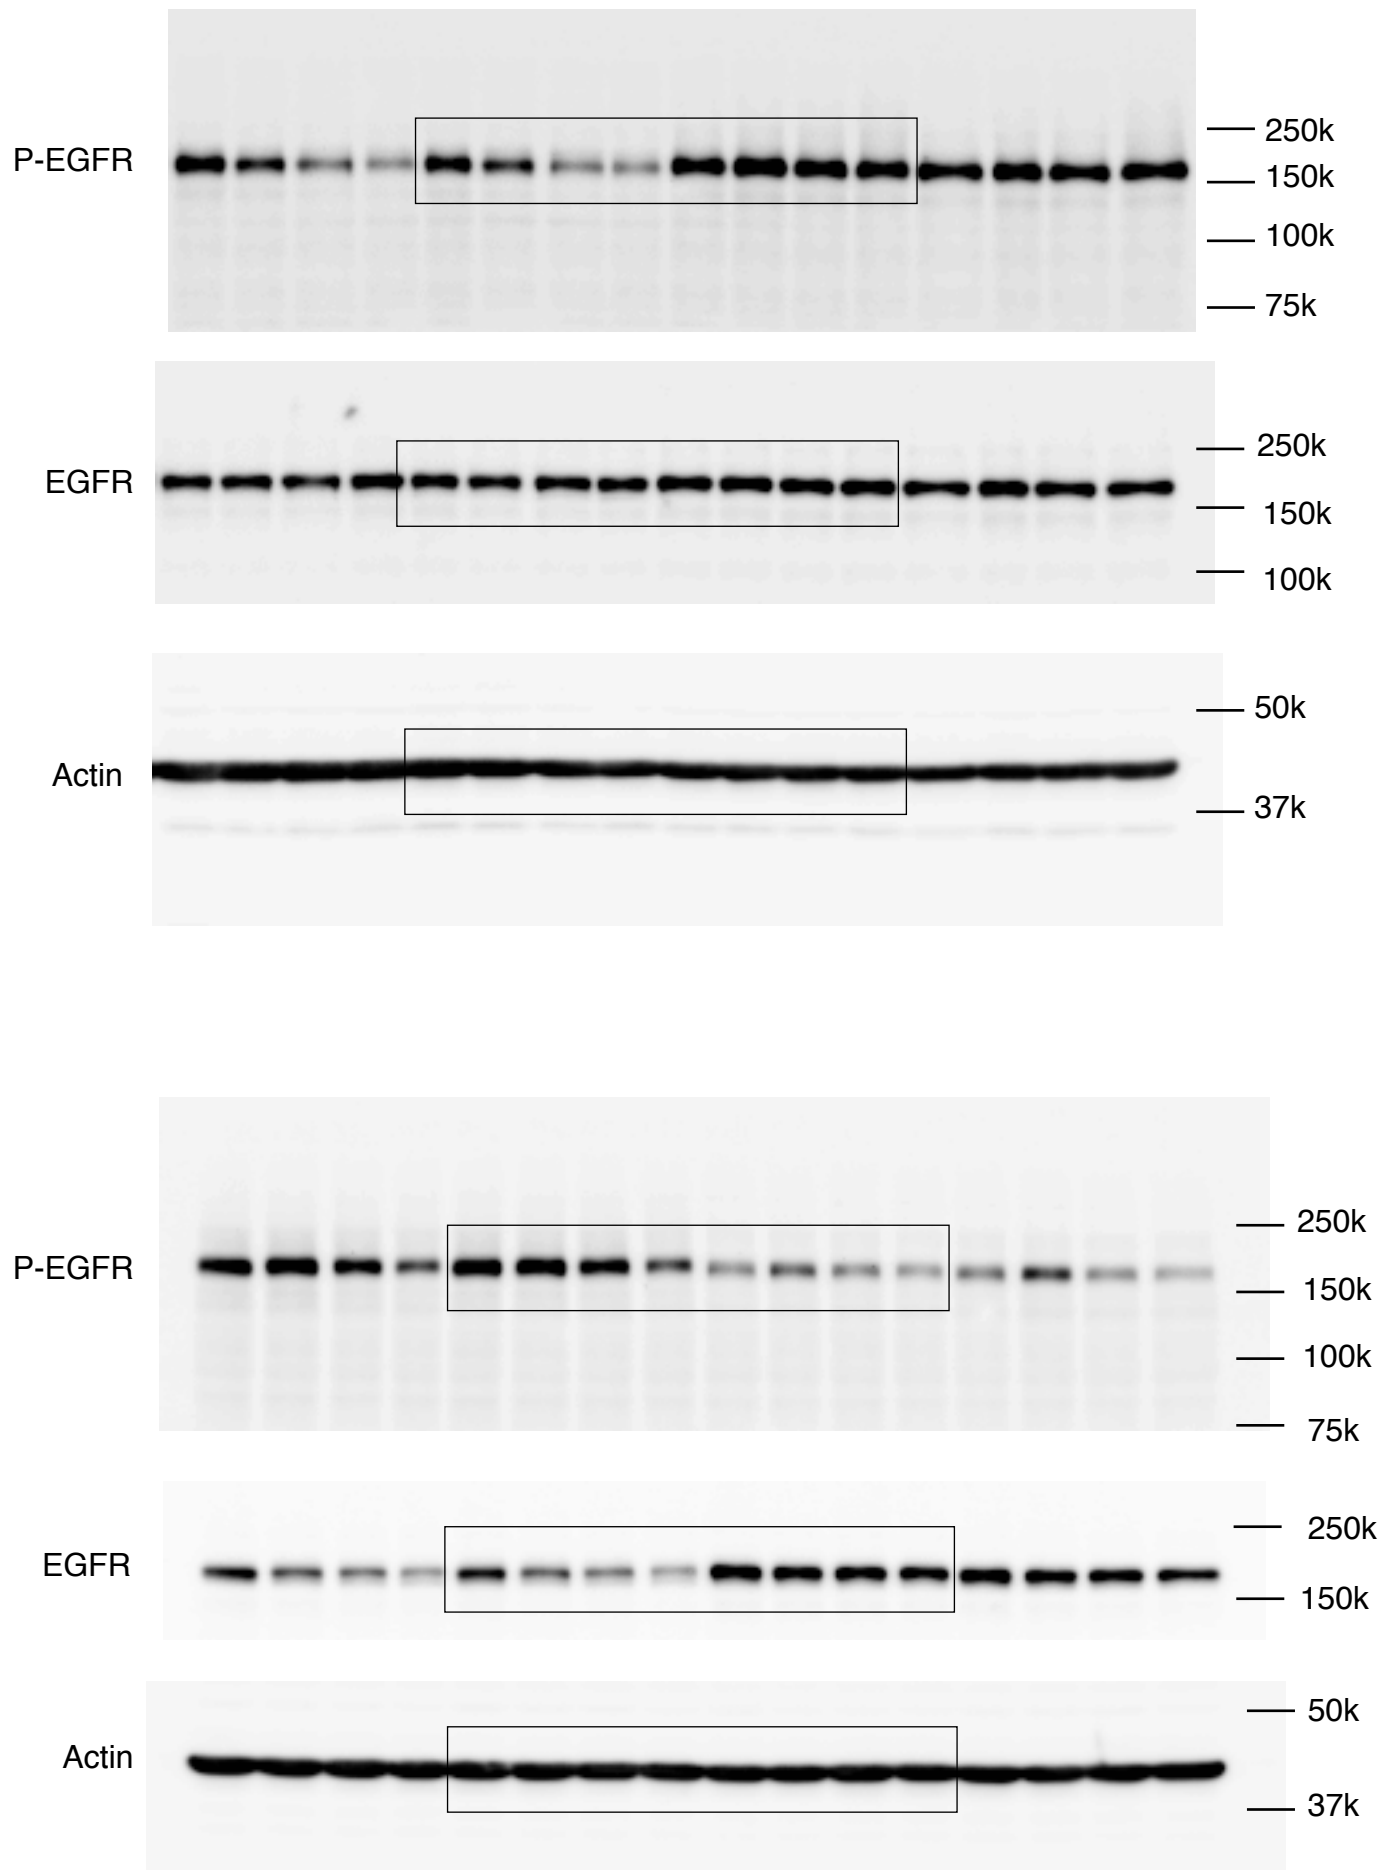

Figure 5a

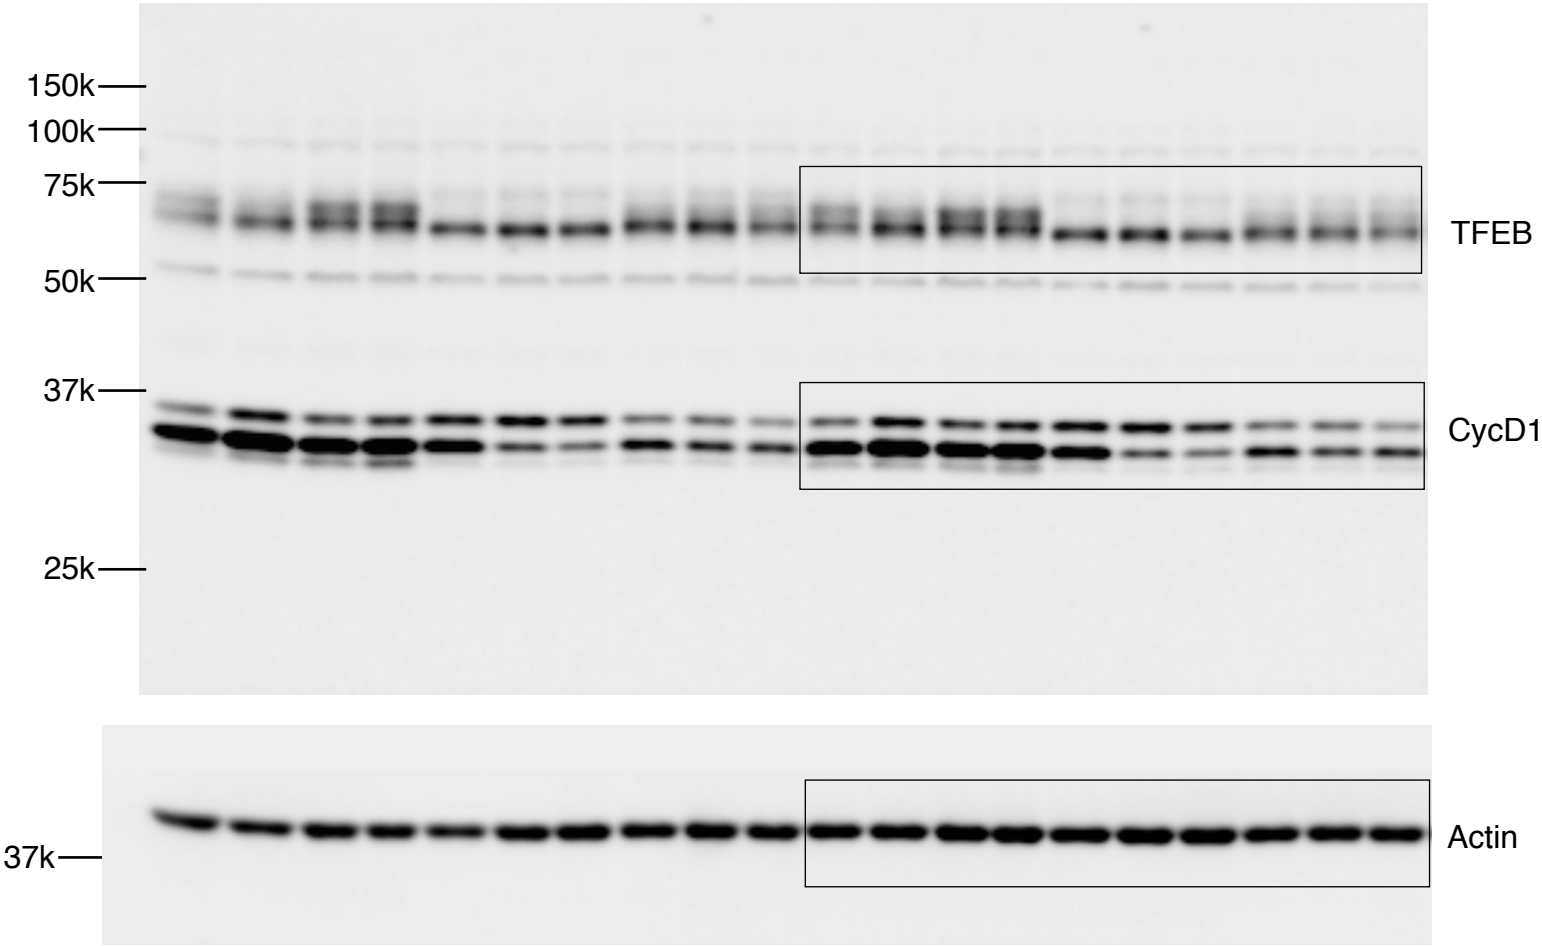

Figure 5d

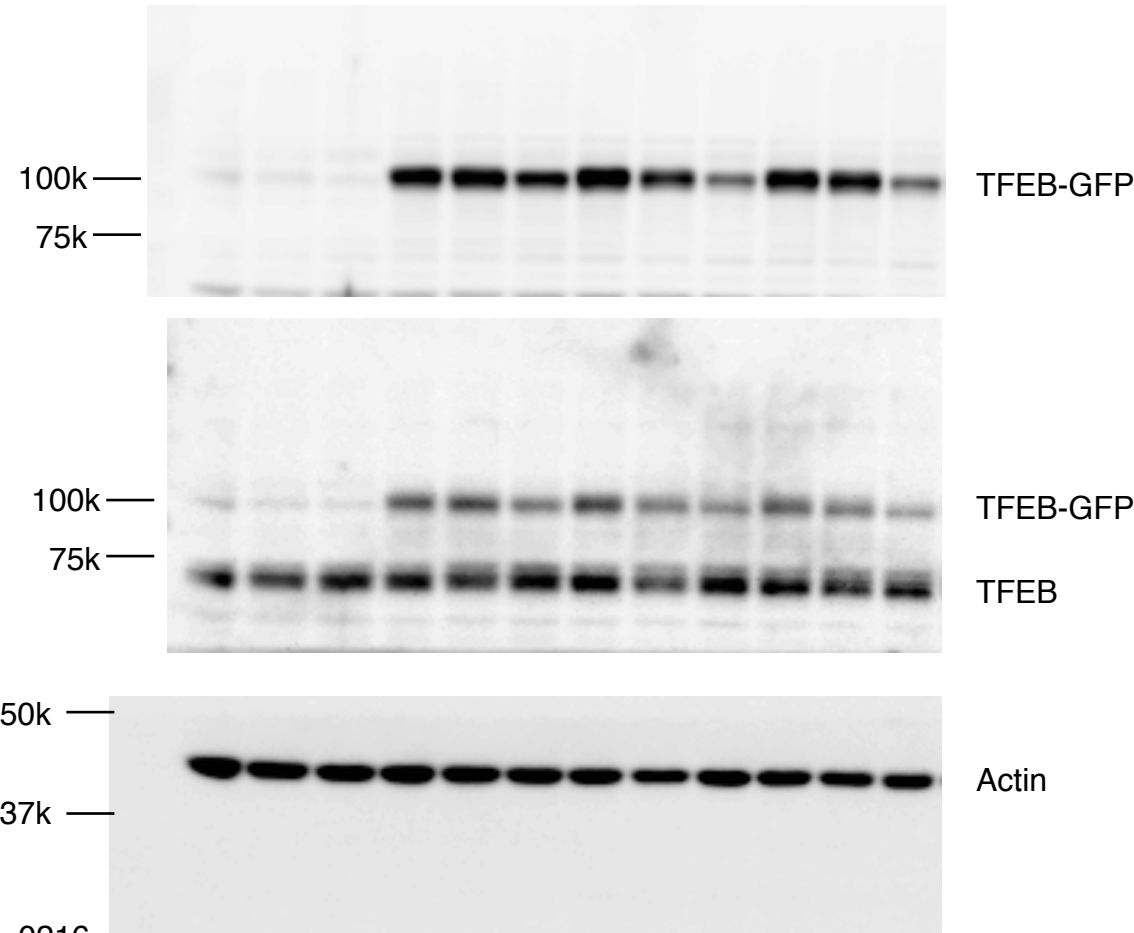

Figure 6a

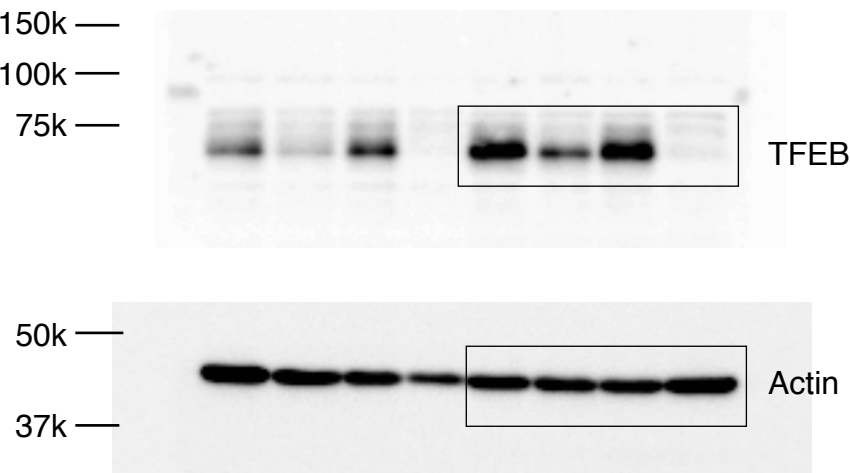

20180608

Figure 6g

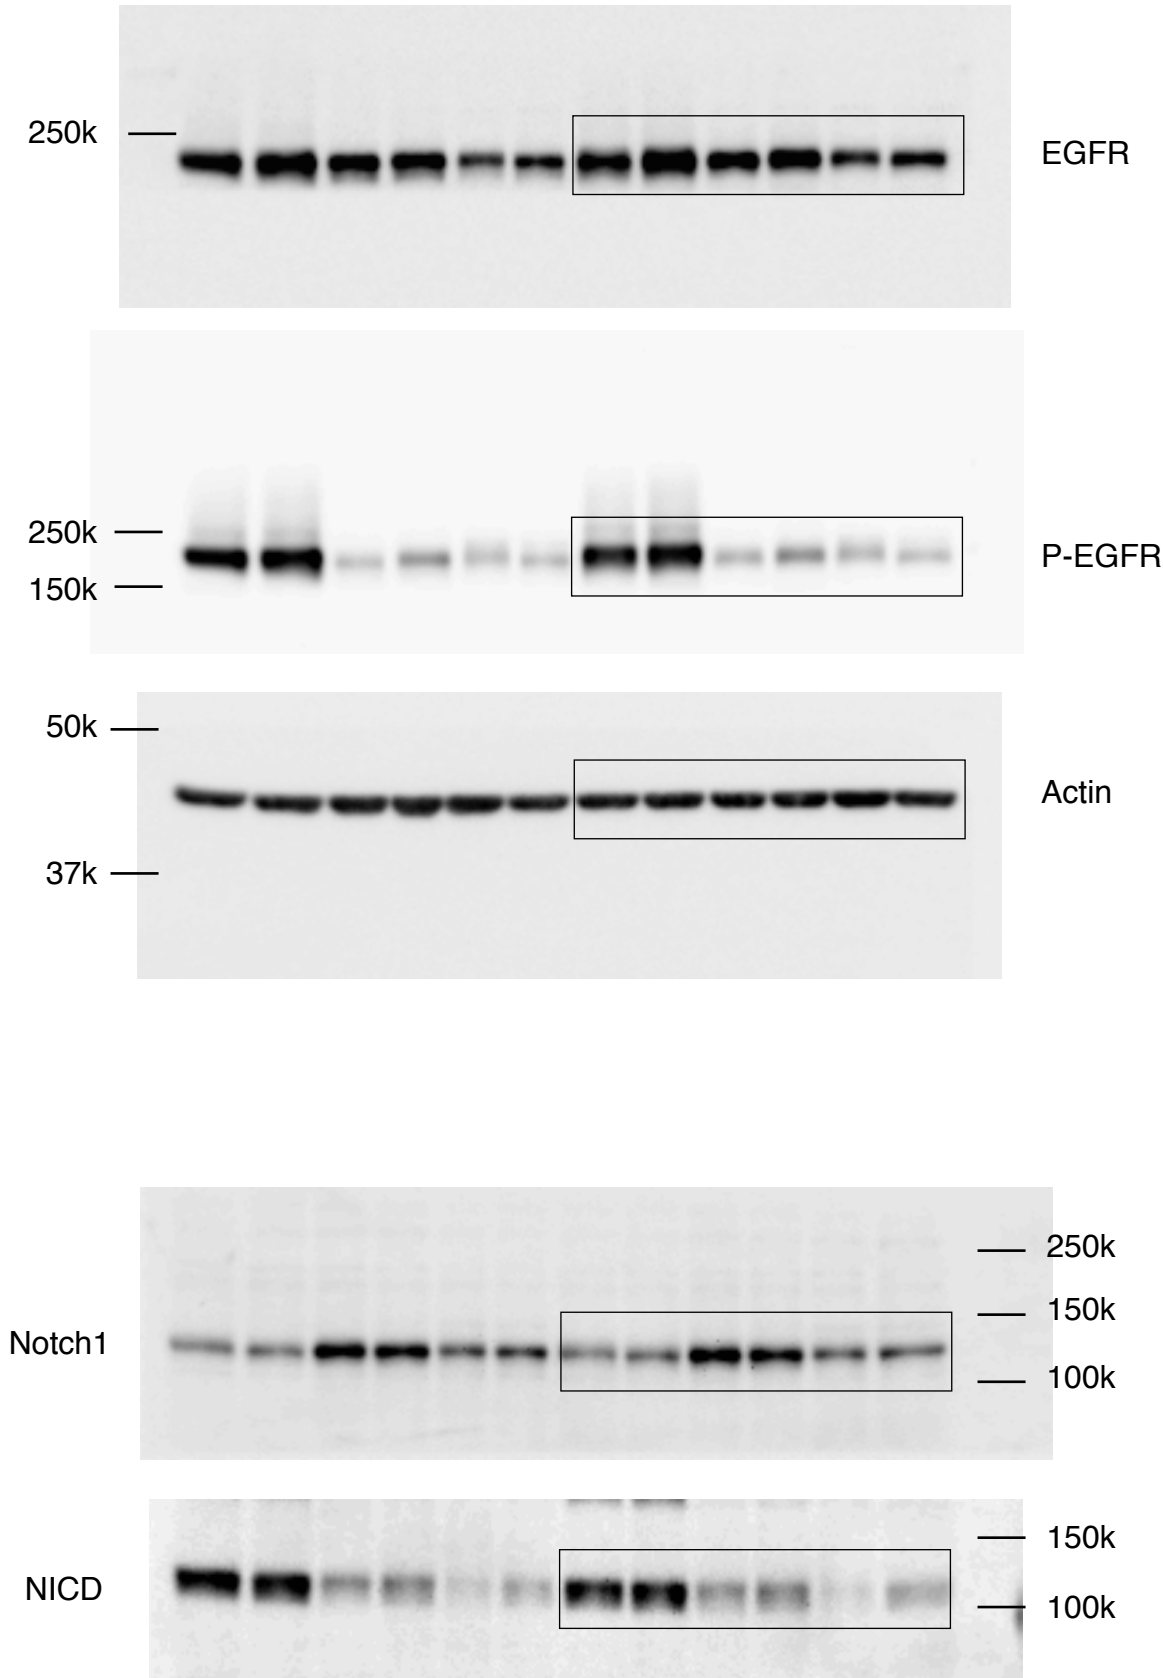

Figure 6i

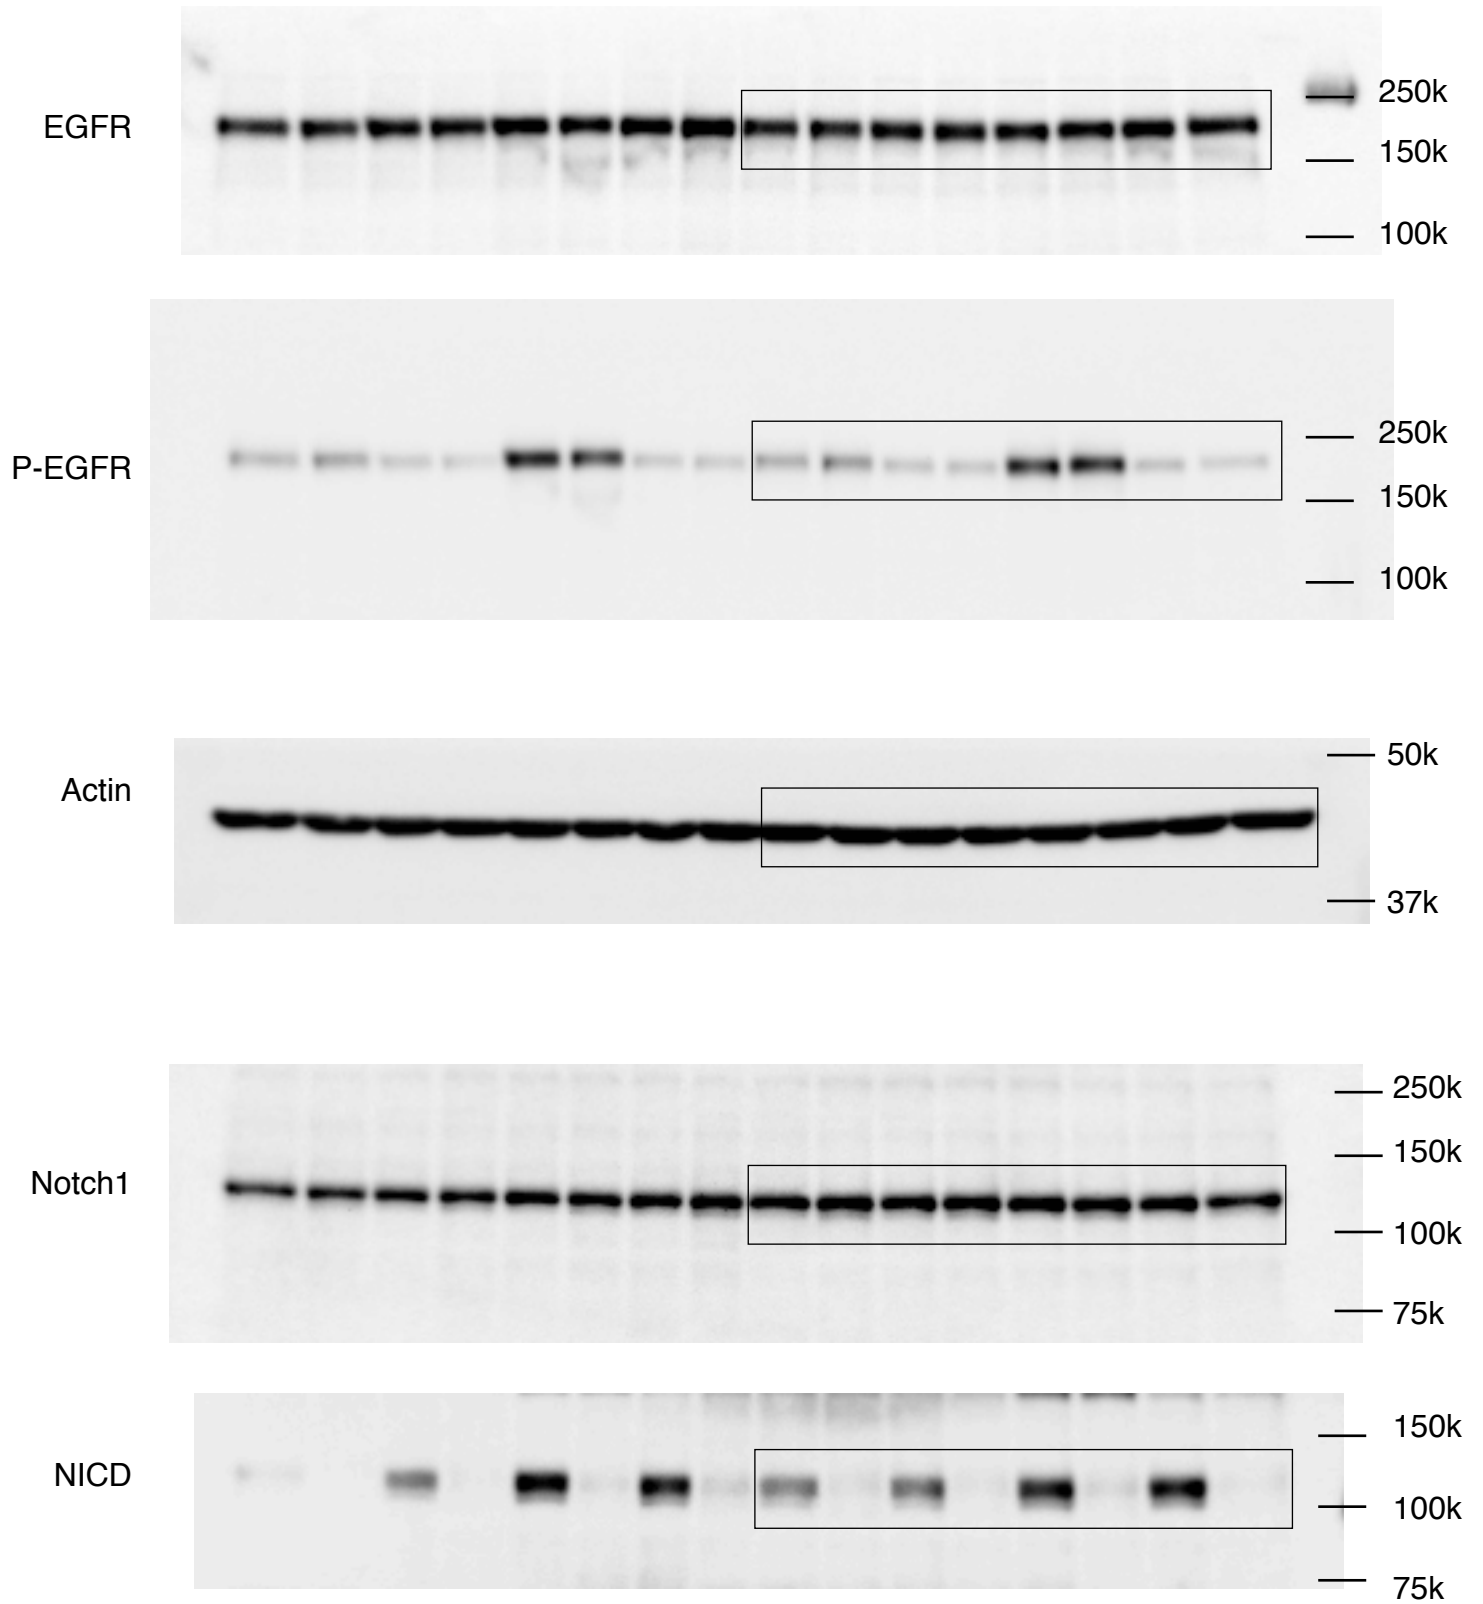

Supplemental Figure 1c

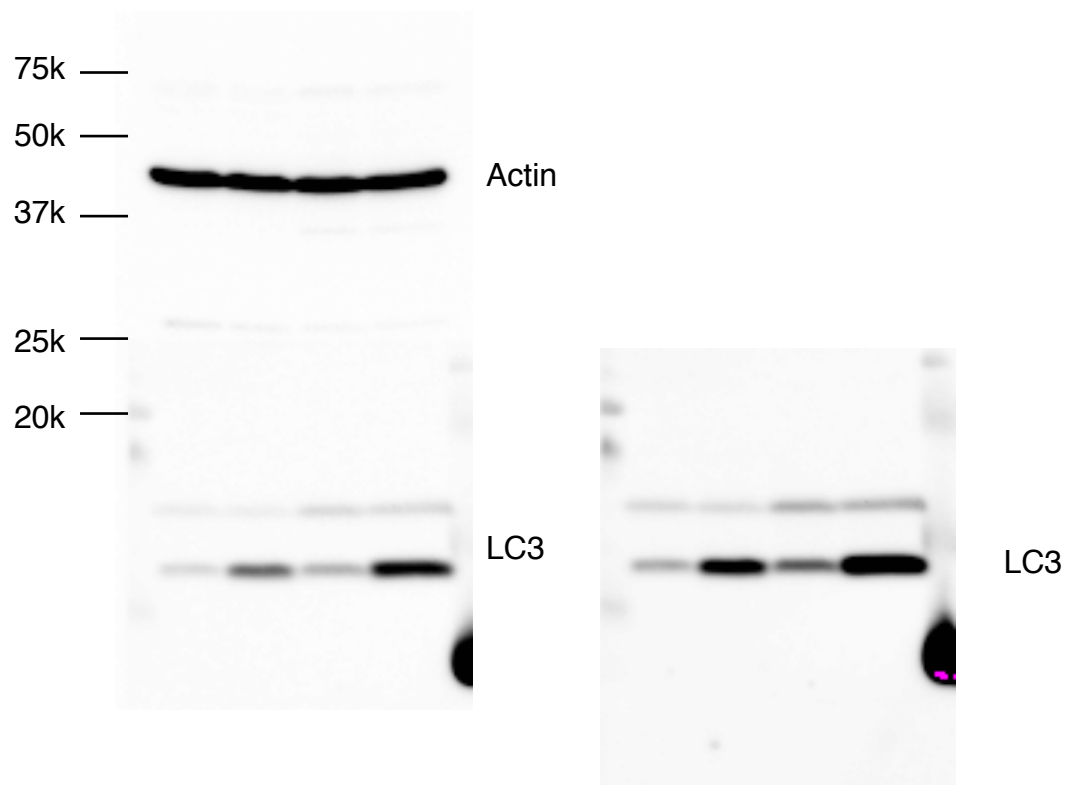

Supplemental Figure 2e

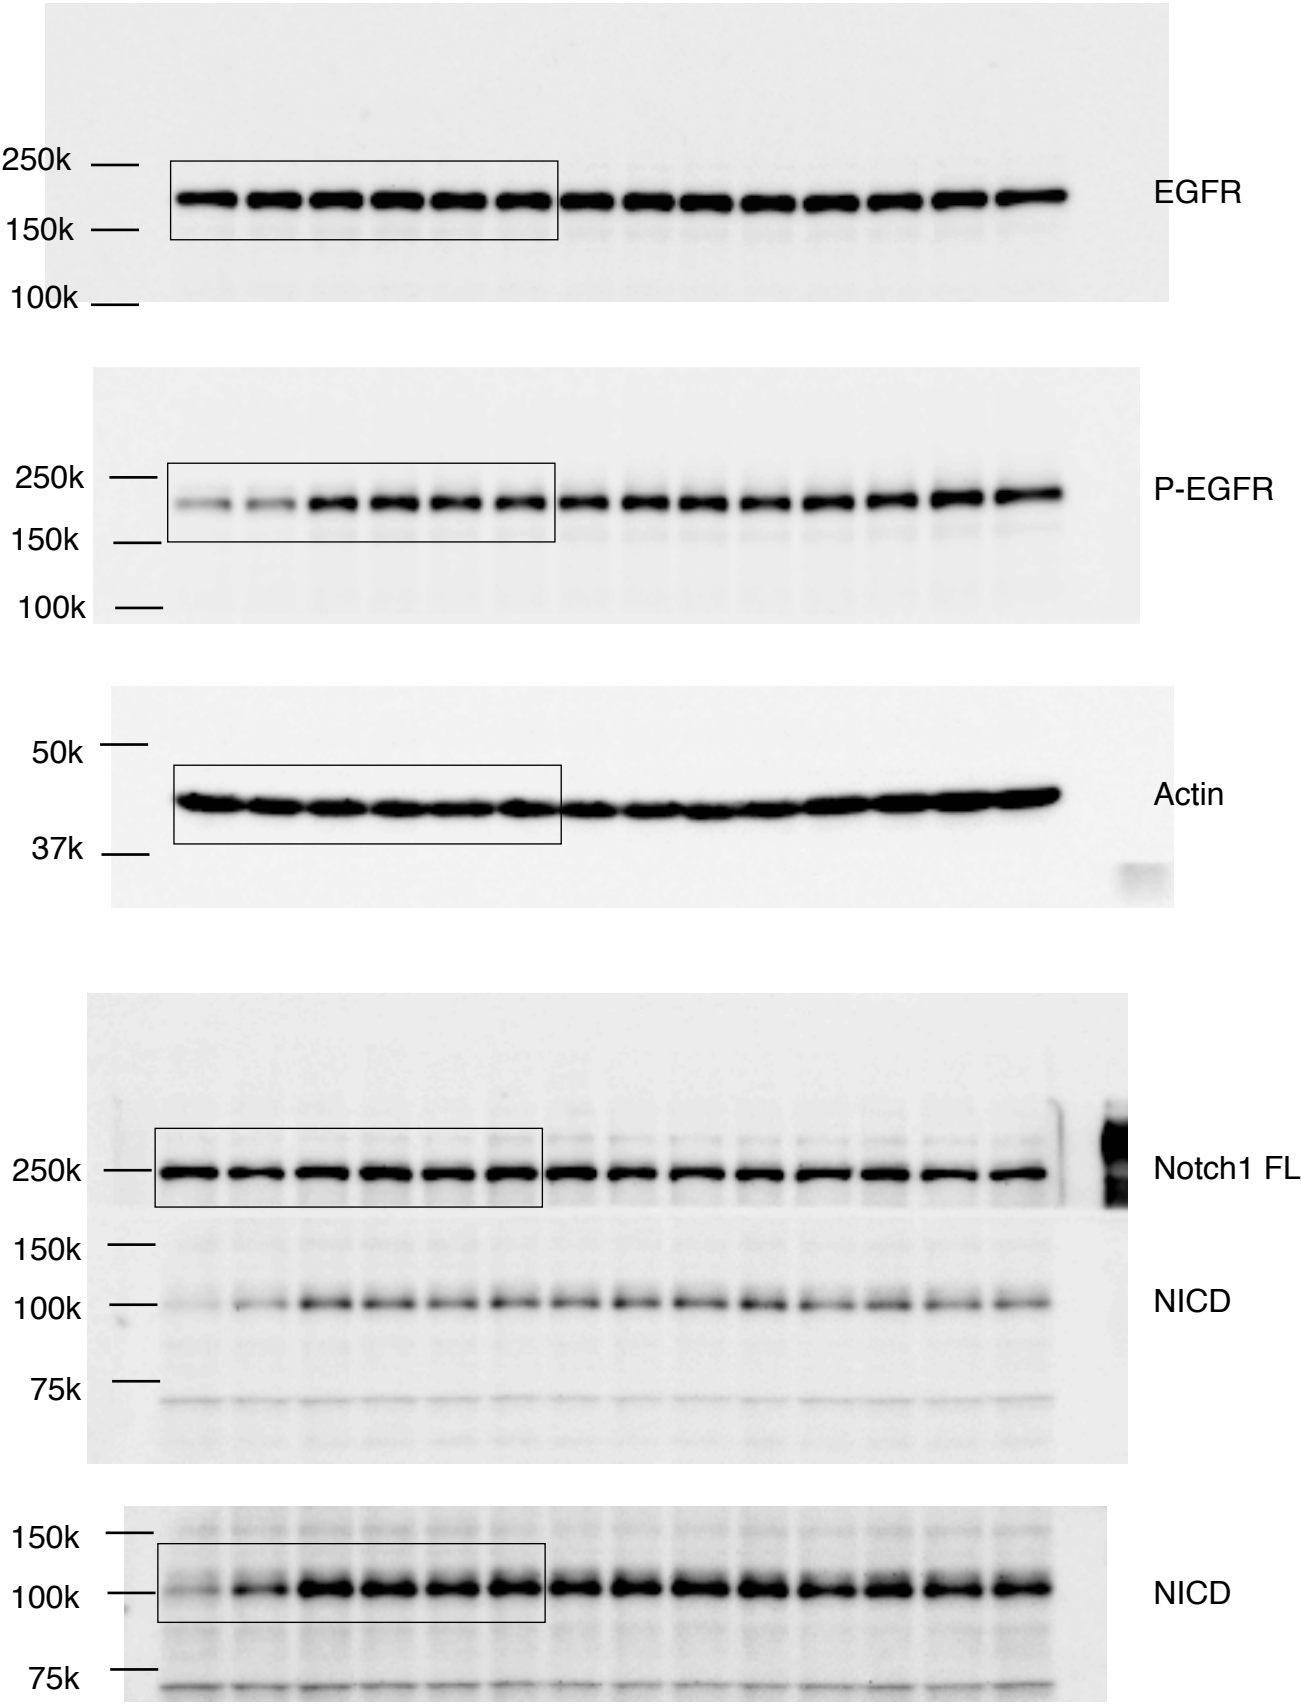

Figure 2g

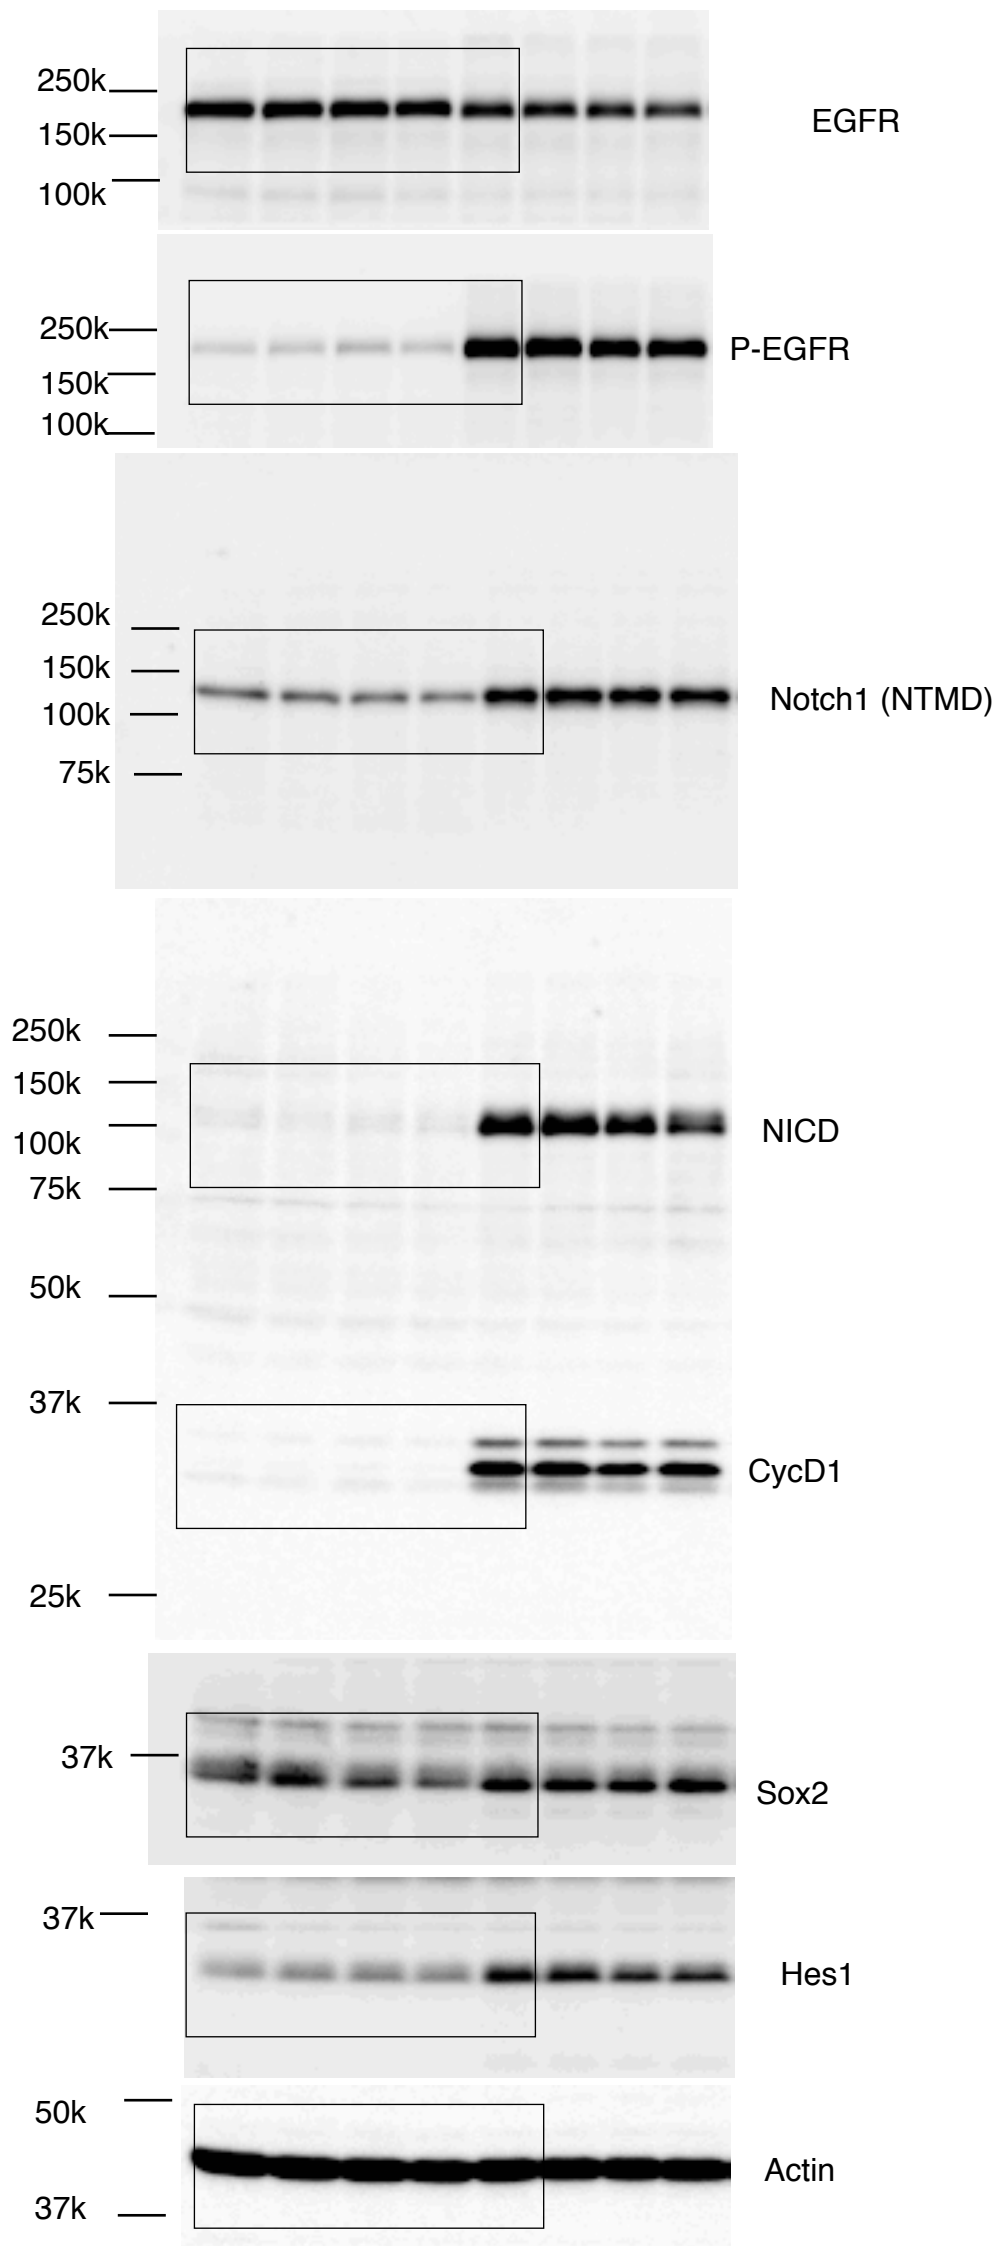

Figure 2h

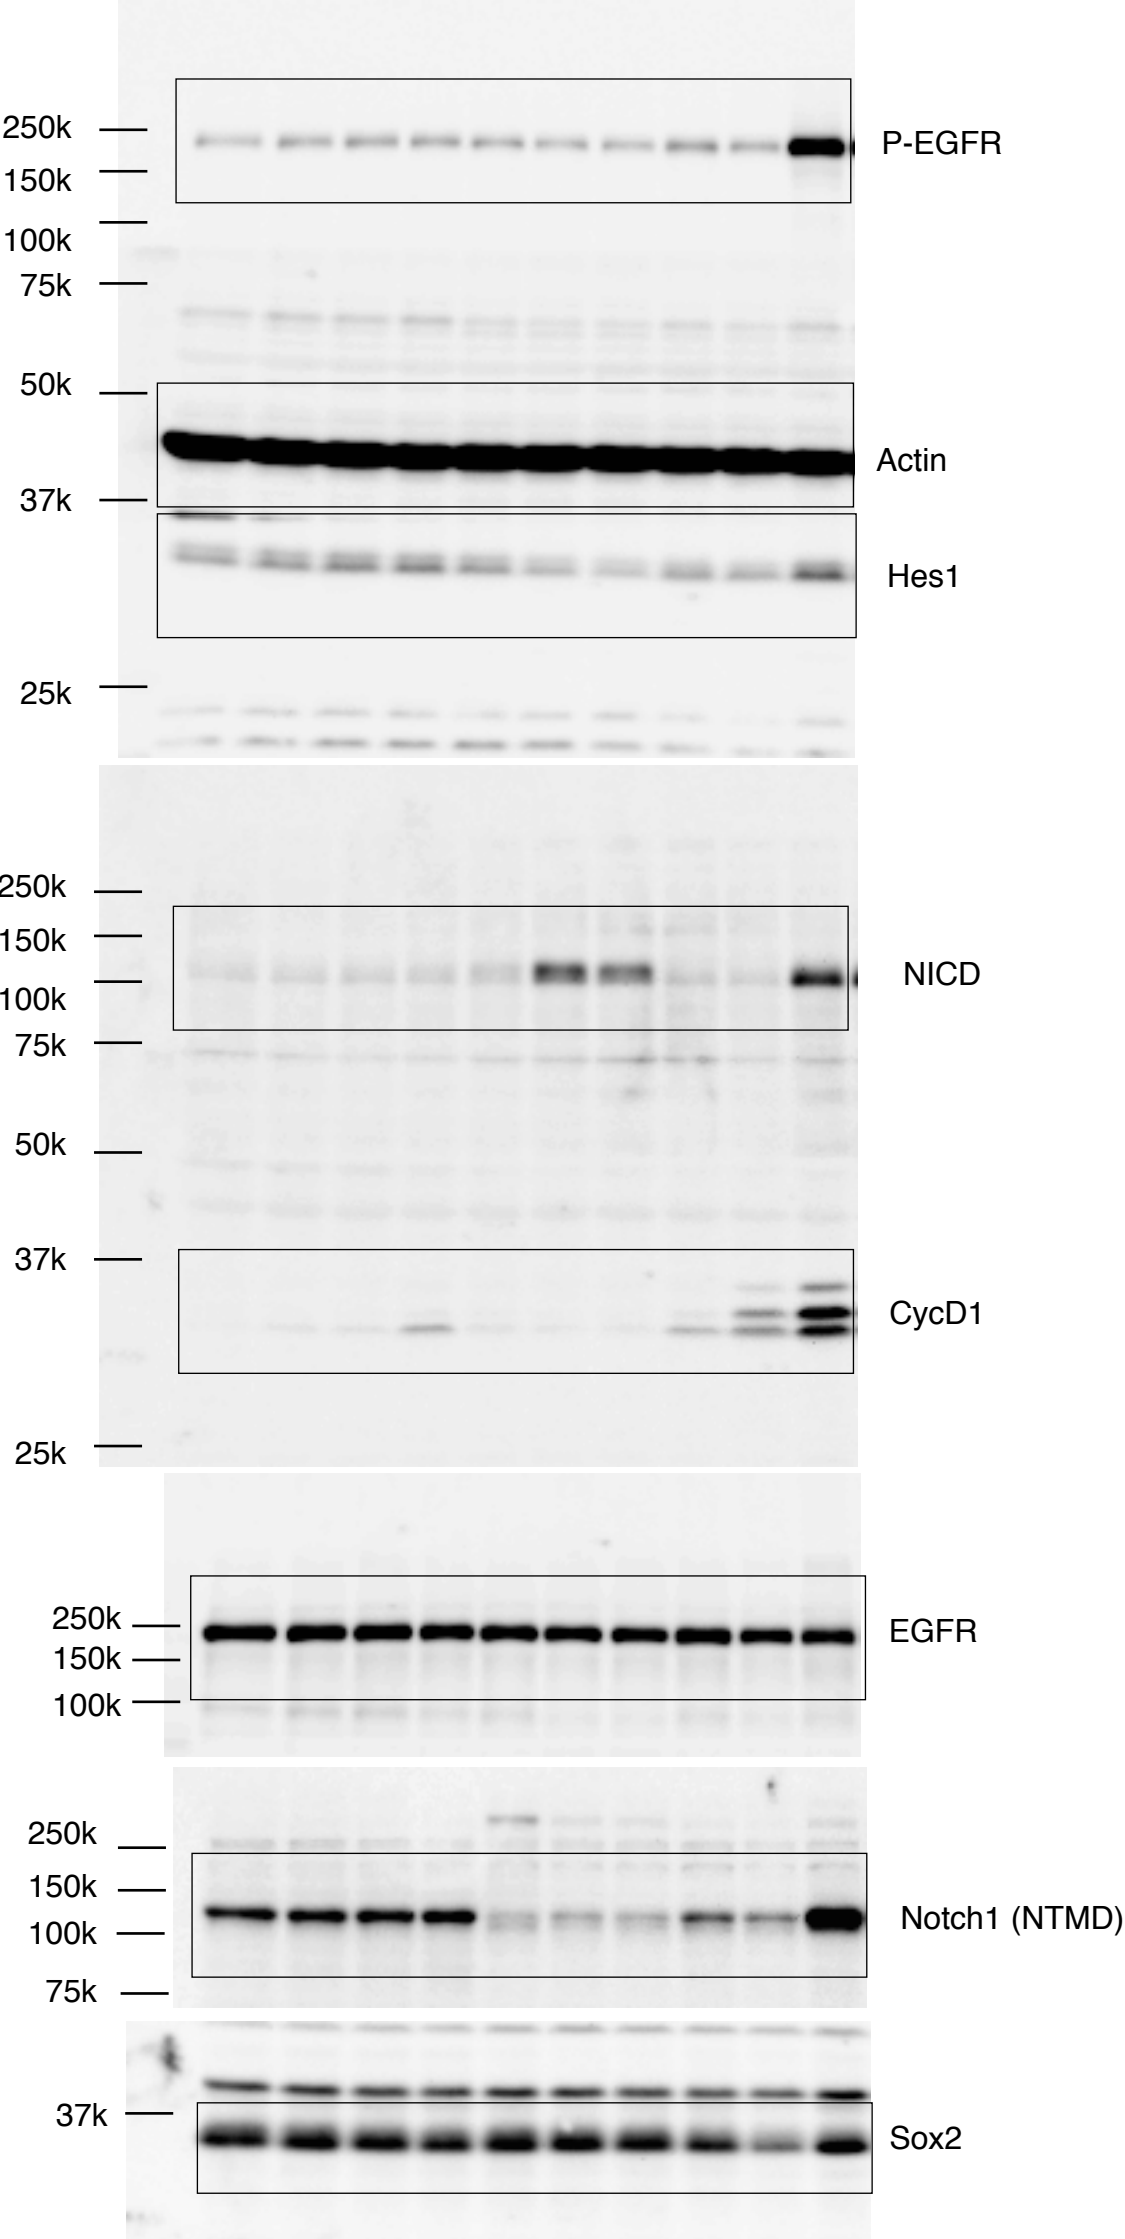

Supplementary Figure 2j

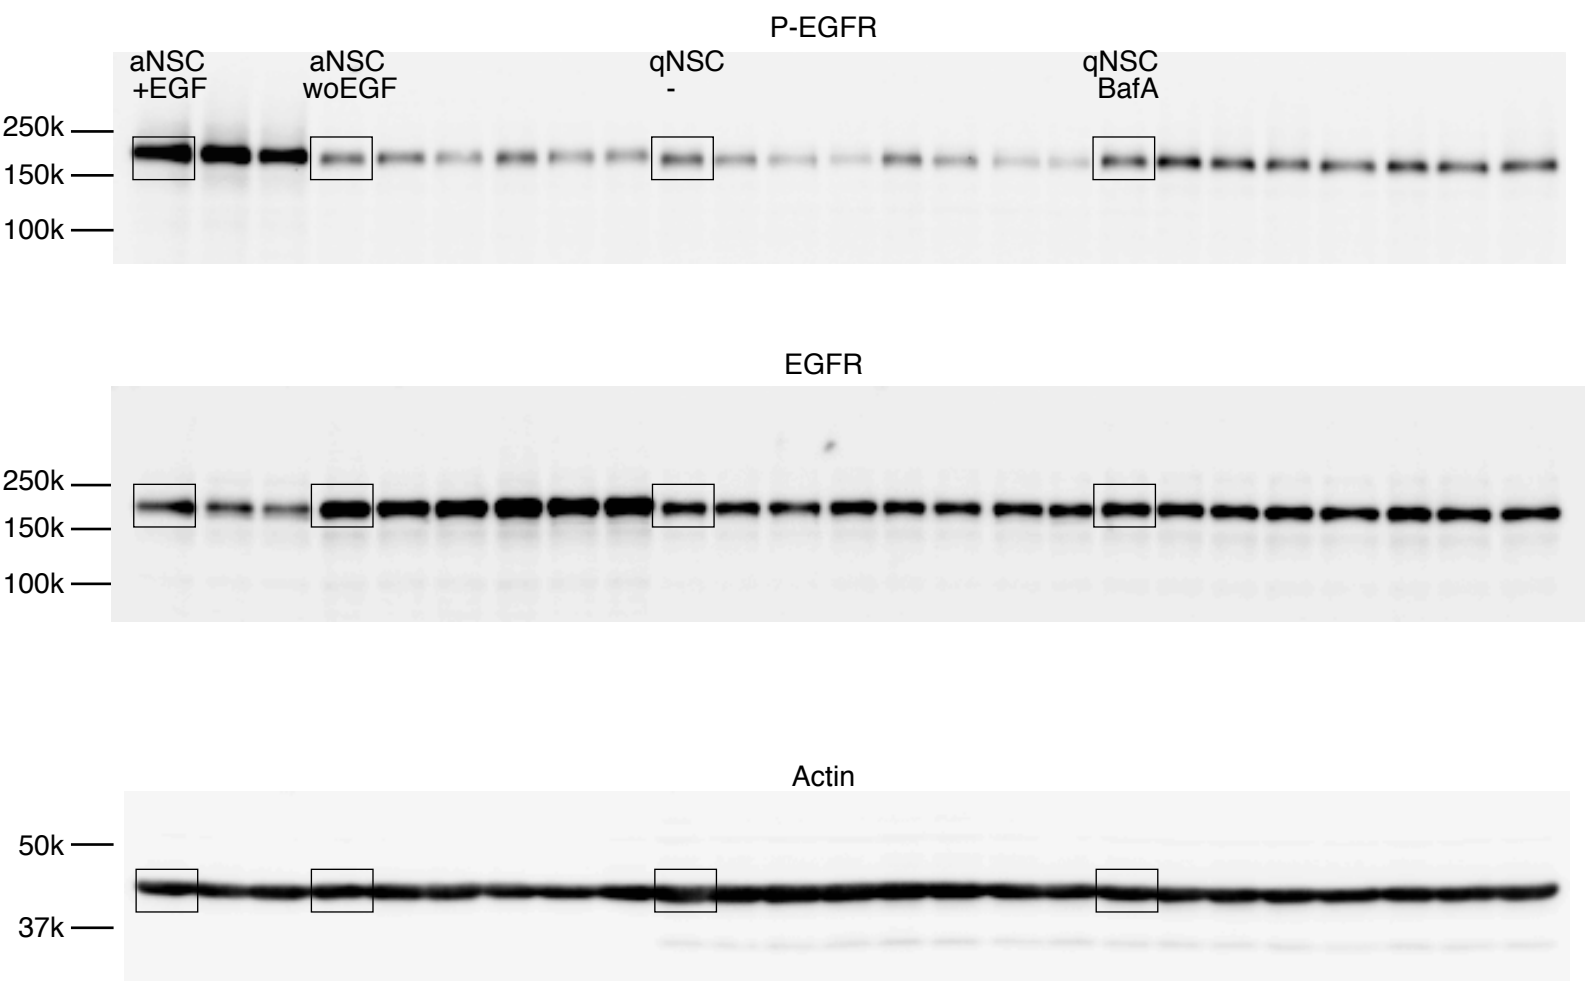

Supplementary Figure 3

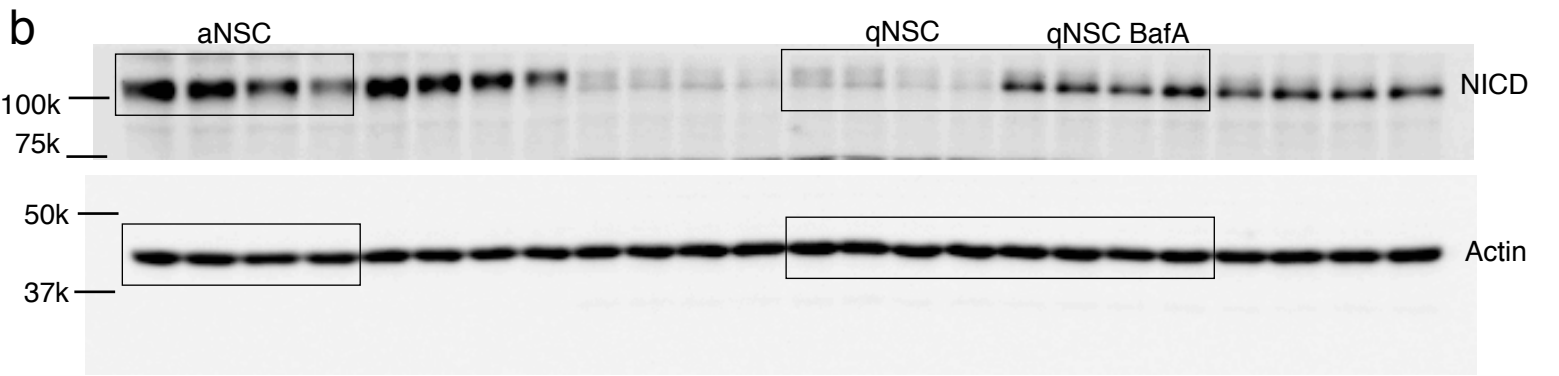

20151125, 1126

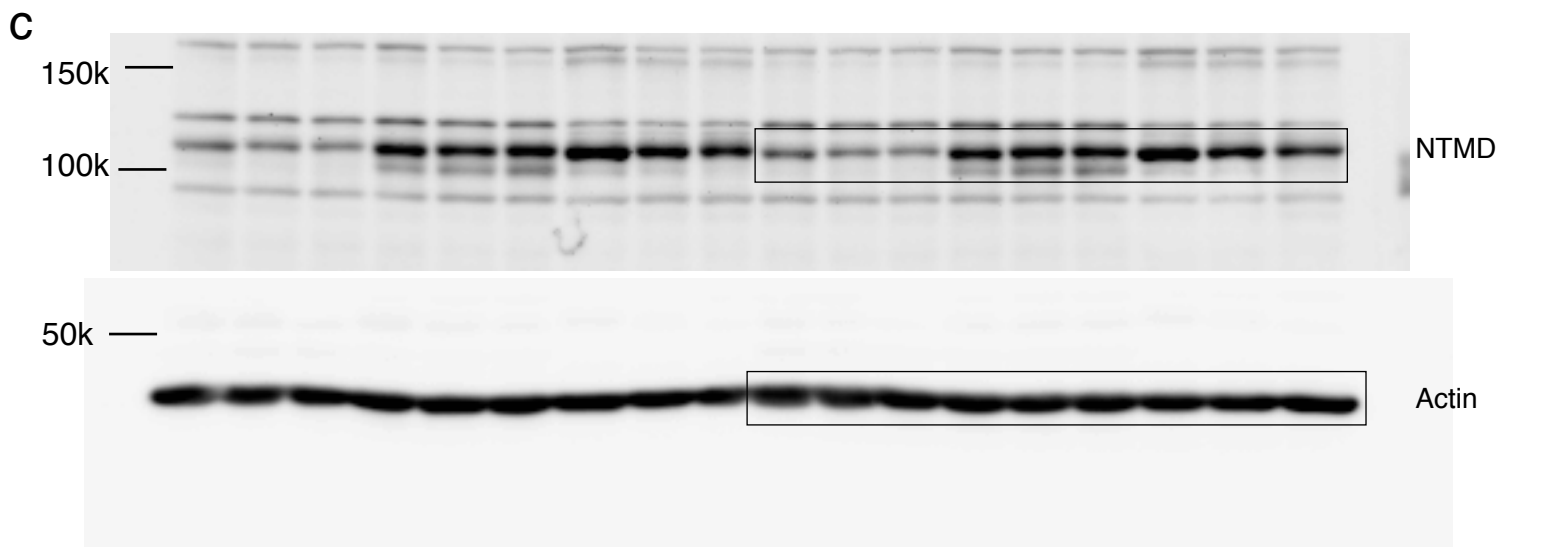

20160906

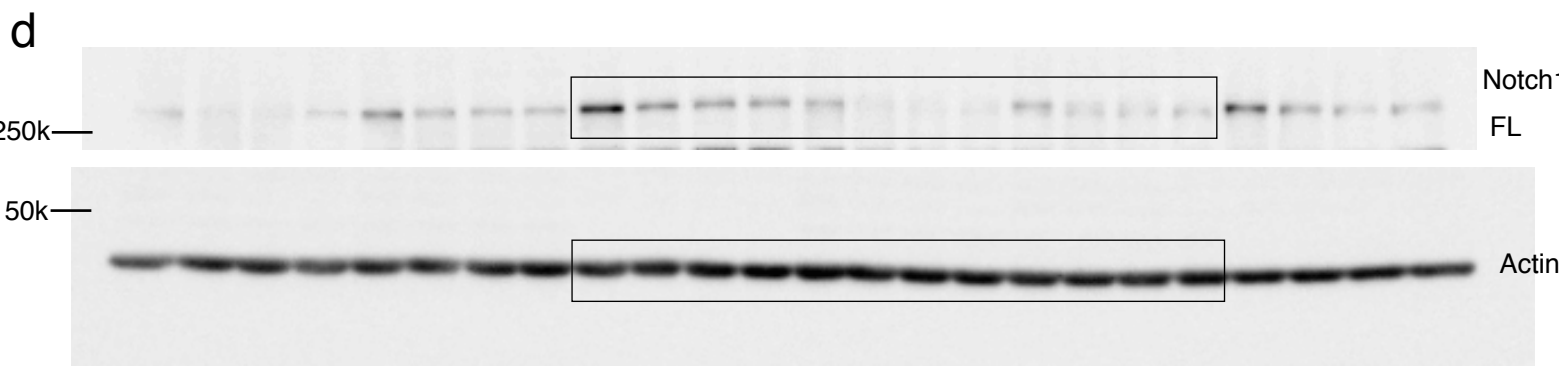

20160826

Supplementary Figure 8a

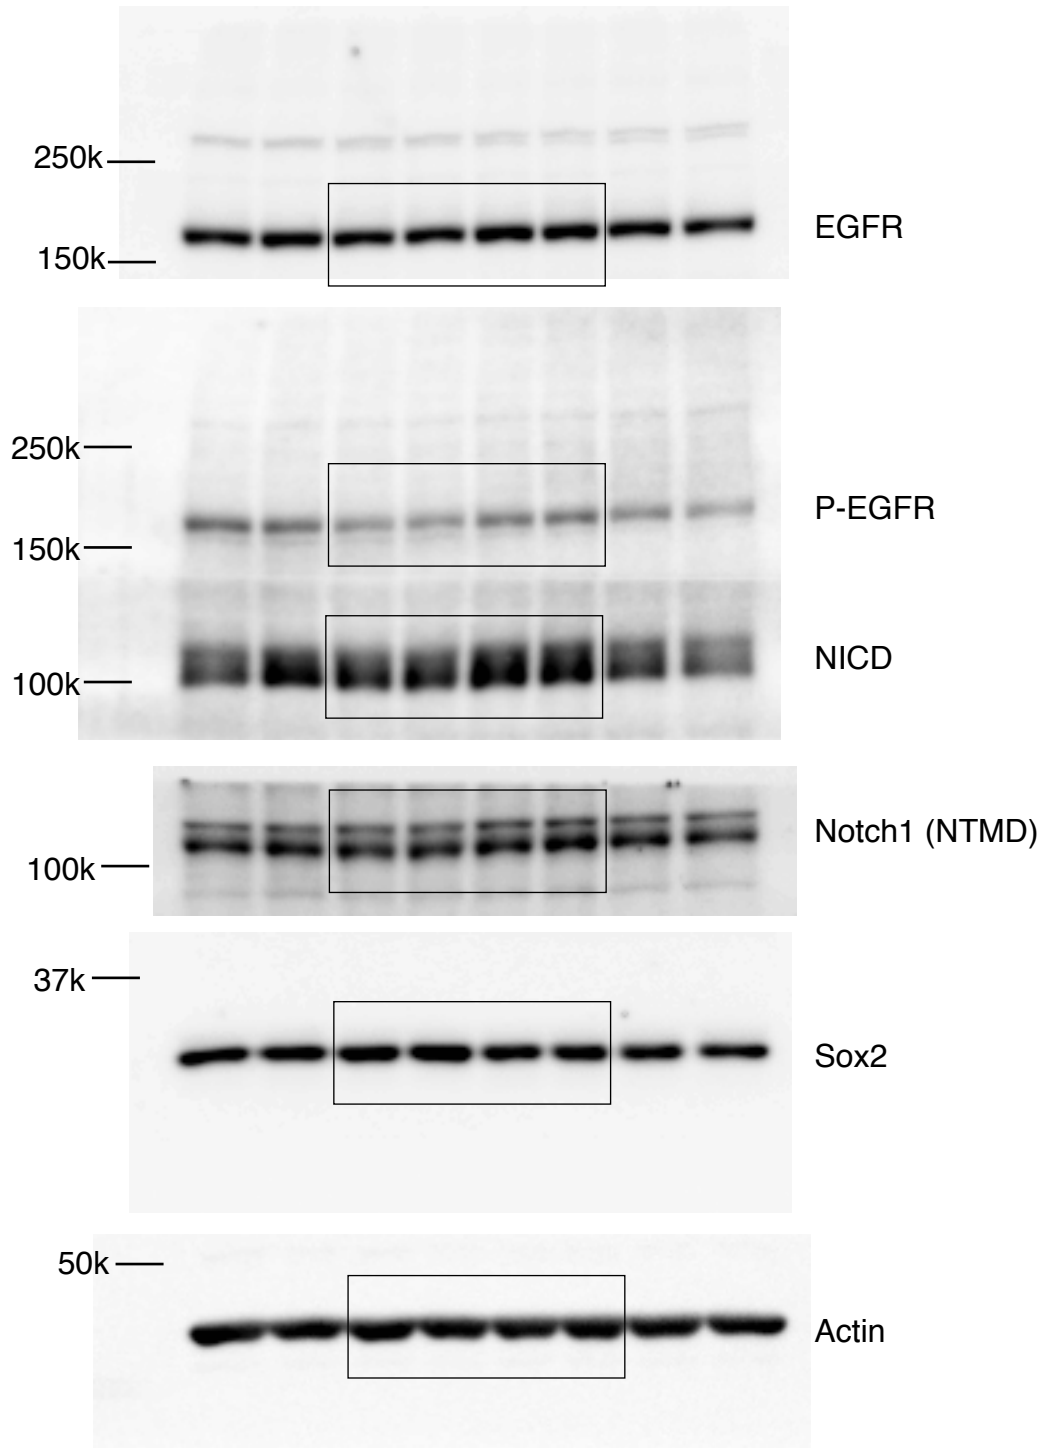

**Supplement:** Supplementary file 8 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

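RNA from qNSCs was measured on 8 single-colour oligonucleotide arrays, in 4 groups of 2: control qNSCs and qNSCs with 20 nM BafA, at 4 h and at 24 h. The authors deposited the scanner output of each array, which gives intensities of every spot and of the area around it on a linear scale, not normalized. The authors also deposited 1 table of signal values, in which each array had been scaled to a median of 25 after the level of the blank spots was subtracted. The paper's Supplementary Methods give the scaling by the median, and the other steps were found from the values. The paper does not give the way the scanner was set, but the head of each scanner output holds 2 gain slopes. They are 0.496 and 0.261 on the first control array of each time, and 0.485 to 0.486 and 0.235 to 0.237 on the other 6 arrays. This was read as 2 scan settings. Every array was assigned to its group from its label, and 0 columns of the deposited table were left without a sample.

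The spot signals were read with Python 3.11.15 and analysed in R 4.3.3 with limma 3.58.1. The background was corrected with normexp and an offset of 50 on all spots, without the signal around the spot. Control spots were then dropped, each array was scaled to a median of 25 over the probes with a value, and log2 was taken. Of the 23473 probes that measure genes, the 20471 with a value on all 8 arrays were tested. Each probe was fitted with 1 coefficient per group, and eBayes was run with a trend of the variance on the mean signal. The fit has 4 residual degrees of freedom and 19.4 prior degrees of freedom. Adjusted p-values are from the Benjamini-Hochberg method over all probes tested, at a threshold of 0.05. The comparisons are BafA against control at 4 h and at 24 h, the difference of these 2 effects, and control qNSCs of 24 h against those of 4 h. An exact permutation test of 2 arrays against 2 cannot give a 2-sided p below 0.33, so no such test is printed for single genes.

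The platform annotation gives 1 gene symbol to 16631 probes and several to 0. Another 102 probes were named from the part of Supplementary Data 1 at hand, which holds 795 rows and leaves out 22679, so that no overlap or enrichment was tested on it. The copy at hand leaves out 34 rows of Supplementary Data 2, which was not used here. In all, 16733 probes have a name and 6740 have none, 3976 symbols were updated through synonyms, and there are 16473 distinct symbols. Where a gene has several probes, the one with the highest mean signal stands for the gene. Of 207 genes with more than 1 probe tested, 5 have probes called in opposite directions and 66 have some probes called and some not, in at least 1 comparison of BafA with control. Genes without a name here, among them Ccnd1 and Sox2, were not analysed here.

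Before the data were examined, 25 gene lists were fixed: cholesterol biosynthesis, sterol-responsive uptake and regulation, fatty acid synthesis, immediate-early and growth response, growth factors and mitogens, G1/S and DNA replication, G2/M and mitosis, CDK inhibitors and cell-cycle arrest, BMP targets, the Notch pathway, the EGFR pathway, receptor tyrosine kinases, lysosomal enzymes and membrane proteins, V-ATPase subunits, autophagy and MiT/TFE factors, the unfolded protein and integrated stress response, the hypoxia response, iron handling, the inflammatory and interferon response, and markers of neural stem cells, astrocytes, neurons and neuroblasts, oligodendrocyte lineage, microglia, and endothelial, mural and fibroblast cells. The paper and a few rows of its Supplementary Data 1 had been seen by then, so that the lists were not chosen blind to its results. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. The named genes were fixed by a rule: the genes the paper names for these cells, the 10 genes with the largest rise and the 10 with the largest fall at each time among those that passed with both BafA arrays on the same side of both control arrays, up to 4 leading members of each list, and all members of the cholesterol, Notch and EGFR lists. The 2-fold rule takes ratios of the group means of the normalized signal, over probes with a value on all 4 arrays of that time. Genes past it were tested for the lists with Fisher's exact test, one-sided, since no annotation of all genes by function was at hand.

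The test was tried on a simulated comparison at 4 h of 20471 probes. Of 67 probes changed 1.5-fold, 61 were called (91%), as were all 67 changed 2-fold and all 66 changed 4-fold. These changes were set on the scale with the offset, with the spread that the fit itself estimated. On that scale the fold changes of dim probes are smaller than in the authors' deposited values. The shares called therefore do not show how often such a fold change in the deposited values of a dim probe would be found. Of the calls, 10 were of unchanged probes (4.9%). In the simulated comparison at 24 h, which held no change, 3 probes were called. Of 24 unchanged lists, 0 were called. The simulated probes vary independently of each other, while the estimated correlation was 0.353 for cholesterol biosynthesis and 0.596 for V-ATPase subunits. The simulation therefore does not show how often lists of correlated genes are called wrongly.

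The alternatives set before the data were examined are quantile normalization, no background correction, the authors' deposited values, a pseudocount of 16, a mean signal over 100 in at least 1 group, a value on the 4 arrays compared, eBayes without trend, the replicate number as a block, the scan setting as a block, only the 4 arrays of 1 time, the test that the description of Supplementary Data 1 names, and leaving out each array in turn. For the lists they also include the estimated correlation and the mean of all probes of a gene. The signal over 100 is counted on the scale of the authors' deposited values, which was settled after values had been seen. Subtraction of the local background, the 6 arrays of 1 scan setting, the scan setting as a block for the lists, a crossed replicate block at 4 h, and each alternative for the probes called at both times were chosen after seeing the data. The median signal of a probe was 1.57 to 1.72 times the mean of the blank spots, so many probes lie close to the background, where the offset makes fold changes smaller.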

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

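Of the tests in this part, those of cell loss, of iron shortage and of probes close to the background were chosen only after the result was seen, and the fit to the 6 arrays of 1 scan setting was added after seeing the data but before its values for these lists were seen.

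The effect of BafA differed between 24 h and 4 h for 3005 probes in limma's test of the difference, 1510 with a higher and 1495 with a lower value at 24 h. Without the second BafA array of 24 h these were 996 and 1228, without the first 1501 and 1100, and without the first BafA array of 4 h 1077 and 1315. Of the 25 gene lists, 7 shifted between the times in camera. They are cholesterol biosynthesis (median of the difference 0.71, adjusted p = 1.43e-05, and adjusted p = 0.341 with an estimated correlation), fatty acid synthesis (0.46, adjusted p = 0.00753, and adjusted p = 0.448 with an estimated correlation), mitosis (-0.15, adjusted p = 0.000198, and adjusted p = 0.121 with an estimated correlation), the EGFR pathway (0.12, adjusted p = 0.00601, and adjusted p = 0.327 with an estimated correlation), the stress response (0.56, adjusted p = 2.78e-09, and adjusted p = 0.327 with an estimated correlation), hypoxia (1.29, adjusted p = 3.6e-18, and adjusted p = 0.076 with an estimated correlation) and astrocyte markers (-0.40, adjusted p = 7.26e-05, and adjusted p = 0.327 with an estimated correlation). The fatty acid list did not pass without the second control array of 24 h (adjusted p = 0.0945) or in the 6 arrays of 1 scan setting (adjusted p = 0.0536), and the mitosis and EGFR lists did not pass among probes with a mean signal over 100 (adjusted p = 0.159 each). There the median was 0.738 for fatty acids and -0.929 for astrocyte markers, each past the test. In the 6 arrays of 1 scan setting 9 lists passed, with the inflammatory and interferon response (-0.179, adjusted p = 0.00191), growth factors (0.019, adjusted p = 0.041) and endothelial markers (-0.024, adjusted p = 0.0449) beside 6 of the 7. Lists that did not pass with all arrays also passed when 1 array was left out: the inflammatory and interferon response without the first control array of 4 h (0.0375) or of 24 h (0.00586), growth factors without the first or the second control array of 24 h (0.034 and 0.0413) or the second BafA array of 24 h (0.0362), endothelial markers without the first control array of 24 h (0.0305), and V-ATPase without the first BafA array of 24 h (0.00821). In fry, which compares a list with no other genes, these 7 passed for the difference, and so did growth factors (adjusted p = 0.019), the inflammatory and interferon response (0.0404), neuron markers (0.0398) and endothelial markers (0.00948). With the scan setting as a block 3672 probes passed, and 2712 in the 6 arrays of 1 scan setting.

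Among the named genes, 4 passed in opposite directions at the 2 times. They were chosen for that pattern and for passing the test of the difference, so that the adjusted p-values of the differences largely restate the choice. The transcription factor gene Nr4a1 rose by 1.94 at 4 h and fell by 0.761 on the log2 scale at 24 h, a difference of -2.705 (adjusted p = 1.21e-10 from limma). Egln3, a prolyl hydroxylase that marks HIF proteins for degradation, had -0.50 at 4 h and 2.40 at 24 h, a difference of 2.897 (adjusted p = 6.86e-12 from limma). Lfng had -0.32 and 0.52, a difference of 0.837 (adjusted p = 5.24e-06 from limma). Ctns, the cystine transporter of the lysosome, had 0.49 and -0.34, a difference of -0.834 (adjusted p = 0.00166 from limma). At 4 h, Egln3 did not pass without the first control array (adjusted p = 0.41), the first BafA array (0.0636) or the second BafA array (0.292) of 4 h. Lfng did not pass there without the first or the second control array of 4 h (0.201 and 0.0932), the first or the second BafA array of 4 h (0.477 and 0.0589), or the first or the second BafA array of 24 h (0.055 and 0.0547). Ctns did not pass there without the first or the second control array (0.282 and 0.183) or the second BafA array of 4 h (0.532). At 24 h, Ctns did not pass when any 1 of 7 arrays was left out: the first or the second control array of 4 h (0.0686 and 0.0677), the first or the second BafA array of 4 h (0.0573 and 0.0562), the first or the second control array of 24 h (0.0533 and 0.149), and the first BafA array of 24 h (0.292).

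Between the control qNSCs of 24 h and of 4 h, which the paper does not compare, 6769 probes differed in limma, 3856 higher and 2913 lower at 24 h. With the scan setting as a block 7512 passed, and 4886 in the 6 arrays of 1 scan setting.

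Lists that shifted with BafA at 24 h in camera include the following. The median was 1.445 for the hypoxia response (adjusted p = 2e-17, and adjusted p = 0.0822 with an estimated correlation), 0.613 for the unfolded protein and integrated stress response (adjusted p = 9.44e-10, and adjusted p = 0.183 with an estimated correlation) and -0.553 for astrocyte markers (adjusted p = 1.51e-05, and adjusted p = 0.183 with an estimated correlation). For the inflammatory and interferon response it was -0.091 (adjusted p = 0.0403, and adjusted p = 0.406 with an estimated correlation), and this list did not pass without the second control or the second BafA array of 24 h (adjusted p = 0.584 and 0.0667).

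Of 15 astrocyte markers, 11 were lower with BafA at 24 h, but not by a common amount. If astrocyte-like cells alone carried these transcripts, their loss would lower all of them alike, yet 6 of the 12 markers with a mean signal over 100 lie more than 3 standard errors from the median change of those 12, such as Gfap at -2.12 and, named after their values were seen, Slc1a3 at 0.42 (adjusted p = 0.0778 from limma) and Sparcl1 at -0.10. The scan setting of the first control array is argued against by a median of -0.454 in the 6 arrays of 1 scan setting, past the test of the list at the preset correlation. Under quantile normalization the median was -0.725, also past that test. Quantile normalization itself gives every array the same median, so it cannot decide whether scaling by the median hides a shift shared by all genes. At an estimated correlation the list does not pass (adjusted p = 0.183). A lower expression of these genes in BafA-treated qNSCs remains as a hypothesis, and so does a loss of astrocyte-like cells beside qNSCs that carry part of the markers themselves, which was not tested.

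Of 19 hypoxia genes, 17 were higher with BafA at 24 h. In the 6 arrays of 1 scan setting the median was 1.397, which argues against the scan setting as the whole cause. Shortage of iron, which blocks the enzymes that degrade HIF proteins, is left open: the transferrin receptor gene Tfrc, whose transcript iron shortage stabilises, rose by 2.124, but Tfrc is also induced by hypoxia, so that it cannot be told apart from a hypoxia response with another origin. An effect of BafA on these genes by another route stays as a hypothesis. The shift of the list does not pass with an estimated correlation at 24 h (adjusted p = 0.0822) or at 4 h, where its median was 0.15 (adjusted p = 1.67e-05 at the preset correlation, with a median of 0.085 without the second control array of 4 h, and adjusted p = 0.223 with an estimated correlation).

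Of 29 genes of mitosis, 14 were lower with BafA at 24 h, and many of their probes lie close to the background. Of the 4 members with a mean signal over 100 in at least 1 group, 2 fell, namely Cdk1 (-0.64) and Nusap1 (-1.28), and the values of Aurkb (-0.08) and Ube2c (0.14) did not pass, where Aurkb and Ube2c are named after their values were seen. Of the 25 dimmer members, 12 fell, and a limit from dim probes can therefore not be told apart from a fall of the whole list, since only 4 members are bright. In the 6 arrays of 1 scan setting the median was -0.185, which argues against the scan setting as the whole cause, and an effect of BafA on mitosis stays as a hypothesis. The shift of the list (median -0.16) does not pass with an estimated correlation (adjusted p = 0.121).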

How the results depend on the processing

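The local background, the 6 arrays of 1 scan setting, the crossed block and each alternative for the probes called at both times were chosen after seeing the data. Of the values of named genes, 2655 of the 4 h and 2684 of the 24 h values kept their direction and their side of the threshold, 34 and 36 gained a call, 107 and 76 lost one, and 0 reversed. Single genes were tried under 12 alternatives: quantile normalization, the authors' deposited values, a pseudocount, the replicate block and leaving out each array in turn. Of the genes called, 33 of 62 kept the call under all 12 at 4 h, and 142 of 166 at 24 h. The scan setting as a block, eBayes without trend and the methods' test are not among the 12, and neither is the local background. With the local background subtracted, 0 probes passed at 4 h. Of the list values at 4 h, at 24 h, of their difference and of the control qNSCs, 334, 347, 351 and 343 were kept, 18, 4, 10 and 3 gained a call, and 20, 20, 11 and 26 lost one. Signs of values called in neither setting changed for 164 of 5592 gene values and 52 of 1488 list values. The inflammatory and interferon list reversed among probes with a mean signal over 100 at 24 h (median 0.355, adjusted p = 0.936, from -0.09).

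With a mean signal over 100, 7203 probes were tested, and 213 passed at 4 h (151 higher, 62 lower; 70.9% higher against 50.9%), 3113 at 24 h, 1785 for the difference and 3668 for the control qNSCs (67.5% higher against 57%). Fewer probes tested lowers these counts by construction. Without the trend in eBayes, 134 passed at 4 h (104 higher, 30 lower; 77.6% higher). With the local background subtracted, 0, 187, 4 and 8 passed in limma, where 2028, 7241, 5008 and 8347 probes of the 4 comparisons had an unadjusted p under 0.05 without that subtraction. At 4 h, 687 passed in the 6 arrays of 1 scan setting and 1034 in the 4 arrays of that time alone. The methods' test passed 1529 at 4 h (823 higher, 706 lower) and 3829 at 24 h, and 1 each after Benjamini-Hochberg adjustment. For these counts the cause was not tested. Leaving out 1 array gave 229 to 884 at 4 h: 229 and 283 without the first and the second control array of 4 h, 237 without the second BafA array of 4 h, 872 and 884 without the first and the second control array of 24 h, and 329 to 331 without any other. It gave 3992 to 5729 at 24 h, 2224 to 3502 for the difference and 4965 to 6717 for the control qNSCs. The lone array of a group is then assumed to vary like the others. Of the probes called in the same direction at both times, 159 higher and 111 lower, there were 78 and 19 without the trend, 0 and 0 with the local background subtracted, and 34 lower with a mean signal over 100. Leaving out 1 array gave 85 to 255 higher and 46 to 258 lower.

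In the authors' deposited values, 97 and 110 probes were at least 2-fold higher and lower at 4 h, and 934 and 1117 at 24 h. These values differ in both the background step and the offset, and the cause was not tested. On the scale used here 403 were lower at 24 h, and 266 of them also passed the methods' test. The counts that follow are on that scale too. Leaving out 1 array gave 38 to 47 higher and 6 to 17 lower at 4 h, with 6 without the first control array and 17 without either the second control or the second BafA array, against 9. At 24 h it gave 375 to 522 higher and 344 to 478 lower.

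With an estimated correlation, 0 lists passed at 4 h, at 24 h, for the difference and for the control qNSCs, where 9, 12, 7 and 6 passed at the preset one. Camera then also uses 4 residual degrees of freedom. The estimated correlation was 0.01 for growth factors, as preset, and -0.031 for mitosis, which is lower. At 24 h their adjusted p still went from 0.0276 to 0.183 and from 0.00017 to 0.121. For these lists this argues against a higher correlation between genes as the cause of the loss, and for the other lists the cause was not tested. For the control qNSCs, 3 passed under quantile normalization and 2 with a mean signal over 100. Leaving out 1 array gave 4 lists (without the second control array of 4 h) to 12 at 4 h, with 6 without the second BafA array, and 10 to 12 at 24 h, 7 to 10 for the difference and 2 to 6 for the control qNSCs (2 without the second control array of 24 h, 3 without the second control array of 4 h and 4 without the first control array of 24 h).

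No source says that the replicate numbers pair the arrays. Deviations of same-numbered arrays correlated at -0.22 between control and BafA at 4 h, 0.05 at 24 h, 0.29 between the controls and 0.32 between the BafA groups. With the replicate block, 569, 6018, 3367 and 7200 probes and 9, 13, 7 and 6 lists passed. With crossed numbers at 4 h, 711 probes passed. For the difference, a value on the 4 arrays compared is the same filter as the one used, so no value is given. The ratio of spot signal to blank spots, 1.57 to 1.72 at the median, limits what dim probes show.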

Differences from the paper's values

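The part of Supplementary Data 1 at hand holds 9 of the genes named here, with 18 log2 fold changes that can be compared. Of these, 5 differ from the values here, which are on a log2 scale with an offset. With the authors' deposited values, which differ in the background step as well as in the offset, 0 differ. For Fgf1 at 24 h the paper's value is 1.285 and the value here is 0.875. Of 12 alternatives set before the data were examined, the authors' deposited values and leaving out the first control array of 24 h show no difference, and the other 10 do. The value moves to 1.219 without the first control array of 24 h and to 0.53 without the second. For Gad1 the paper's values are 0.397 at 4 h and 1.298 at 24 h, and the values here are 0.167 and 0.81. For Stard4 the paper's values are 1.49 at 4 h and 2.183 at 24 h, and the values here are 1.218 and 1.788. For Gad1 and Stard4, the authors' deposited values are the setting, of the 12, under which the values at both times fall within the paper's, and the other 11 differ.

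The paper states that genes of Notch and EGF signaling went up at 4 h and at 24 h. The copy at hand leaves out 34 rows of its own list of these genes, and that list was not used here. At 4 h, 189 of all 14757 named genes were higher and 150 were lower in limma, and 2028 of all probes had an unadjusted p under 0.05. Of the 38 Notch pathway genes tested, 0 were higher and 1 was lower then, which says little about the list where so few genes passed. At 24 h, 8 of the Notch pathway genes were higher and 5 were lower, close to the shares of all named genes (2207 higher and 2051 lower). As a list they were not shifted against other genes in camera at 24 h (adjusted p = 0.504), and in fry, which compares them with no other genes, they moved up on balance (adjusted p = 0.00354, and 0.269 at 4 h). Of the 44 EGFR pathway genes, 3 were higher and 0 were lower at 4 h, and 17 were higher and 2 were lower at 24 h. When adjusted over the list alone, 3 Notch pathway genes were higher at 4 h. Jag1 passed at 4 h in the authors' deposited values (log2 fold change 1.165, adjusted p = 0.0322) and without the first or the second control array of 24 h (adjusted p = 0.0298 and 0.0291). Hes1 passed without the first control array of 4 h (0.0275) and without the first or the second control array of 24 h (0.00101 and 0.000825). Dtx1 passed without the same 3 arrays (0.0167, 0.00391 and 0.00347). Of the EGFR list, Spry1 passed at 4 h in the authors' deposited values (1.035, adjusted p = 0.00735). Errfi1, which encodes an inhibitor of EGFR, passed with the replicate block (0.0197) and without the first or the second control array of 24 h (0.00779 and 0.00713).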

Other observations

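Genes of the lysosome and of its proton pump did not move together with BafA at 24 h. Of 16 genes of V-ATPase subunits, the pump that BafA blocks, 11 were higher and 1 was lower in limma (13 and 1 when adjusted over the list alone). The gene that was lower was Atp6v0a2, which went from 3477 ± 373 to 1138 ± 231 (SD, n = 2 arrays each) and fell by 1.62 on the log2 scale (adjusted p = 9e-09 from limma). Atp6v0a1, another isoform of the same subunit, rose by 0.76, and Atp6v1c1 rose by 0.72. Of 36 genes of lysosomal enzymes and membrane proteins, 8 were higher and 9 were lower (9 and 9 when adjusted over the list alone). Ctsh, a cathepsin gene, fell by 1.43 on the log2 scale (by 0.921 without the second BafA array of 24 h), and Asah1, which encodes acid ceramidase, and Neu1, which encodes a sialidase, rose by 0.92 and 0.98. Of 27 genes of autophagy and MiT/TFE factors, 9 were higher and 1 was lower (9 and 1 when adjusted over the list alone), among them Sqstm1, which encodes the autophagy receptor p62, at 0.91 (adjusted p = 3.34e-05 from limma). The V-ATPase list had a median of 0.50 (camera, adjusted p = 0.00843, and adjusted p = 0.586 with an estimated correlation). It did not pass without the first or the second control array of 24 h (adjusted p = 0.126 and 0.19), or in the 6 arrays of 1 scan setting (adjusted p = 0.144). Under quantile normalization it passed with a median of 0.293. The lysosomal median was 0.05 (adjusted p = 0.861) and that of autophagy was 0.17 (adjusted p = 0.0501). The autophagy list passed without the first BafA array of 24 h (0.0133), with the scan setting as a block (0.0328), with the replicate block (0.0445) and with the mean of all probes of a gene (0.0493).

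Other genes of signaling and of cell identity changed with BafA at 24 h. Of all 14757 named genes, 2207 were higher and 2051 were lower then, and the counts of receptor tyrosine kinases and BMP targets are close to these shares. Of 27 receptor tyrosine kinase genes, 6 were higher and 5 were lower in limma (6 and 6 when adjusted over the list alone). Kit, the receptor gene of stem cell factor, went from 15.1 ± 0.882 to 56.2 ± 11.2 (SD, n = 2 each), a log2 fold change of 1.88 (adjusted p = 2.09e-14 from limma). Ddr1, which encodes a collagen receptor, fell by 1.45 on the log2 scale, and Fgfr1 rose by 1.38. Of 17 genes of the inflammatory and interferon response, 3 were higher and 6 were lower (5 and 7 when adjusted over the list alone). Ptgs2, which encodes the cyclooxygenase COX-2, went from 21.1 ± 2.98 to 149 ± 18.4 (SD, n = 2 each), while the adhesion molecule gene Vcam1 went from 346 ± 13.6 to 63.4 ± 3.88. Ifit3 and Irf7, which interferon induces, fell by 1.30 and 0.883 on the log2 scale. Of 12 genes of iron handling, 3 were higher and 1 was lower (3 and 2 when adjusted over the list alone). Of 16 BMP targets, 3 were higher and 2 were lower (3 and 2 when adjusted over the list alone), with the transcriptional regulator gene Id4 at -0.93 and Bambi, a pseudoreceptor gene, at 0.96. Of 12 neural stem cell markers, 2 were higher and 3 were lower (2 and 3 when adjusted over the list alone), with Prom1, which encodes prominin 1, at -1.12. Of 11 neuron and neuroblast markers, 5 were higher and 4 were lower (5 and 4 when adjusted over the list alone), with Tubb3, which encodes a neuronal tubulin, at -2.22 and Gad1 at 0.81. Of 9 oligodendrocyte lineage markers, 1 was higher and 2 were lower (1 and 3 when adjusted over the list alone), and the 1 was the transcription factor gene Olig2 at 1.66. Of 10 microglia markers, 1 was higher and 0 were lower (1 and 0 when adjusted over the list alone), namely Cd68 at 2.60, which encodes a glycoprotein of lysosomes and endosomes. Of 9 endothelial, mural and fibroblast markers, 1 was higher and 2 were lower (1 and 2 when adjusted over the list alone). Of these, the smooth muscle actin gene Acta2 went from 219 ± 11.2 to 29.3 ± 1.14 (SD, n = 2 each). Actb, which encodes the β-actin that the paper normalizes blots and PCR to, had -1.02 (adjusted p = 3.91e-08 from limma), and -0.39 with its second probe (adjusted p = 0.0452).

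In camera at 24 h, the list of immediate-early genes had a median of 0.62 (15 higher and 3 lower of 26, and 15 and 3 when adjusted over the list alone; adjusted p = 2.12e-07, and adjusted p = 0.183 with an estimated correlation). That of growth factors had 0.04 (6 higher and 2 lower of 21, and 6 and 2 when adjusted over the list alone; adjusted p = 0.0276, adjusted p = 0.183 with an estimated correlation, and adjusted p = 0.156 without the first BafA array of 24 h). It passed with medians of 0.573 among probes with a mean signal over 100, 0.102 without the second control array of 24 h and 0.101 without the second BafA array of 24 h. The inflammatory and interferon list had -0.09 (adjusted p = 0.0403, and adjusted p = 0.406 with an estimated correlation). It did not pass without the second control or the second BafA array of 24 h (adjusted p = 0.584 and 0.0667), under quantile normalization (adjusted p = 0.0838) or among probes with a mean signal over 100 (adjusted p = 0.936, with a median of 0.355). Medians of lists that did not pass at 24 h were 0.06 for G1/S (adjusted p = 0.346), 0.02 for CDK inhibitors (0.622), 0.08 for BMP targets (0.665), 0.07 for iron handling (0.495), 0.03 for microglia markers (0.472) and -0.05 for the oligodendrocyte lineage, whose mean was 0.06 (0.643). The receptor tyrosine kinases had a median of -0.004 and a mean of 0.08 (0.707). Neural stem cell markers and neuron markers had medians of 0.03 while camera pointed down (0.857 each), with means of 0.04 and -0.16. The endothelial list had 0.003 and a mean of -0.33 (0.278).

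At 4 h, some hypoxia response genes were higher. Of 19, 5 were higher, 1 was lower and 13 did not pass (7 and 1 when adjusted over the list alone), with Adm at 0.78 (adjusted p = 0.000127 from limma), and the median was 0.15 (camera, adjusted p = 1.67e-05, and adjusted p = 0.223 with an estimated correlation). It was 0.085 without the second control array of 4 h. Of 23 genes of the stress response, 2 were higher and 0 were lower (4 and 1 when adjusted over the list alone), with Atf3, a transcription factor gene, at 0.91, and the median was 0.05 (adjusted p = 0.0864, and 0.0258 without the first BafA array of 4 h). Of the lysosomal genes 3 were higher and 0 were lower (3 and 0 when adjusted over the list alone), of the V-ATPase genes 1 and 0 (1 and 0), and of the autophagy genes 2 and 0 (3 and 0). The autophagy list had a median of 0.06 (adjusted p = 0.0221, and adjusted p = 0.513 with an estimated correlation) and did not pass without the second control or the second BafA array of 4 h (adjusted p = 0.256 and 0.185). Its median was 0.123 among probes with a mean signal over 100, 0.093 in the 6 arrays of 1 scan setting and without the first control array of 4 h, and 0.106 without the first BafA array of 4 h. The lysosomal list had 0.06 (adjusted p = 0.0833). It passed without the first control or the first BafA array of 4 h (0.00394 and 0.0055), without the first or the second control array of 24 h (0.038 and 0.0375), with the scan setting as a block (0.00807) and in the 6 arrays of 1 scan setting (0.00465). The V-ATPase list had 0.10 (adjusted p = 0.186, and 0.0264 without the first BafA array of 4 h). The receptor tyrosine kinases had 0.02 (adjusted p = 0.0311, and adjusted p = 0.223 with an estimated correlation), and did not pass under quantile normalization (0.119) or without the second control or the second BafA array of 4 h (0.256 and 0.0781). Their median was 0.172 among probes with a mean signal over 100, 0.039 with the scan setting as a block, 0.058 in the 6 arrays of 1 scan setting and without the first control array of 4 h, and 0.049 without the first BafA array of 4 h. The growth factors had 0.02 (adjusted p = 0.0311, and adjusted p = 0.223 with an estimated correlation), and did not pass under quantile normalization (0.108) or without the second control array of 4 h (0.0753). Their median was 0.173 among probes with a mean signal over 100, 0.008 with the scan setting as a block, and 0 in the 6 arrays of 1 scan setting and without the first control array of 4 h. The G1/S list had 0.03 (adjusted p = 0.218). It passed without the first control array of 4 h (0.0373), without the first or the second control array of 24 h (0.038 and 0.0375), with the scan setting as a block (0.0384) and in the 6 arrays of 1 scan setting (0.00717).

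Of the remaining lists at 4 h, 0 passed. Iron handling had 2 higher and 0 lower genes (3 and 0 when adjusted over the list alone) and a median of 0.01 (adjusted p = 0.137). It passed with the scan setting as a block (0.0396), in the 6 arrays of 1 scan setting (0.046), without the first control array of 4 h (0.0492) and among probes with a mean signal over 100 (0.0472). The oligodendrocyte lineage had 1 and 0 (1 and 1 when adjusted over the list alone), with a median of 0.04 (adjusted p = 0.317, and 0.0258 among probes with a mean signal over 100). Mitosis had a median of 0.002 while camera pointed down (0.903), CDK inhibitors -0.055 with 0 and 0 genes (0 and 2 when adjusted over the list alone; 0.287), BMP targets -0.04 with 0 and 0 (0 and 2; 0.284), and the inflammatory and interferon list -0.007 with 1 and 1 (1 and 1; 0.837). Neural stem cell markers had -0.008 with 0 and 1 (0 and 1; 0.607), astrocyte markers -0.04 with 0 and 0 (0 and 0; 0.218), neuron markers 0.04 with 0 and 0 (0 and 0; 0.679), microglia markers -0.005 with 0 and 0 (0 and 0; 0.837), and the endothelial list 0.03 with 1 and 0 (1 and 0; 0.284).

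In limma's fry, which compares a list with no other genes, 7 lists passed at 4 h, all of them upward. They are cholesterol synthesis, sterol uptake, immediate-early genes, growth factors, the EGFR pathway and receptor tyrosine kinases of those that passed in camera, and the oligodendrocyte lineage (adjusted p = 0.0186) of those that did not. The fatty acid, autophagy and hypoxia lists passed in camera and not in fry (adjusted p = 0.271, 0.278 and 0.0667). At 24 h, 19 lists passed in fry, the 12 that passed in camera and 7 others. Of these, G1/S (adjusted p = 0.0239), the Notch pathway (0.00354), receptor tyrosine kinases (0.0369), autophagy (0.0366) and iron handling (0.00396) moved up on balance, and neuron markers (0.00874) and endothelial markers (0.00354) moved down. The medians of the receptor tyrosine kinases (-0.004), neuron markers (0.03) and endothelial markers (0.003) had the other sign. Between the control qNSCs 12 passed, the 6 that passed in camera and 6 others, namely mitosis (0.00251), the Notch pathway (0.0133), the inflammatory and interferon response (0.0122), neural stem cell markers (0.0178) and the oligodendrocyte lineage (0.00251) upward, and BMP targets (0.0133) downward. The neural stem cell markers had a median of 0.02 and a mean of -0.03 there.

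Control qNSCs changed between 4 h and 24 h of incubation as well. Cholesterol synthesis genes were higher at 24 h without BafA. Of 14, 13 were higher and 0 were lower in limma (13 and 0 when adjusted over the list alone), with Tm7sf2, a sterol reductase gene, from 86.2 ± 18.3 to 392 ± 149 (SD, n = 2 each; log2 fold change 2.15, adjusted p = 1.26e-08 from limma). Of 22 fatty acid genes, 14 were higher and 2 were lower (14 and 2 when adjusted over the list alone). Of 16 V-ATPase genes, 10 were higher and 0 were lower (12 and 0 when adjusted over the list alone), and of 36 lysosomal genes, 15 and 2 (17 and 3 when adjusted over the list alone). Hbegf fell by 1.90 on the log2 scale, Acta2 went from 1306 ± 257 to 219 ± 11.2 (SD, n = 2 each), and Tubb3 rose by 1.42. The values with BafA at 24 h are set against these control arrays of 24 h, and not against those of 4 h.

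In camera, the medians between the control qNSCs were 0.99 for cholesterol synthesis (adjusted p = 4.33e-07, and adjusted p = 0.586 with an estimated correlation), 0.51 for fatty acids (adjusted p = 0.00608, adjusted p = 0.619 with an estimated correlation, and 0.064 without the first control array of 24 h) and 0.49 for V-ATPase (adjusted p = 0.00294, and adjusted p = 0.747 with an estimated correlation). The V-ATPase list did not pass under quantile normalization (0.052), among probes with a mean signal over 100 (0.0668) or without the second control array of 24 h (0.079). The lysosomal list had 0.30 (adjusted p = 0.0348, and adjusted p = 0.776 with an estimated correlation) and did not pass without the second control array of 4 h (0.151) or the first or the second of 24 h (0.135 and 0.109). Hypoxia had 0.32, with 10 higher and 1 lower of 19 (11 and 1 when adjusted over the list alone; adjusted p = 0.0305, and adjusted p = 0.586 with an estimated correlation), and did not pass without the second control array of 4 h or of 24 h (0.133 and 0.119). Sterol uptake had 0.21, with 8 higher and 1 lower of 17 (9 and 1 when adjusted over the list alone; adjusted p = 0.0373, and adjusted p = 0.586 with an estimated correlation). It did not pass without the second control array of 4 h (0.131) or the first or the second of 24 h (0.064 and 0.12), with the scan setting as a block (0.0548) or in the 6 arrays of 1 scan setting (0.0613). The lysosomal, hypoxia and sterol uptake lists also did not pass under quantile normalization (0.407, 0.052 and 0.081) or among probes with a mean signal over 100 (0.37, 0.194 and 0.175).

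Genes that the paper follows in other experiments had these values with BafA at 24 h. Tfeb, a transcription factor gene of lysosomal biogenesis, had -0.29 (adjusted p = 0.00485 from limma, and 0.0685 without the second BafA array of 24 h). Its relative Mitf had -0.01 (adjusted p = 0.931). Another relative, Tfe3, had 0.21 (adjusted p = 0.0443). Tfe3 did not pass with a pseudocount of 16 (0.0588), in the authors' deposited values (0.053), or without the first or the second BafA array of 4 h (0.0517 and 0.051), the first control array of 24 h (0.285), or the first or the second BafA array of 24 h (0.0873 and 0.274). Lamp1, which encodes a membrane protein of lysosomes, had -0.19 (adjusted p = 0.244, and 0.00314 under quantile normalization). The cathepsin genes Ctsa, Ctsb and Ctsl had 0.25, -0.01 and 0.39 (adjusted p = 0.292, 0.962 and 0.0895), and Ctsl passed in the authors' deposited values (0.0254) and without the first BafA array of 24 h (0.0308). Ctsf, another cathepsin gene, had -0.52 (SE 0.17, adjusted p = 0.0249) and did not pass without the first control array of 24 h (0.259) or the second BafA array of 24 h (0.181). Map1lc3b, which encodes LC3B, had 0.10 (adjusted p = 0.746). The probe of Mki67 is dim, with a highest group mean of 14.4 in the authors' deposited values, so that its change may be understated. Mki67 had -0.15 (adjusted p = 0.0707), and passed under quantile normalization (0.0378), in the authors' deposited values (0.033) and without the first control array of 24 h (0.0488). Map2k2, which encodes MEK2, had 0.46 (adjusted p = 0.0279) and did not pass without the first or the second control array of 24 h (0.152 and 0.0949) or the second BafA array of 24 h (0.0969). Map2k1, which encodes MEK1, had -0.36 (adjusted p = 0.14), and passed under quantile normalization (0.00563) and without the second BafA array of 24 h (0.0295).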
